# FMRP regulates neuronal RNA granules containing stalled ribosomes, not where ribosomes stall

**DOI:** 10.7554/eLife.106692

**Published:** 2026-07-20

**Authors:** Jewel T-Y Li, Mehdi Amiri, Senthilkumar Kailasam, Lily Drever, Jingyu Sun, Laura Bohorquez, Nahum Sonenberg, Joaquin Ortega, Wayne S Sossin

**Keywords:** stalled ribosome, FMRP, RNA granule, ribosome-protected fragment, ribopuromycylation, RNA binding protein, Mouse

## Abstract

Local protein synthesis is a crucial process that maintains local proteostasis in neurons. A large percentage of mRNAs translated in developing neurons are associated with stalled ribosomes. FMRP, the protein lost in Fragile X syndrome, is highly enriched in RNA granules that contain stalled ribosomes. Previous examination of ribosome-protected fragments (RPFs) from stalled neuronal ribosomes identified sequences that match those found in mRNAs associated with FMRP. To investigate whether FMRP recognition of these sequences is important for determining where ribosomes stall on mRNAs, we examined RPFs isolated from P5 mice of both sexes that lack the FMRP protein. The loss of FMRP had no significant effect on the proteins associated with neuronal stalled ribosomes, on ribosome structure, or the stalling sites (locations where RPFs accumulated). There was a small, but significant decrease in the number of RPFs from mRNAs previously shown to be associated with FMRP by CLIP. Additionally, the number of neuronal RNA granules containing stalled ribosomes, as assayed by ribopuromycylation, decreased. These results suggest a role of FMRP in neuronal RNA granules that contain stalled ribosomes, though loss of FMRP does not influence where ribosomes are stalled or the formation of stalled ribosome.

## Introduction

Neurons are structurally unique cells with synapses–sites where neurons connect with each other— often located far from the cell body. For example, hippocampal pyramidal dendrites span an average of 13.5 mm (Ishizuka et al., 1995), while axonal tips can extend up to a meter away from the cell body (Debanne et al., 2011). To maintain and adapt the local proteome in response to local neuronal activity, neurons rely on the ability to produce proteins locally. Indeed, local protein synthesis has been shown to be critical for many aspects of neuronal function, including growth cone guidance (Yoon et al., 2009), homeostasis (Holt et al., 2019), aspects of presynaptic firing (Wong et al., 2024), and certain forms of synaptic plasticity (Holt et al., 2019).

Local protein synthesis relies on coordinated mechanisms that couple mRNA transport with translational repression. Two major mechanisms have been proposed to regulate this process in neurons (Kiebler and Bassell, 2006; Sossin and DesGroseillers, 2006). In one mechanism, mRNAs are stalled during initiation and transported within RNA transport particles. In this case, the completion of initiation and onset of elongation depends on the removal of the repression mechanisms and availability of ribosomes, which must be transported separately. In contrast, mRNAs can be transported along with ribosomes when elongation stalls, with stalled ribosomes serving as the transport unit. Both mechanisms are likely to be utilized for neurons. While RNA transport particles appear to facilitate the transport of individual mRNAs (Batish et al., 2012), stalled ribosomes are found within large RNA granules that appear to contain multiple different mRNAs (Langille et al., 2019). The RNA binding protein (RBP) FMRP has been implicated in both types of transport (Richter et al., 2015).

Loss of FMRP causes Fragile X syndrome. In humans, the loss of FMRP results from expansion of a CGG repeat, leading to excessive methylation and transcriptional inhibition. Since CGG expansion is relatively common compared to de novo mutations and the gene is X-linked, Fragile X syndrome is a relatively common neurodevelopmental disorder and is the leading genetic cause of autism (Yu and Berry-Kravis, 2014). FMRP is an RBP and thus plays a role in various aspects of RNA biology. Several of these functions have been implicated in Fragile X syndrome, including FMRP’s regulation of miRNA repression, splicing, translation initiation, and translational elongation (Richter et al., 2015; Richter and Zhao, 2021). Another proposed cause of Fragile X syndrome is the loss of protein-protein interactions mediated by FMRP, including the direct regulation of ion channels (Deng and Klyachko, 2021).

A common finding in Fragile X models is that the loss of FMRP increases translation (Huber et al., 2002; Qin et al., 2005). This increase may result from the direct effects of FMRP on translation initiation or elongation, or from the loss of specific FMRP targets, which in turn lead to changes in signal transduction that ultimately increase protein synthesis (Bagni and Zukin, 2019). A major finding regarding how FMRP regulates translation is that, unlike most RBPs, FMRP exhibits strong association with the coding region in cross-linking immunoprecipitation (CLIP) studies, implicating FMRP in stalling elongation (Darnell et al., 2011). Consistent with a role in ribosomal stalling, loss of FMRP caused shifts in polysome profiles of CLIP-identified FMRP targets in Neuro2A translational extracts (Darnell et al., 2011). Additionally, elongation rates are also increased in mouse models of Fragile X, where FMRP is knocked out (Udagawa et al., 2013). While initial studies suggested that FMRP associates non-discriminatively throughout the coding region, more comprehensive bioinformatic analyses have revealed consensus sequences that were enriched in FMRP CLIP data (Ascano et al., 2012; Anderson et al., 2016). FMRP has also been shown to bind to specific motifs such as G quadruplexes and the kissing complex due to the specificity of the RNA-binding domains in the protein (Darnell et al., 2005), but the sequences enriched in FMRP CLIP data do not necessarily contain these motifs (Anderson et al., 2016).

Ribosomes from neuronal RNA granules have been enriched through sedimentation and biochemically and structurally characterized (Krichevsky et al., 2001; Elvira et al., 2006; El Fatimy et al., 2016; Kipper et al., 2022; Anadolu et al., 2023). These ribosomes are stalled in the hybrid state (Kipper et al., 2022; Anadolu et al., 2023) and may possess other modifications that distinguish them from most ribosomes: For example, unlike most ribosomes, puromycylated peptides do not dissociate from neuronal stalled ribosomes (Anadolu et al., 2024). Additionally, anisomycin competes poorly with puromycin for puromycylation, a property not observed in most ribosomes (Anadolu et al., 2024). Examination of RPFs from these ribosomes have also shown differences from standard preparations. The RPFs are larger than expected and the motifs previously identified in FMRP CLIPs are enriched in the RPF sequences (Anadolu et al., 2023). It is not clear whether the enrichment of FMRP CLIP-associated sequences in RPFs from stalled ribosomes occurs because FMRP determines where ribosomes stall, or whether FMRP associates with stalled ribosomes that were already paused at these specific sequences.

To determine whether FMRP is directly involved in the formation of stalled ribosomes through sequence recognition, we compared RPFs from stalled ribosomes in mice lacking FMRP protein to those in WT mice of the same strain. We also tested whether the larger protected fragments could be reduced in size by higher nuclease treatment. Our findings show that stronger nuclease treatment does reduce the size of RPFs to a normal size. Despite its enrichment in RNA granules containing stalled ribosomes, FMRP does not appear to be important for the formation of stalled ribosomes since the loss of FMRP did not affect the association of other proteins with stalled ribosomes, the state of the stalled ribosomes, and, most importantly, where the ribosomes stall. However, using ribopuromycylation (RPM) to detect RNA granules containing stalled ribosomes (Graber et al., 2013), we found that the loss of FMRP decreased the number of RPM puncta. Thus, FMRP may contribute to stabilizing RNA granules.

## Results

### Comparing RNA binding protein enrichment in WT and FMR1 KO RNA granules

Stalled ribosomes are found in neuronal RNA granules (Graber et al., 2013). Previous studies have demonstrated that in brain homogenates, a substantial number of ribosomes sediment in sucrose gradients used to separate monosomes from polysomes, and these have been suggested to be the ribosomes in neuronal RNA granules (Krichevsky et al., 2001; Aschrafi et al., 2005; Elvira et al., 2006). This sedimentation was further optimized to separate the ribosomes found in the pellet from heavy polysomes (Figure 1A; El Fatimy et al., 2016; Anadolu et al., 2023). To determine whether the pellet from C57BL/6 mice is comparable to the pellet from rat brains in a previous study (Anadolu et al., 2023), we examined the protein distribution across all collected fractions from each species’ brain homogenate using Coomassie blue staining. The protein distribution was similar between rat brain and WT mouse brain with considerable amounts of proteins in both WT-mouse pellet and rat pellet (Figure 1B).

**Figure 1.**
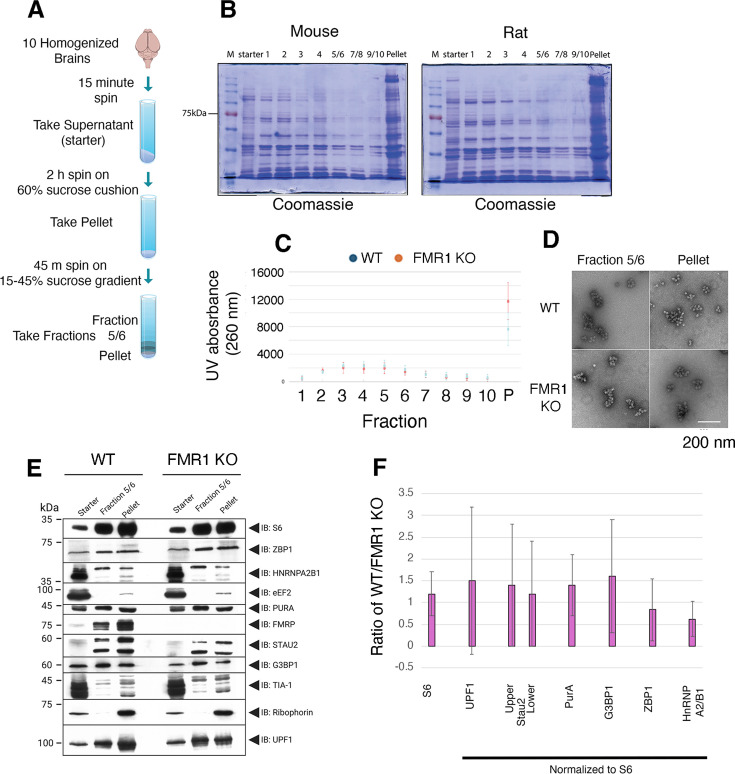
Characterization of sucrose gradient sedimentation. (**A**) A summary of the protocol for isolating the pellet and fraction 5/6 from mouse and rat whole brain homogenate using sucrose gradient fractionation. (**B**) SDS-PAGE stained with Coomassie Brilliant Blue showing the distribution of proteins from each fraction of the sucrose gradient from mouse and rat brains. Equal volumes of resuspended ethanol precipitates (fractions 1–10) and resuspended pellet were used. (**C**) Average UV absorbance from fractions 1–10 and pellet from WT (Red) and FMR1 KO (blue) preparations (error bars are S.D., N=3). (**D**) Representative electron microscopy of WT and FMR1 KO ribosome clusters from fraction 5/6 and pellet. Scale bar is 200 nm. (**E**) Representative immunoblots of fractions (as defined in A) for WT and FMR1 KO mice. For each blot, 1/100th of the starter, 1/10th of fraction 5/6, and 1/20th of the pellet fraction were loaded. (**F**) Quantification of differences in enrichment between WT and FMR1 KO. Levels of proteins were determined from scans of immunoblots (see ‘Materials and methods’). Enrichment is defined by the ratio of level of protein (see ‘Materials and methods’) between fraction 5/6 and pellet. For S6, the ratio of WT enrichment to FMR1 KO enrichment was calculated for each blot and the average calculated (N=8). For all the other RBPs, the WT and FMR1 KO enrichment were normalized to the S6 enrichment for that preparation, and the normalized values were used to calculate the difference in enrichment between WT and FMR1 KO (UPF1, n=8, Stau2, n=8, PurA, n=3, G3BP1, n=3, ZBP1, N=3, hnRNPA2/B1, N=3). Error bars are S.D. A one-sample *t*-test against 1 was used to test significance, with Bonferroni correction for multiple tests. No value reached p<0.05. All raw blots used in (E) and (F) can be found in Figure 1—source data 1 and all other blots in Figure 1—source data 2. Figure 1—source data 1.PDF file containing Ponceau and immunoblots for Figure 1E, indicating the relevant bands and treatments. Figure 1—source data 2.Zipped file containing a subset of full blots (Ponceau and immunoblots) used in Figure 1E and all blots used to generate data (text and Figure 1F).

We compared fractionation between WT and FMR1 knockout mice (FMR1 KO). FMR1 KO mice are the most common model for studying FMRP’s function (Richter and Zhao, 2021). There was no change in the distribution of UV absorbance in the fractions in the presence or absence of FMRP (Figure 1C). We specifically compared fractions 5 and 6 from the gradient to the pellet to be consistent with previous studies (El Fatimy et al., 2016; Anadolu et al., 2023) comparing ribosomes in clusters that pellet and ones that do not. EM of fraction 5/6 and the pellet showed an abundance of ribosome clusters in both fractions in the presence or absence of FMRP (Figure 1D). We examined the distribution of proteins in three fractions: the starting material after the first spin to remove non-soluble material, fraction 5/6, and the pellet, similar to the fractions examined in earlier studies (El Fatimy et al., 2016; Anadolu et al., 2023). We confirmed previous results from rat (Anadolu et al., 2023) that in WT mice FMRP (1.9±0.54 S.D., n=4, p<0.05 one-sample *t*-test against 1) and UPF1 (1.5±0.57 S.D., n=8, p<0.05, one-sample *t*-test against 1) were enriched in the pellet fraction vs fraction 5/6. As well, both Staufen 2 bands quantified (upper; 59 kDa and lower; 52 kDa) (Duchaîne et al., 2000) were enriched in the pellet fraction vs fraction 5/6 (59 kDa; 3.9±1.8 S.D., n=8, p<0.01, one-sample *t*-test against 1; 52 kDa; 3.4±1.8 S.D., n=8, p<0.01, one-sample *t*-test against 1).

We next compared the level of ribosomal protein S6 as a marker of ribosomes between WT and FMR1 KO mice. If FMRP was critical for the formation of the clustered ribosomes in the pellet, there should be fewer ribosomes in the pellet compared to fraction 5/6 in the absence of FMRP. However, we observed no significant difference in the ratio of S6 between these two fractions in the presence or absence of FMRP (Figure 1E, quantified in Figure 1F). We also compared the fractionation of proteins implicated in RNA transport in neurons between WT and FMR1 KO mice: UPF1 (Graber et al., 2017); Stau2 (Tang et al., 2001; Heraud-Farlow and Kiebler, 2014; Graber et al., 2017); Zip code binding protein 1 (ZBP1) (Hüttelmaier et al., 2005), Pur alpha (Kanai et al., 2004), G3BP1 (Anadolu and Sossin, 2020), and hnRNP A2/B1 (Gao et al., 2008; Lo et al., 2025). No significant differences in fractionation for any of these proteins were observed in the presence or absence of FMRP (Figure 1E, quantified in Figure 1F). TIA-1, a protein present in stress granules, but not neuronal RNA granules (Anadolu and Sossin, 2020; Sun et al., 2025), was mainly in the starter fraction. We examined eEF2 and confirmed previous results (Anadolu et al., 2023) that there was little eEF2 in either fraction 5/6 or the pellet under these conditions (Figure 1E). We also examined the rough ER marker ribophorin. While previous results showed that secretory mRNAs showed low abundance in the pellet compared to most mRNAs, the secretory mRNAs were enriched in the pellet compared to fraction 5/6 (Anadolu et al., 2023). To determine if this is due to increased presence of rough ER in the pellet fraction vs fraction 5/6, we examined the distribution of the rough ER marker ribophorin. We observe ribophorin protein in the pellet, but not in fraction 5/6, and this was not affected by FMRP (Figure 1E).

### Loss of FMRP does not alter anisomycin puromycin competition

Previous cryo-EM studies of ribosomes isolated from dense ribosome clusters showed that most of these ribosomes are in the hybrid A/P and P/E configuration (Kipper et al., 2022; Anadolu et al., 2023). Puromycin and anisomycin are both translational inhibitors that bind to the A site of the ribosomes (Hansen et al., 2003; Garreau de Loubresse et al., 2014). Due to their overlapping binding sites, anisomycin inhibits puromycin from binding to the ribosomes when both are present. However, we previously showed that puromycylation of neuronal ribosomes in cell culture and puromycylation of ribosomes in the pellet from rats are resistant to anisomycin inhibition (Anadolu et al., 2024). This suggested that the binding site for these translational inhibitors is altered in the neuronal stalled ribosome, either due to the enrichment of the hybrid state or due to other differences in these ribosomes.

We performed these experiments on the ribosomes that were sedimented through the sucrose gradient (Figure 2A). We first validated that puromycylation in non-neuronal ribosomes, in this case, rat liver ribosomes, were not resistant to anisomycin. Indeed, we saw a total inhibition of puromycylation by anisomycin in sedimented rat liver ribosomes (Figure 2B), much like the effect previously seen on HEK cell culture (Anadolu et al., 2024). This indicated that neither homogenization in our buffer nor high centrifugation is sufficient to confer puromycin’s resistance to anisomycin and further confirmed the neuronal specificity of this ribosomal state. If FMRP was important for generating the state of the ribosome required for anisomycin-resistant puromycylation, we should observe less resistance to anisomycin in FMR1 KO mice. We found that resistance of puromycylation to anisomycin was not different in ribosomes from the pellet of WT and FMR1 KO mice (Figure 2B, quantified in Figure 2C). Thus, FMRP does not seem to be important for the formation of this state of the ribosome.

**Figure 2.**
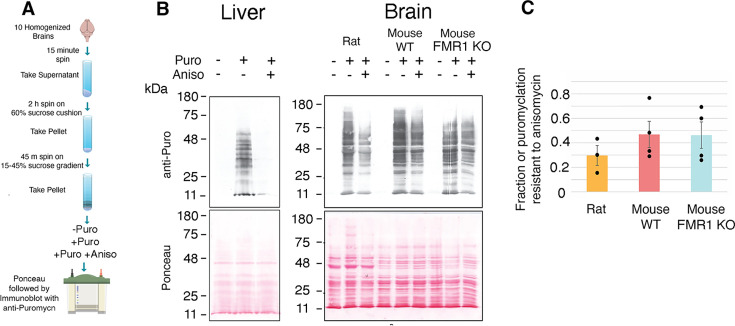
Loss of FMRP does not affect anisomycin-puromycin competition. (**A**) A summary of the protocol for isolating the pellet and treating with puromycin. (**B**) Representative immunoblot stained with antibodies to puromycin (anti-puro) (top) to showcase the inhibition of puromycylation (100 uM) by anisomycin (100 uM) in liver polyribosomes (left) or comparing the pellet from rat, mouse WT, and mouse FMR1 KO (right). Bottom: corresponding membrane stained with Ponceau before immunoblotting. The liver experiment was replicated twice with similar results. (**C**) Quantification of the amount of puromycylation resistant to anisomycin (puro + aniso/puro) in rat (N=3), WT mouse (N=4), and FMR1 KO (N=4). All groups are insignificant from each other (one-way ANOVA, p>0.05). All raw blots shown in (B) can be found in Figure 2—source data 1 and all other blots in Figure 2—source data 2. Figure 2—source data 1.PDF file containing original Ponceahand immunoblots for Figure 2B, indicating the relevant bands and treatments. Figure 2—source data 2.Zipped file containing all blots (Ponceau and immunoblots) used in Figure 2B.

### Effects of digestion on RPF size

To explore if the stalling sites of the ribosomes are altered by the loss of FMRP, we examined RPFs (Figure 3A). RPFs generated from the rat pellet were generally above 35 nt (Anadolu et al., 2023), while RPFs have a canonical size between 28 nt and 32 nt (Ingolia, 2014). It was unclear whether the extension at the 3’ end from the RPF generated from the pelleted rat ribosomes was due to an extended conformation of the ribosome to protect a larger fragment or due to altered nuclease resistance in this region (Anadolu et al., 2023). Thus, we investigated whether this extended region could be cleaved off with more effective nuclease treatment. To determine whether the extending nucleotides could be removed by increasing nuclease efficiency, we digested at room temperature rather than 4°C, and in addition, the concentration of RNase was adjusted to the sample RNA concentration (see ‘Materials and methods’).

**Figure 3.**
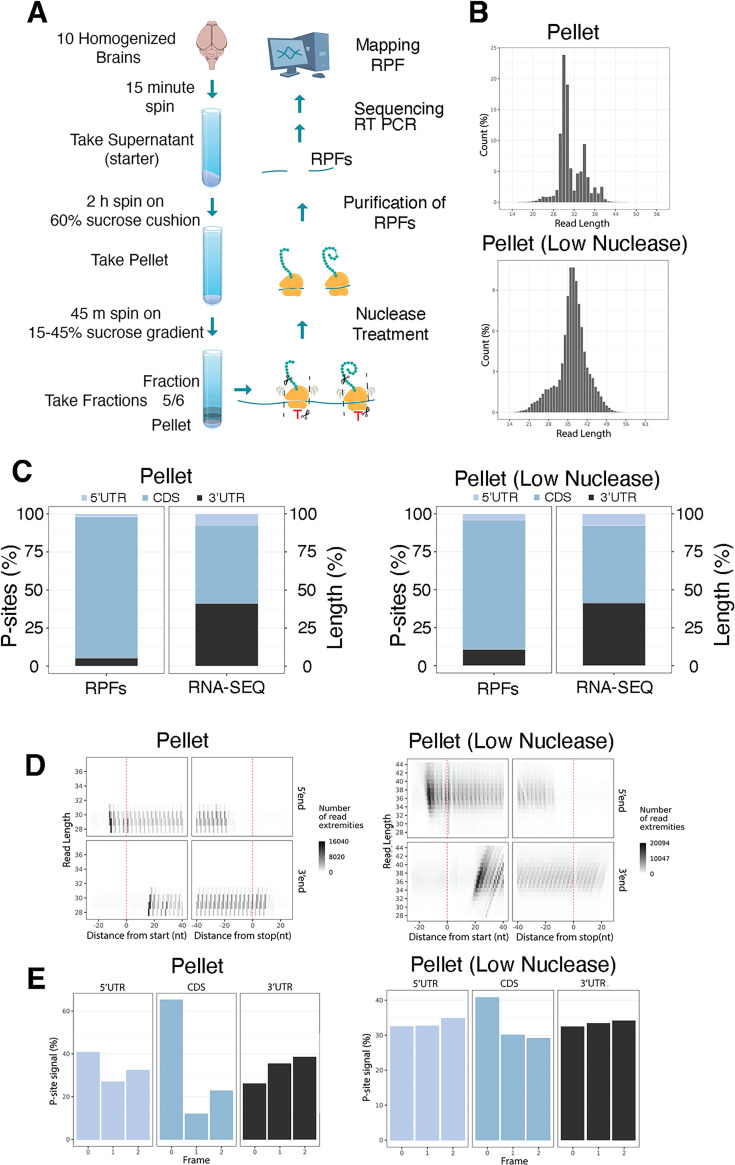
Higher nuclease reduces size of RPFs in WT pellet. (**A**) A summary of the protocol for the RPF procedure. (**B**) Size distribution of normalized footprint reads from the WT pellet fraction under standard or low nuclease treatment. (**C**) Representative image for read coverage for WT pellet fraction either with standard or low nuclease treatment UTR, untranslated region; CDS, coding sequence for both RPFs and RNA-seq libraries. (**D**) Representative image for the number of read extremities (shading) for each read length (Y-axis) based on the distance from start (left) to stop (right) with the 5’ end (top) and 3’ end (bottom) for the WT pellet fraction with either standard or low nuclease treatment. (**E**) Representative image for the periodicity statistics for RPFs in different regions of the mRNA for standard or low nuclease treatment. Although the representative images above included only one replicate, similar results were observed across all three replicates. Figure 3—source data 1.List of genes with high ratios of long reads/short reads in WT pellet RPFs from high nuclease-treated sample.

**Figure 3—figure supplement 1.**
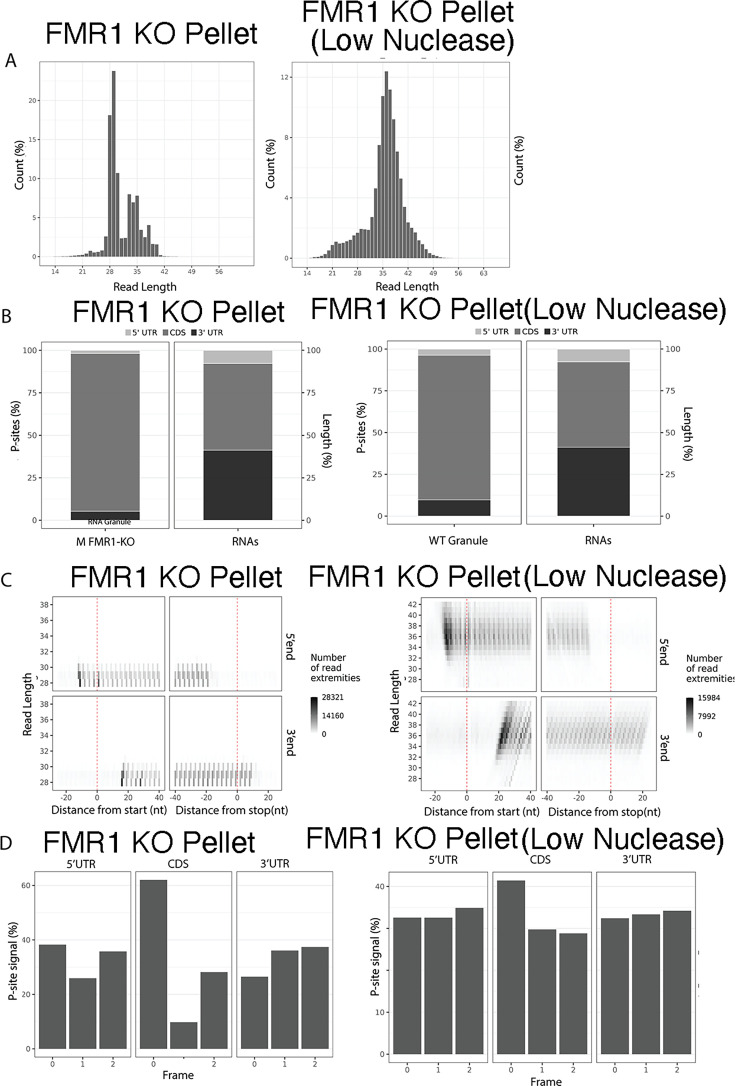
Higher nuclease reduces size of RPFs in FMR1 KO pellet. (**A**) Size distribution of normalized footprint reads from the FMR1 KO pellet fraction under standard or low nuclease treatment. (**B**) Representative image for read coverage for FMR1 KO pellet fraction either with standard or low nuclease treatment. UTR, untranslated region; CDS, coding sequence. (**C**) Representative image for the number of read extremities (shading) for each read length (Y-axis) based on the distance from start (left) to stop (right) with the 5’ end (top) and 3’ end (bottom) for the FMR1 KO pellet fraction with either standard or low nuclease treatment. (**D**) Representative image for the periodicity statistics for each read coverage RPFs. Though the representative images above only included one replicate for the result, similar results were seen in all three replicates.

**Figure 3—figure supplement 2.**
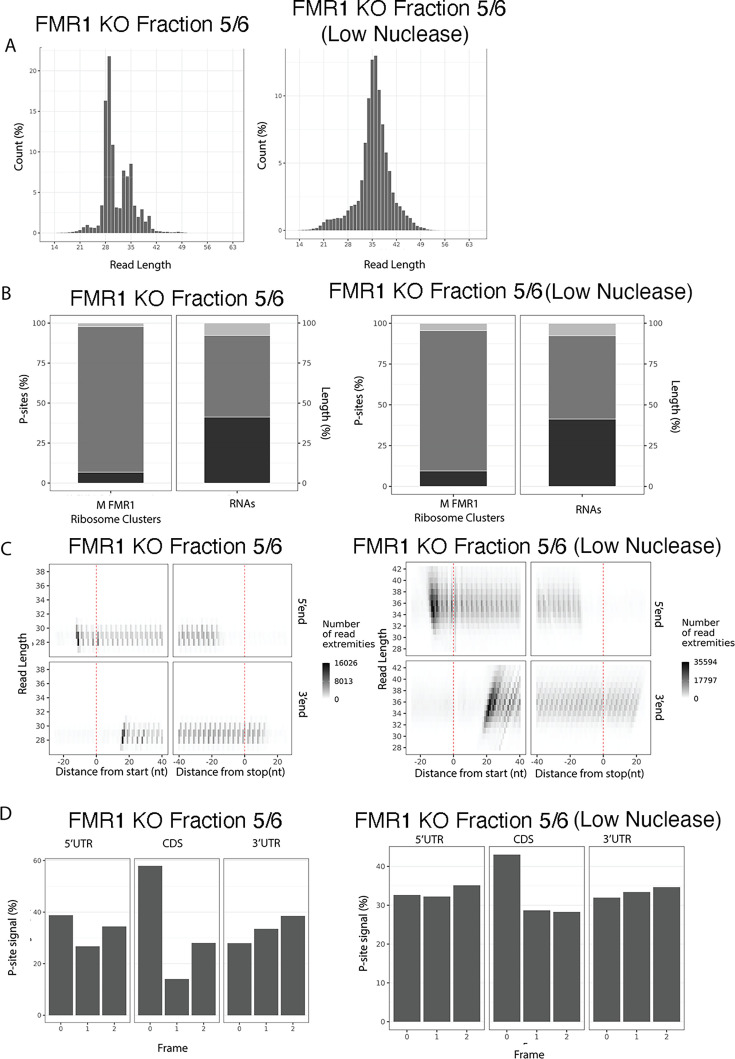
Higher nuclease reduces size of RPFs in FMR1 KO fraction 5/6. (**A**) Size distribution of normalized footprint reads from the WT pellet fraction under standard or low nuclease treatment. (**B**) Representative image for read coverage for WT pellet fraction either with standard or low nuclease treatment. UTR, untranslated region; CDS, coding sequence. (**C**) Representative image for the number of read extremities (shading) for each read length (Y-axis) based on the distance from start (left) to stop (right) with the 5’ end (top) and 3’ end (bottom) for the WT fraction 5/6 fraction with either standard or low nuclease treatment. (**D**) Representative image for the periodicity statistics for each read coverage RPFs. Though the representative images above only included one replicate for the result, similar results were seen in all three replicates.

**Figure 3—figure supplement 3.**
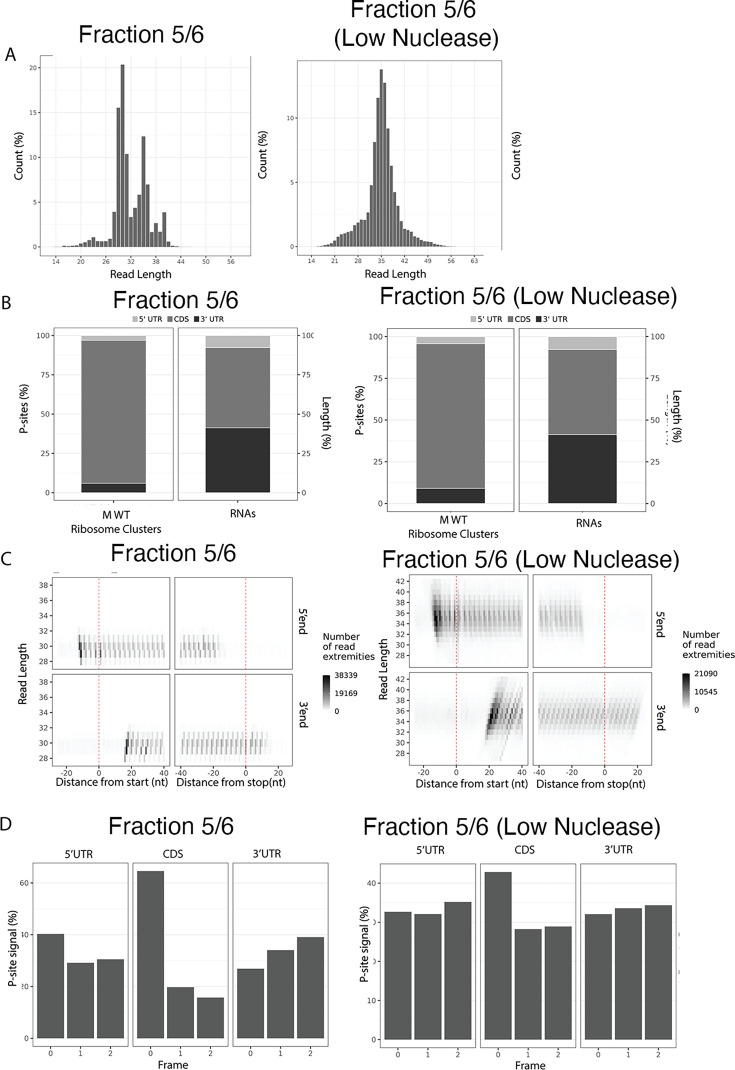
Higher nuclease reduces size of RPFs in WT fraction 5/6. (**A**) Size distribution of normalized footprint reads from the WT fraction 5/6 fraction under standard or low nuclease treatment. (**B**) Representative image for read coverage for WT fraction 5/6 f raction either with standard or low nuclease treatment. UTR, untranslated region; CDS, coding sequence. (**C**) Representative image for the number of read extremities (shading) for each read length (Y-axis) based on the distance from start (left) to stop (right) with the 5’ end (top) and 3’ end (bottom) for the WT fraction 5/6 fraction with either standard or low nuclease treatment. (**D**) Representative image for the periodicity statistics for each read coverage RPFs. Though the representative images above only included one replicate for the result, similar results were seen in all three replicates.

We replicated the increased size of RPFs in mice using the low nuclease protocol. However, RPFs generated by the new nuclease treatment decreased the RPFs to around 29–30 nt (Figure 3B). While there was still a portion of RPFs that stayed around 35 nt (Figure 3B), the majority of these RPFs are from noncoding mRNAs (Figure 3—source data 1). The new nuclease treatment also showed a higher percentage of RPFs in the coding region (CDS) (Figure 3C), no extension on the 3’ end (Figure 3D), and a higher periodicity (Figure 3E). These results were consistent across all libraries (Figure 3—figure supplements 1–3). For all analysis below, we use only the RPFs from the new (standard) nuclease treatment.

### Higher MgCl_2_ concentrations did not affect ribosomal structure

An additional change from the previous protocol was in the concentration of MgCl_2._ Most ribosome isolation protocols use 10 mM MgCl_2_, but the previous protocol had a more physiological concentration of 2.5 mM MgCl_2_. Higher levels of MgCl_2_ in most protocols that purify ribosomes are presumably due to the finding that bacterial ribosomes dissociate in lower concentrations of MgCl_2_, but this has not been observed in eukaryotic ribosomes. A cryo-electron microscopy (cryo-EM) characterization of RNase I-treated pellet fraction under this low magnesium concentration Anadolu et al., 2023 found that 85% of the ribosomes contained in the pellet exhibited tRNA molecules in hybrid A/P and P/E states. The remaining 15% of the ribosome population in this sample contained a tRNA in the P/P state. To test whether increasing the magnesium concentration had any effect on the percentage of ribosomes in hybrid A/P and P/E states, we repeated the cryo-EM and image classification analysis (Figure 4—figure supplement 1) after the purification was performed in a buffer containing 20 mM Tris-HCl, pH 7.4; 150 mM NaCl; 10 mM MgCl_2_. We found that high MgCl_2_ did not impact the percentages of hybrid A/P and P/E state (83%) and P/P (17%) state ribosomes (Figure 4). The cryo-EM maps for the hybrid and P/P state ribosomes were refined to 2.7 Å and 3.2 Å, respectively (Figure 4—figure supplement 2 and Figure 4—source data 1).

**Figure 4.**
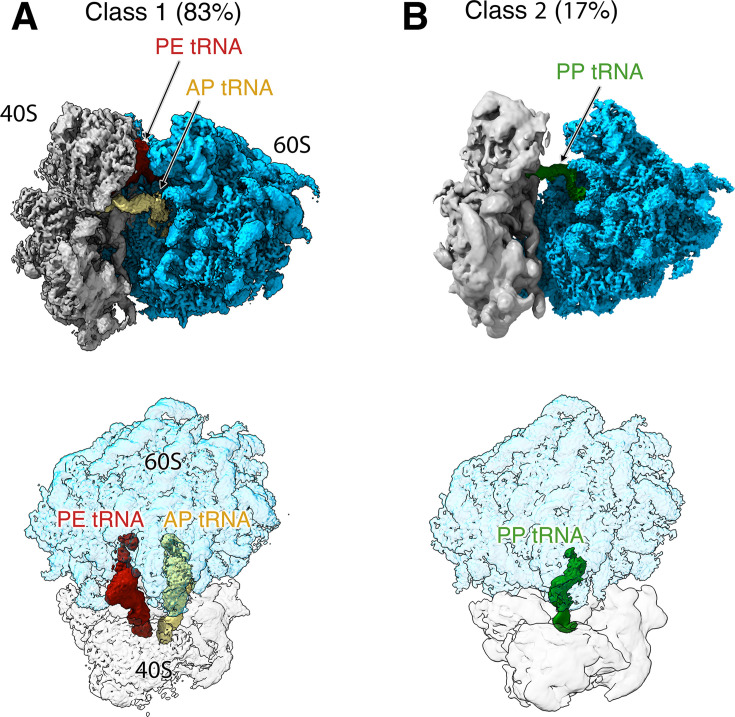
High magnesium buffer does not affect ribosome structure. Composite cryo-EM maps of class 1 (**A**) and class 2 (**B**) 80S ribosomes found in the pellet after purification in high magnesium buffer and RNase I treatment. The top panels show a side view of the two classes of ribosome particles contained in the sample. The bottom panels show top views of the same cryo-EM maps. The 40S and 60S subunits are shown as transparent densities to facilitate visualization of the positions of the tRNA molecules in each class. Figure 4—source data 1.Data acquisition, reconstruction, and refinement parameters and data deposition codes for the cryo-EM dataset.

**Figure 4—figure supplement 1.**
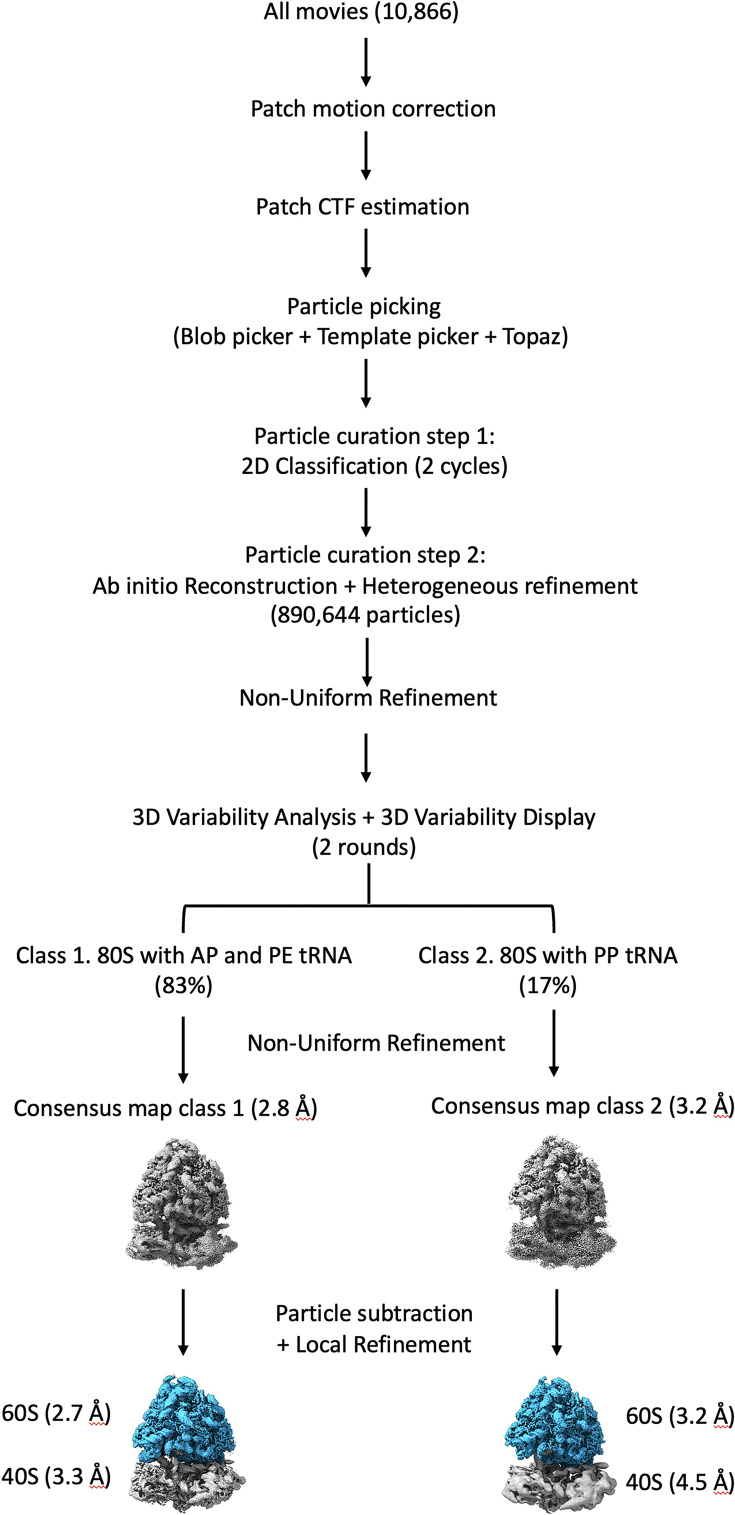
Single-particle analysis image processing workflow. The cryo-EM dataset obtained for the pellet fraction after purification in high magnesium buffer and RNase I treatment was subjected to the image processing workflow in the figure. The diagram displays the main image processing steps undertaken with this dataset and the two main ribosome populations that were found as a result of the image classification approaches. The resolutions for the consensus maps and each one of the subunits in the maps obtained through local refinement are also indicated.

**Figure 4—figure supplement 2.**
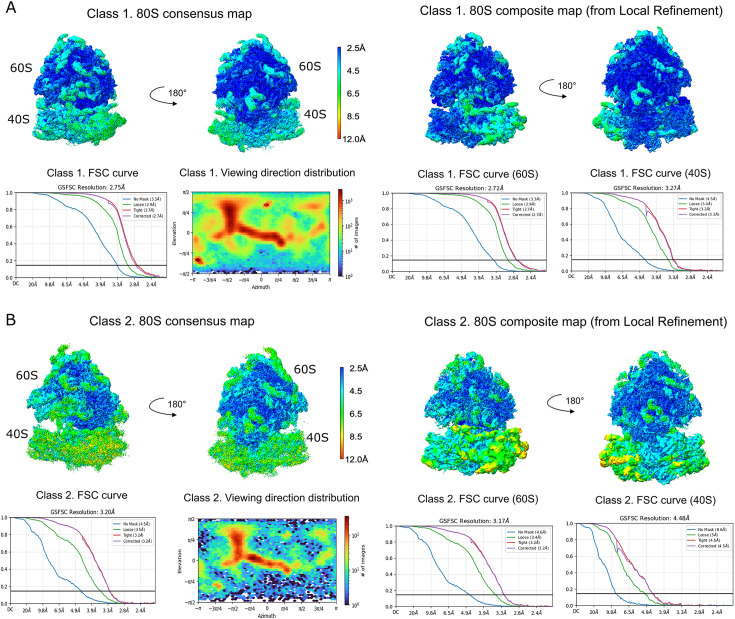
Resolution analysis of the two major classes of 80S ribosomes in the granule fraction purified under high magnesium conditions. Consensus cryo-EM maps (left panels) were initially calculated for class 1 (**A**) and class 2 (**B**) from the RNase I-treated pellet fraction purified under high magnesium buffer conditions. These maps were subsequently refined by local refinement by dividing the 80S ribosome into two major bodies, the 60S and the 40S particles. The top panels in (**A**) and (**B**) show the local resolution analysis of the 80S consensus and composite maps obtained using local refinement. Composite maps were obtained by aligning them and merging the 60S and 40S cryo-EM maps obtained by local refinement using the command 'vop add' in Chimera. Maps are colored according to their local resolution using the color coding indicated in the scale bars. The Fourier shell correlation (FSC) curves for the consensus maps and each one of the subunits after the maps were subjected to local refinement are shown for classes 1 and 2. For each class, we show the following FSC plots: ‘No mask’: the raw FSC calculated between two independent half-maps reconstructed from the data and no masking applied. ‘Loose’: FSC calculated after applying a loose soft solvent mask to both half maps. The loose mask is calculated by thresholding the density map at 50% of the maximum density value. The resulting volume is dilated to create a soft mask. Voxels in the mask within 25 angstroms of the thresholded region receive a mask value of 1.0. Voxels between 25 and 40 angstroms fall off with a soft cosine edge, and voxels outside 40 angstroms receive a value of 0.0. ‘Tight’: FSC calculated after applying a tight soft solvent mask to both half maps. The tight mask is calculated by the same procedure as the loose mask, except that the dilation distances are 6 angstroms for the value 1.0 distance and 12 angstroms for the value 0.0 distance. ‘Corrected’: FSC curve calculated using the tight mask with correction by noise substitution as described in Chen et al., 2013. In brief, the two half maps have their phases randomized beyond a certain resolution, then the tight mask is applied to both, and an FSC is calculated. This FSC is used along with the original FSC before phase randomization to compute the corrected FSC. This accounts for correlation effects induced by masking. The resolution at which phase randomization begins is the resolution at which the no-mask FSC drops below the FSC = 0.143 criterion. We used a FSC threshold of 0.143 to report the overall resolution of the maps. The ‘Viewing direction distribution’ plot in panels (**A**) and (**B**) shows the orientation distribution of the particles contributing to the cryo-EM map for each one of the classes. These plots are 2D histograms that show the number of particles with a viewing direction at a particular elevation/azimuth bin. The number of particles can be inferred by the color code scale bar to the right of each plot.

### Characterization of the RPFs of mRNAs in WT and FMR1 KO pellet through DEG, GO, and GSEA

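RPFs from the pellet and from fraction 5/6 were sequenced for 3 preparations of each genotype. Whole brain homogenate gave 3 RNA-seq libraries of each genotype. For the gradients, the methods give 10 brains of mice that were 5 days old per preparation. Whether the RNA-seq libraries came from the same brains is not stated. The authors trimmed adapters with Cutadapt, removed reads that mapped to ribosomal and other non-coding RNA with Bowtie2, and aligned the remaining reads to GRCm38 with STAR. They removed the PCR duplicates marked by Picard and counted reads per gene with featureCounts. The resulting counts are whole numbers per gene without normalization. By the methods, they follow all of these steps. The barcodes named in the methods tell samples apart, not molecules, so the intervals and limits given beside counts cover counting error only. In the pellet, the total count per library was 21710393 to 40174168 in WT (median 21930736) and 23127381 to 36305630 in FMR1 KO (median 34280775). In fraction 5/6 it was 21594932 to 33212827 in WT (median 22749693) and 6765065 to 27263089 in FMR1 KO (median 20560524). The RNA-seq libraries held 112249206 to 138295078 counts in WT (median 122780188) and 122347383 to 147216378 in FMR1 KO (median 131085466). A single gene, Cdk8, took 36.7% to 63.4% of the counts of the 12 RPF libraries and 0.011% of the RNA-seq counts. In WT pellet replicate 1 it took 47.04% of 40174168 counts, and it spans 146231230 to 146302874 on chromosome 5. These are more counts than its span has positions. Whether duplicates at the same position were removed before counting is therefore uncertain. Without Cdk8, the pellet libraries held 11922190 to 21274803 counts and those of fraction 5/6 held 4284209 to 16618125. From these counts, protein-coding genes with enough reads were kept by edgeR's filterByExpr, and the libraries were normalized by the TMM method. Fold changes are given as log2 of FMR1 KO over WT and were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested. For occupancy and enrichment, the change between the genotypes was the interaction of genotype and library type in the same model. Fmr1 (ENSMUSG00000000838) lies on the X chromosome from 68678541 to 68717963. Its counts scaled to normalized library size (CPM) were 32.1 ± 2.17 in the WT pellet and 2.45 ± 0.53 in the FMR1 KO pellet (SD, n = 3), and 64.2 ± 4.89 and 17.2 ± 0.77 in the WT and FMR1 KO RNA-seq (SD, n = 3). In fraction 5/6, Fmr1 had 3.43 ± 0.16 CPM in FMR1 KO and 33.2 ± 27.4 in WT (SD, n = 3). The spread in WT came from 1 library, which had 1.60 CPM of Fmr1, while the other WT libraries of fraction 5/6 had 47.5 and 50.4. It is referred to as the library labelled WT fraction 5/6 replicate 3, and it enters every measure of WT enrichment.

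**Figure D1:**
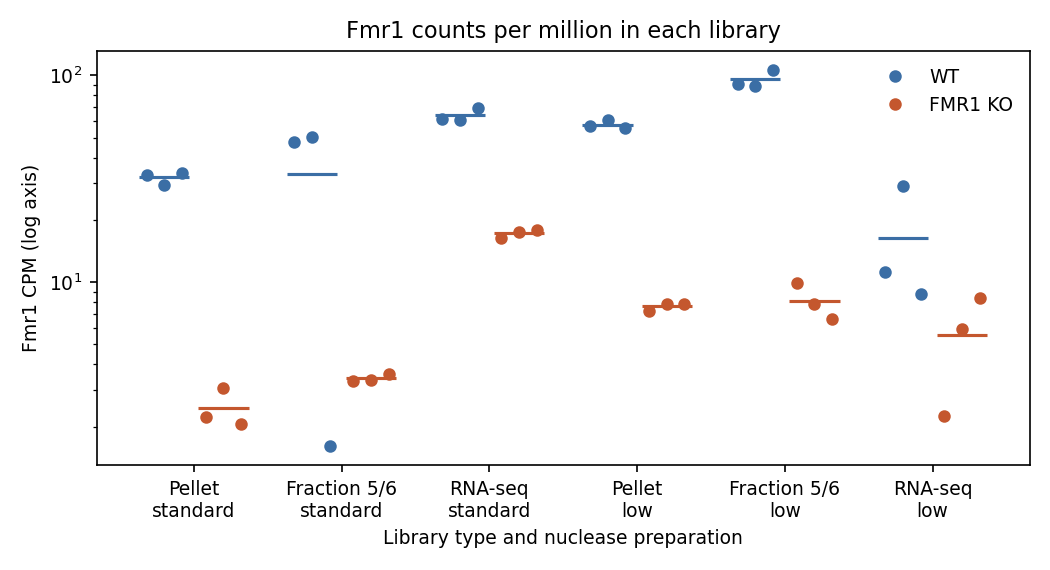
CPM of Fmr1 in each library on a log axis, by library type and nuclease preparation. Points are libraries of WT (blue) and FMR1 KO (orange) and bars are group means (n = 3). The library labelled WT fraction 5/6 replicate 3, at 1.60, lies below the 3 FMR1 KO libraries of that fraction.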

To analyze the mRNAs in the WT and FMR1 KO pellet, we mapped the data from RNA-seq and the RPFs to their corresponding mRNAs (Figure 5A), similar to our previous analysis of RPFs from rat (Anadolu et al., 2023). PCA shows that the variation between samples was similar to the difference between WT and FMR1 KO and that there was a large difference between the sequences in the RPFs and RNA-seq (Figure 5—figure supplement 1). 

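Distances between libraries were taken from log2 CPM of the genes kept by the filter. Among the 6 pellet libraries, pairs of different genotype were 94.6 apart on average and pairs of the same genotype 95.0 apart, a ratio of 0.996 (exact permutation test, one-sided p = 0.5, where 3 libraries against 3 allow no p below 0.1). Between the pellet RPFs and the RNA-seq the mean distance was 245, against 103 within each library type, a ratio of 2.38 (exact permutation test, one-sided p = 0.0022, the smallest that 6 libraries against 6 allow). A distance of 1 minus Spearman's correlation moved this ratio most, to 6.92, while the ratio for the genotypes stayed between 0.99377 and 0.99955 under every distance and filter that was tried. Within the RNA-seq, the ratio for the genotypes was 1.06 (exact permutation test, one-sided p = 0.2). With the 500 most variable genes it was 1.20 (exact permutation test, one-sided p = 0.1, the smallest possible). With the other distances and filters it was 1.02 to 1.06. In the PCA of the pellet, the first component held 36.55% of the variance and the second 20.1%. The first component set FMR1 KO replicate 2 apart at 82.5, with the other 5 libraries between -22.8 and -5.79. In the PCA of the pellet with the RNA-seq, the first component held 69.2% of the variance. It placed the pellet libraries between -117 and -101 and the RNA-seq libraries between 107 and 116.

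**Figure D2:**
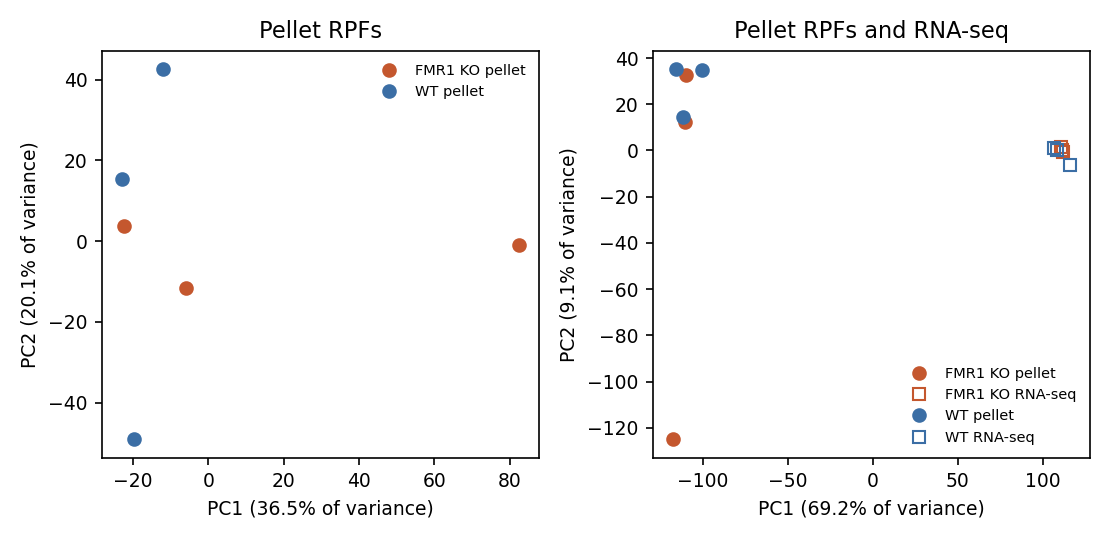
Principal components of log2 CPM for the 6 pellet libraries (left) and for the pellet with the RNA-seq libraries (right). The axes give the component and its share of the variance, points are libraries, and FMR1 KO pellet replicate 2 lies at 82.5 on the first component of the left panel.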

To compare the samples across different biological preparations, we calculated the reads per kilobase per million mapped reads (RPKM), which normalized the mRNA count against the total mapped count and gene length (Figure 5—source data 1). We use the term abundance for the RPKM of RPFs found in the pellet fraction. The number of RPFs normalized against total mRNA obtained from whole brain homogenate with RNA-seq, often termed translational efficiency, was also calculated as the log(fold change) log (FC) (Figure 5—source data 2). We refer to this measure as ribosome occupancy (Anadolu et al., 2023) since the subject of this study is stalled ribosomes and thus the number of ribosomes/mRNA is related not only to translational efficiency, but also to stalling. Lastly, we normalized the RPKM of the RPFs in the pellet against the RPKM of RPFs in fraction 5/6 as log (FC) to determine the extent to which mRNAs are selectively found in the pellet fraction (Figure 5—source data 2). We call this value enrichment (Anadolu et al., 2023) to reflect enrichment in the pellet fraction.

**Figure 5.**
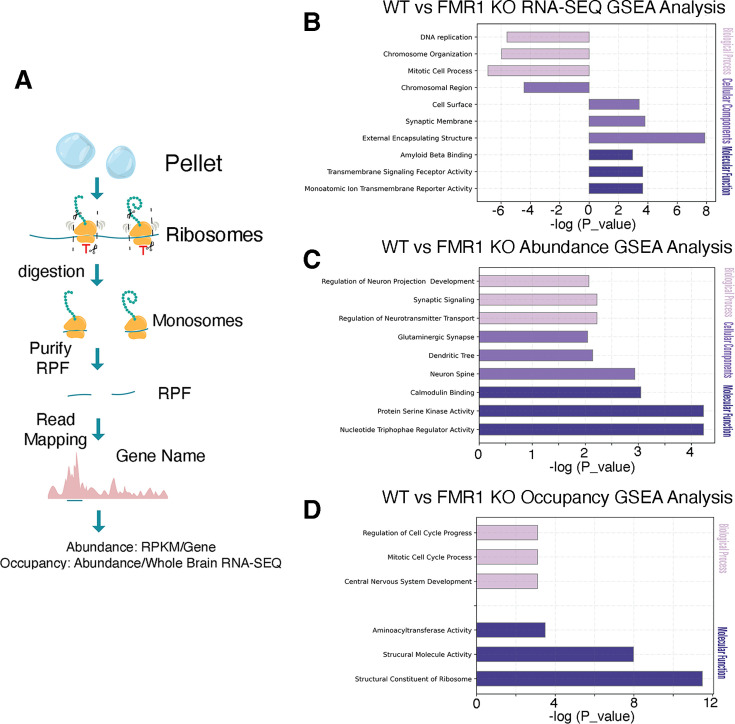
Gene set enrichment analysis WT and FMR1 KO RNA-seq and RPFs from pellet fraction. (**A**) Description of RPF isolation and mapping. Results of selected GSEA sets significantly affected by the loss of FMRP from analysis of (**B**) RNA-seq, (**C**) abundance, and (**D**) occupancy. Increases in FMR1 KO vs WT are to the left and decreases to the right. All GSEA used an N of 3 for WT and FMR1 KO samples. Figure 5—source data 1.RNA-seq and RKPM for all samples for all genes.Occupancy and enrichment calculations for WT and FMR1 KO samples. Figure 5—source data 2.DEG analyses comparing WT and FMR1 KO. Figure 5—source data 3.GO analysis of WT and FMR1 KO. Figure 5—source data 4.GSEA of differences between WT and FMR1 KO, including percentage of mRNAs matched that are FMRP targets.

**Figure 5—figure supplement 1.**
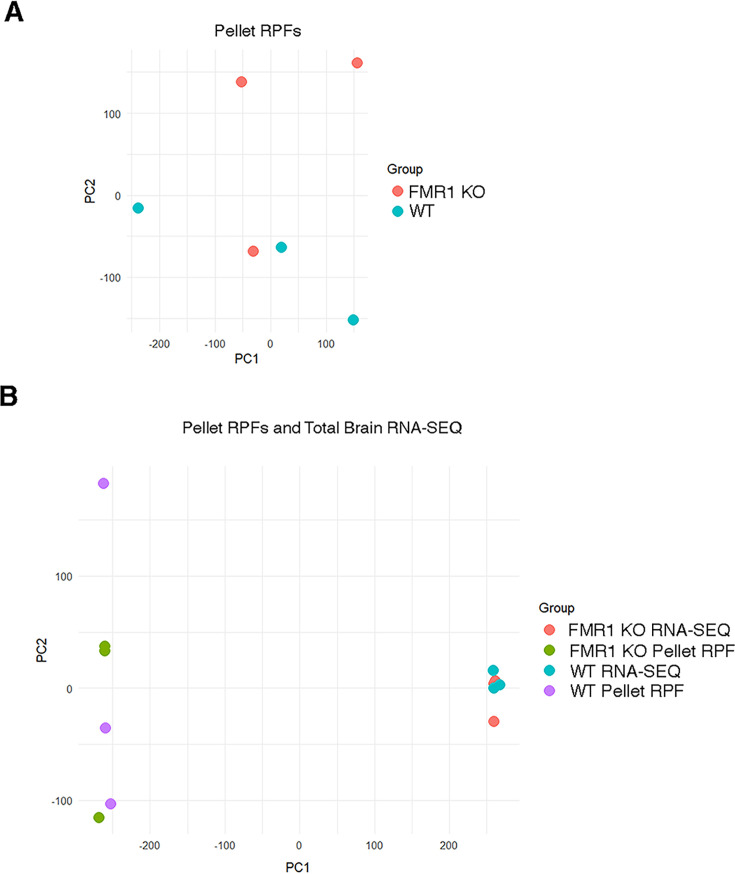
Principal component analysis (PCA). (**A**) PCA of pellet RPFs from WT and FMR1 KO replicates. (**B**) PCA of pellet RPFs and RNA-seq samples from WT and FMR1 KO replicates.

**Figure 5—figure supplement 2.**
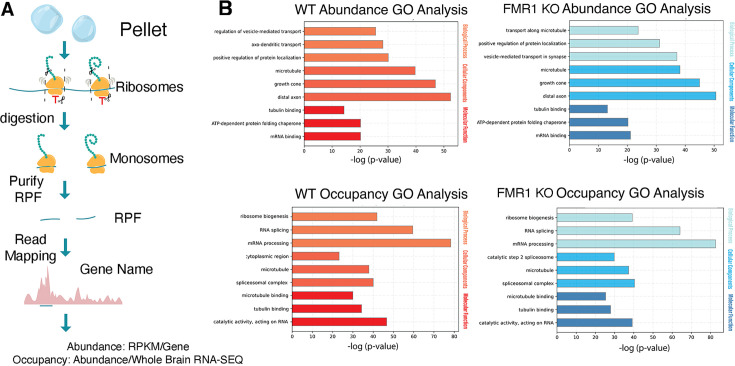
Assessment of RPF abundance, occupancy, and enrichment in pellets of WT and FMRI- mice. (**A**) Summary of protocol to generate RPF abundance, occupancy, and enrichment. (**B**) GO terms of the WT pellet (left) and FMR1 KO pellet (right) for abundance (top) and occupancy (bottom). For each graph, GO terms from the top 500 genes: biological function (top), cellular components (middle), and molecular function (bottom).

We used DEG analysis to determine differences in RPFs between WT and FMR1 KO. 

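In the RNA-seq, 16334 genes were tested and 12 had an adjusted p under 0.05, 5 of them higher and 7 lower in FMR1 KO. Fmr1 changed by a log2 fold change of -1.90 (standard error 0.103, adjusted p = 3.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Wdfy1 (ENSMUSG00000073643), on chromosome 1 from 79702262 to 79776143, had 81.4 ± 3.29 CPM in WT and 16.7 ± 1.68 in FMR1 KO (SD, n = 3). Its log2 fold change was -2.29 (standard error 0.108, adjusted p = 1.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other 5 lower genes lie on the Y chromosome. Eif2s3y had 0 counts in the FMR1 KO libraries and 6014 in WT, at least 2113-fold lower, and Uba1y had 0 and 208, at least 73.1-fold lower. Counts in FMR1 KO and WT were 4 and 7243 for Kdm5d, 18 and 8047 for Uty, and 38 and 13736 for Ddx3y. The FMR1 KO pellet libraries did hold RPFs of these genes, with 769 counts of Eif2s3y. The higher genes were Gm26992 and Eif2s3x on the X chromosome, Hist1h4m on chromosome 13, Gm15446 on chromosome 5 and Kcnh6 on chromosome 11. Their log2 fold changes were 5.53 for Gm26992, 4.79 for Hist1h4m, 3.43 for Gm15446, 1.21 for Kcnh6 and 0.72 for Eif2s3x, with adjusted p between 3.3e-05 and 0.0171 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For each of the 12 genes, all FMR1 KO libraries lay on one side of all WT libraries, as 10% of genes do by chance with 3 libraries against 3. With each replicate number left out in turn, 8 to 12 genes passed. Kcnh6 and Eif2s3x passed in none of these 3 fits, Uba1y in 1 and Hist1h4m only with replicate 2 kept. The largest changes came from the RNA-seq libraries of the low nuclease preparation, with 0 genes (344 at an unadjusted p under 0.05), and from DESeq2 in place of edgeR, with 24 genes. With both RNA-seq sets together 8 genes passed, and of the 12 these included only Wdfy1, Hist1h4m and Gm15446, with an adjusted p of 0.136 for Fmr1 from the same edgeR test. In 3 of these 6 low nuclease RNA-seq libraries, WT replicate 2 and FMR1 KO replicates 2 and 3, 10 genes took 82.4%, 85.0% and 82.8% of the counts.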

Only a few differences were observed between RKPM values in WT and FMR1 KO RNA-seq samples (Figure 5—source data 3). Similarly, there were very few differences using DEG analysis for abundance, occupancy, or enrichment between WT and FMR1 KO (Figure 5—source data 2). 

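Pellet abundance was tested for 13370 genes, of which 2 had an adjusted p under 0.05 and 709 an unadjusted p under 0.05. Both were lower in FMR1 KO. Fmr1 had a log2 fold change of -3.72 (standard error 0.174, adjusted p = 0.0051 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Wdfy1 had 13.0 ± 0.90 CPM in the WT pellet and 1.15 ± 0.33 in the FMR1 KO pellet (SD, n = 3), a log2 fold change of -3.51 (standard error 0.208, adjusted p = 0.0114 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Normalization by library size alone moved this count most, to 287 genes (169 higher, 118 lower), and moved the median log2 fold change of all genes to -0.30. DESeq2 gave 66 genes (46 higher, 20 lower). Fitting all groups together gave 3 genes, all lower, but neither Fmr1 nor Wdfy1 was among them (adjusted p = 0.184 and 0.143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with the replicate number as a block 0 genes passed (577 at an unadjusted p under 0.05). With libraries left out, 1 to 8 genes passed. Neither Fmr1 nor Wdfy1 passed without replicate 1 or without replicate 3 of both genotypes, and Wdfy1 also did not pass without WT pellet replicate 2 or without FMR1 KO pellet replicate 3. Occupancy was tested for 16372 genes, with 8 higher, 3 lower and 1011 at an unadjusted p under 0.05. Nebl (chromosome 2 from 17343909 to 17731464) had 37.4 ± 13.6 CPM in the WT pellet and 5.06 ± 1.05 in the FMR1 KO pellet (SD, n = 3), and its occupancy changed by -2.89 (standard error 0.385, adjusted p = 0.0225 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pde3b (chromosome 7 from 114415281 to 114539251) changed by -2.43 and Fmr1 by -1.85. Dcp1a (chromosome 14 from 30479535 to 30527063) had 4.60 ± 0.36 CPM in the WT pellet and 120.2 ± 63.6 in the FMR1 KO pellet (SD, n = 3), and its occupancy was higher by 4.54 (standard error 0.415, adjusted p = 0.0010 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The Y-linked Eif2s3y, Kdm5d, Ddx3y and Uty also rose in occupancy, since their RNA-seq counts in FMR1 KO were 0 to 38. Their counts were 348 to 1560 in the FMR1 KO pellets and 522 to 1936 in the WT pellets. This argues against the same pools of animals behind the FMR1 KO pellets and the FMR1 KO RNA-seq. The other 3, named here after their values were seen, were Ppil1, Pcsk1n and Wdr45, at 2.96, 2.39 and 2.25. With libraries left out, 16 to 27 genes passed for occupancy. Of the 11 genes called with all libraries, 8, 8 and 4 still passed without replicate 1, 2 and 3 of both genotypes. With a single pellet library left out, 10 or 11 did. Nebl did not pass without replicate 1 or replicate 3 of both genotypes, Fmr1 likewise, and Dcp1a did not pass without replicate 3. Pde3b passed in none of those 3 fits and not without FMR1 KO pellet replicate 1. For enrichment, 13679 genes were tested and 0 had an adjusted p under 0.05, with 769 at an unadjusted p under 0.05. Without the library labelled WT fraction 5/6 replicate 3 the count was 0 again, with 825 at an unadjusted p under 0.05. With any other library or replicate number left out it was 0 to 9. In libraries simulated with the spread of these data, 200 genes above a minimum mean count were changed by a log2 fold change of 1 or 2. Of these, 45% were recovered for abundance, 28% for occupancy and 8.5% for enrichment.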

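Of the 500 mRNAs with the highest mean RPKM in the WT pellet, 455 (91.0%) were also among the 500 highest in the FMR1 KO pellet. Between single pellet libraries, the 500 most abundant mRNAs overlapped by 81.8% ± 4.61 within a genotype (SD, 6 pairs) and by 81.8% ± 5.13 between the genotypes (SD, 9 pairs; exact permutation test over the libraries, one-sided p = 0.5). Ranking by occupancy, WT and FMR1 KO shared 313 of 500 mRNAs (62.6%), and 57.0% to 71.6% when each replicate number was left out in turn. Ranking by enrichment, they shared 211 (42.2%), where the WT ranking rests partly on the library labelled WT fraction 5/6 replicate 3. The GO terms of these mRNAs were not analysed here.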

GO analysis of the top 500 abundant or occupied mRNAs gave similar results in WT and FMR1 KO mice, and these results (increased abundance of cytoskeletal mRNAs and increased occupancy of mRNAs encoding proteins involved in RNA processing) were similar to previous results in rats (Figure 5—figure supplement 2 and Figure 5—source data 3; Anadolu et al., 2023).

As another way to compare mRNAs between the two groups we used gene set enrichment analysis (GSEA) comparing WT and FMR1 KO samples (Figure 5A, Figure 5—source data 4). In the RNA-seq analysis, this revealed several gene sets whose levels increased or decreased upon loss of FMRP (Figure 5B, Figure 5—source data 4). This analysis revealed a decrease of the abundance of gene sets in FMR1 KO samples (Figure 5C). GSEA sets identified as decreased in abundance in the pellet included postsynapse, neuron, spine, dendritic tree, and protein kinases (Figure 5C, Figure 5—source data 4). There were also some gene sets that had decreased occupancy, including cell component structural component of the ribosome, and nervous system development. There were no GSEA sets identified as changed in enrichment (Figure 5—source data 4). We determined whether the modified mRNAs identified in the GSEA were enriched for FMRP targets as defined by RNA CLIP studies (Darnell et al., 2011). Approximately 4% of the total mRNAs are FMRP targets and approximately this percentage of the gene sets identified in RNA-seq or measuring occupancy matched this expected number (Figure 5—source data 4). In contrast, the gene sets decreased in abundance by the loss of FMRP had about 30% FMRP target mRNAs in the mRNAs changed (Figure 5—source data 4). This suggested that there may be a decrease in the levels of FMRP target mRNAs in the pellet.

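Of the 13370 mRNAs tested for abundance, 758 were FMRP targets on the list of Darnell et al., a share of 5.67% (95% exact Clopper-Pearson interval 5.28% to 6.08%). The filter on low counts moved this share most. Among the 16492 mRNAs with at least 1 count in the pellet, 759 were on the list, a share of 4.60% (95% interval 4.29% to 4.93%). Counting the targets of Maurin et al. as well gave 800 mRNAs, or 5.98% of those tested. The sets found by GSEA were not analysed here.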

### Comparison of the mRNAs in the WT and FMR1 KO to selected datasets

Previously, we showed that specific mRNA subsets are enriched in the pellet (Anadolu et al., 2023). We first examined the abundant mRNAs associated with ribosomes resistant to ribosome runoff (Shah et al., 2020; Figure 6—source data 1). Similar to previous experiments with rats (Anadolu et al., 2023), the mRNAs resistant to run off were significantly abundant, occupied, and enriched in both WT and FMR1 KO pellet RPFs (Figure 6). 

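The list of mRNAs resistant to run-off matched 185 of the mRNAs tested in the pellet and 186 of those tested for occupancy. Their mean abundance, in ln RPKM, exceeded that of the other mRNAs by 2.13 ± 0.243 in WT and by 2.07 ± 0.114 in FMR1 KO (SD over the libraries, n = 3). Their log2 occupancy exceeded that of the other mRNAs by 1.32 ± 0.355 in WT and by 1.15 ± 0.176 in FMR1 KO, where the spread combines the SDs of the 3 pellet and the 3 RNA-seq libraries. Among the list's members, 86.0% had an occupancy above 0, as set by TMM, in WT and 84.4% in FMR1 KO. Their log2 enrichment exceeded that of the other mRNAs by 0.74 ± 0.194 in FMR1 KO and by 0.62 ± 0.644 in WT, a difference no larger than the spread between the WT libraries. Without the library labelled WT fraction 5/6 replicate 3, the WT value was 1.04. Each of these means was above those of all 10000 random lists of the same size. Abundance changed most when the random lists were matched on the whole-brain RNA level, against which the mRNAs resistant to run-off were higher by 1.02 in abundance and by 1.54 in occupancy in WT, and by 1.00 and 1.53 in FMR1 KO.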

Next, we investigated FMRP-associated mRNAs (FMRP targets) through assessing mRNAs identified by cross-linking FMRP with mRNA (Darnell et al., 2011; Maurin et al., 2018; Figure 6—source data 1). 

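FMRP targets were taken from the 264 mRNAs of Maurin et al. and the 758 mRNAs of Darnell et al. that were tested in the pellet. In WT, their abundance in ln RPKM exceeded that of the other mRNAs by 1.56 ± 0.139 for the Maurin list and by 1.32 ± 0.104 for the Darnell list (SD, n = 3). In FMR1 KO, the same differences were 1.48 ± 0.068 and 1.23 ± 0.059 (SD, n = 3). Matching on the whole-brain RNA level reduced them to 0.44 and 0.28 in WT and to 0.39 and 0.23 in FMR1 KO. Log2 enrichment in FMR1 KO exceeded that of the other mRNAs by 0.68 ± 0.109 for the Maurin list and by 0.45 ± 0.090 for the Darnell list. In WT it was 0.52 ± 0.520 for the Maurin list, about as large as the spread between libraries, and 0.38 ± 0.385 for the Darnell list, no larger than that spread. Without the library labelled WT fraction 5/6 replicate 3, it was 0.91 for the Maurin list and 0.63 for the Darnell list. Occupancy in WT exceeded that of the other mRNAs by 0.60 ± 0.220 for the Maurin list and by 0.38 ± 0.197 for the Darnell list on the log2 scale, and 60.6% and 56.5% of the members had an occupancy above 0, as set by TMM.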

We found that FMRP targets were highly abundant and enriched in the WT and FMR1 KO pellet (Figure 6A and C, Figure 6E), but the increase in occupancy was less than that observed for the mRNAs resistant to run-off. 

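In FMR1 KO, the log2 occupancy of the Maurin targets exceeded that of the other mRNAs by 0.35 ± 0.109 and that of the Darnell targets by 0.15 ± 0.102, with the SDs of the pellet and RNA-seq libraries combined. Of 10000 random lists of the same size, 99.68% and 97.21% had a lower mean. Against lists matched on the whole-brain RNA level, the differences were 0.66 for the Maurin list and 0.43 for the Darnell list in FMR1 KO. In WT, the matched differences were 0.75 and 0.52. Without replicate 2 of both genotypes, the difference for the Darnell list in FMR1 KO was 0.25.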

The increase in occupancy compared to total mRNAs was even less in the FMR1 KO samples.

**Figure 6.**
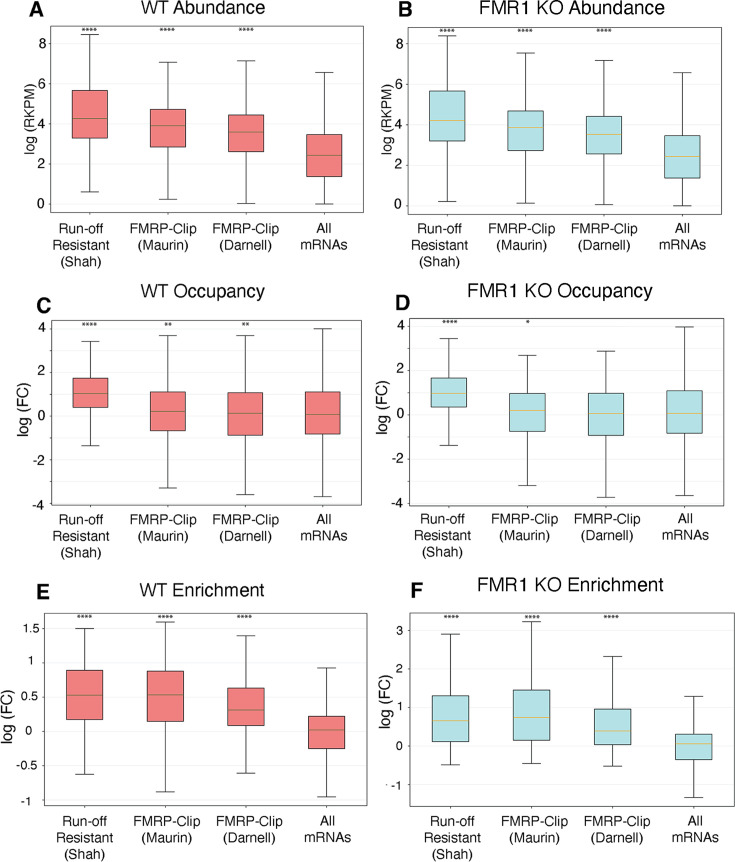
Comparison of putative stalled mRNAs vs total mRNAs in RPFs from the pellet of WT and FMR1 KO mice. Comparison of mRNAs associated with ribosome resistant to initiation inhibitor mediated run-off (Shah et al., 2020) and FMRP-CLIPped mRNAs (Maurin et al., 2018; Darnell et al., 2011) to all other mRNAs. (**A**) WT pellet abundance, (**B**) FMR1 KO pellet abundance, (**C**) WT pellet occupancy, (**D**) FMR1 KO pellet occupancy, (**E**) WT enrichment, and (**F**) FMR1 KO enrichment. All analyses used an N of 3 for WT and FMR1 KO samples. As the N of the All mRNAs (13,079) were much larger than for the selected groups: Shah (185), Maurin (264), and Darnell (757) (Figure 6—source data 1) a random set from the total RNA group that matched the number in the selected group was generated for a two-tailed Welch’s *t*-test with Bonferroni correction for multiple *t*-tests. The median p-value from 10 random sets was used (Figure 6—source data 1). ****p<0.0001, ***p<0.001, **p<0.01, *p<0.05. Figure 6—source data 1.Abundance, occupancy, and enrichment for WT and FMR1 KO samples matching the Shah, Maurin, and Darnell lists and subsets of these lists.

To better understand this change after the loss of FMRP, we next examined the specific effect of the loss of FMRP on these subsets of mRNA by calculating the fold change in abundance, occupancy, and enrichment of these specific mRNAs between WT and FMR1 KO pellets compared to changes in all mRNAs (Figure 7; Figure 7—source data 1). This revealed a significant decrease in the abundance, occupancy, and enrichment of the FMRP targets. 

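Signed z scores from the edgeR p values of the list members were compared with those of the other mRNAs by limma's camera. Its preset correlation of 0.01 between genes was used, and the adjusted p values cover 9 lists in 4 comparisons. The shifts beside them are differences of mean log2 fold changes, which camera does not test directly. Mean pellet abundance fell relative to the other mRNAs by 0.16 for the Maurin targets (n = 264, adjusted p = 3.8e-05 from camera) and by 0.16 for the Darnell targets (n = 758, adjusted p = 6.3e-07 from camera). Occupancy fell by 0.26 (n = 264, adjusted p = 9.2e-06 from camera) and by 0.25 (n = 759, adjusted p = 9.0e-07 from camera). For enrichment, which includes the library labelled WT fraction 5/6 replicate 3, the shifts were 0.14 for the Maurin list (n = 264) and 0.041 for the Darnell list (n = 758; adjusted p = 0.0818 and 0.145 from camera). Without that library they were -0.25 and -0.21. None of the calls for abundance and occupancy held under fry or under camera with a correlation estimated from the data. Taking each library as 1 value, the mean log2 CPM of the Darnell targets minus the other mRNAs was 2.87 ± 0.150 in the WT pellet and 2.74 ± 0.084 in the FMR1 KO pellet (SD, n = 3; exact permutation test, two-sided p = 0.4, smallest possible 0.1). For the Maurin targets it was 3.57 ± 0.2004 and 3.45 ± 0.098 (SD, n = 3; exact permutation test, two-sided p = 0.4). Both differences were smaller than the SD between the WT libraries. Of the single libraries left out, WT pellet replicate 3 brought the abundance shifts nearest to 0, at -0.062 for the Maurin list and -0.085 for the Darnell list, where neither passed. Without FMR1 KO pellet replicate 2 they were -0.082 and -0.089 and both passed. For occupancy, the largest change came from the RNA-seq libraries of the low nuclease preparation, 3 of which have most counts on 10 genes, with -0.12 and -0.0092, and from leaving out FMR1 KO pellet replicate 2, with -0.10 and -0.099. From the fold changes of the FMRP targets relative to all mRNAs, the paper concludes that their abundance, occupancy and enrichment in the pellet decreased after the loss of FMRP.

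**Figure D3:**
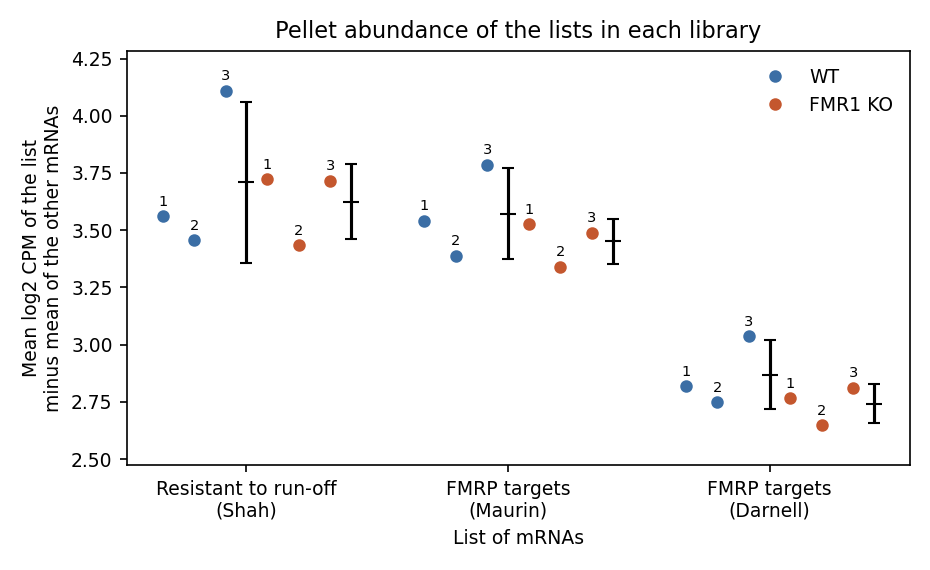
Mean log2 CPM of each list minus the mean of the other mRNAs, for each pellet library of WT (blue) and FMR1 KO (orange), with replicate numbers. Bars are mean ± SD (n = 3). The Darnell targets have means of 2.87 in WT and 2.74 in FMR1 KO.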

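For the mRNAs resistant to run-off, the mean log2 fold change relative to the other mRNAs was -0.12 for abundance (n = 185, adjusted p = 6.7e-04 from camera) and -0.17 for occupancy (n = 186, adjusted p = 0.0058 from camera). For enrichment, which includes the library labelled WT fraction 5/6 replicate 3, it was 0.094 (n = 185, adjusted p = 0.213 from camera), and without that library it was -0.33. The per-library means in the pellet were 3.71 ± 0.351 in WT and 3.62 ± 0.164 in FMR1 KO (SD, n = 3; exact permutation test, two-sided p = 0.8). Without WT pellet replicate 3 the abundance shift changed its sign to 0.096, and the occupancy shift to 0.012. The occupancy shift also changed its sign with the RNA-seq libraries of the low nuclease preparation, to 0.032. It did not pass with library size alone in place of TMM, at -0.11, or against random lists matched on expression, at -0.15.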

Strikingly, while there was also a decrease in the abundance and enrichment of mRNAs resistant to ribosome runoff, their occupancy did not change after the loss of FMRP. It should be noted that the decreases of FMRP targets in the FMR1 KO pellet were small (Figure 7) and only significant when looked at in the whole subset. 

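Among the members, 74.4% of the Darnell targets and 72.3% of the Maurin targets had a lower fitted abundance in FMR1 KO, against 48.0% and 49.1% of the other mRNAs. For occupancy the shares were 75.1% and 75.8%, against 50.1% and 50.9%. For enrichment, with the library labelled WT fraction 5/6 replicate 3 included, they were 36.7% and 36.4%, against 47.1% and 46.7%. In the RNA-seq the shift was 0.041 for the Darnell list (n = 759) and 0.051 for the Maurin list (n = 264; adjusted p = 0.225 and 0.198 from camera). Without replicate 1 of both genotypes these RNA-seq shifts changed their sign, to -0.065 and -0.029. Fold changes of members are not independent, since members vary together between libraries.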

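No single mRNA of the Shah, Maurin or Darnell lists had an adjusted p under 0.05 for abundance, occupancy or enrichment, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. The count was also 0 when adjusted over the list alone. At an unadjusted p under 0.05 there were 68 of 758 Darnell targets for abundance, 52 of 759 for occupancy and 22 of 758 for enrichment. For the Maurin targets these counts were 20, 17 and 8 of 264. For the mRNAs resistant to run-off they were 13 of 185, 6 of 186 and 3 of 185.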

Individual mRNAs in this group were not found to be significantly different in the DEG analysis (Figure 5—source data 2).

**Figure 7.**
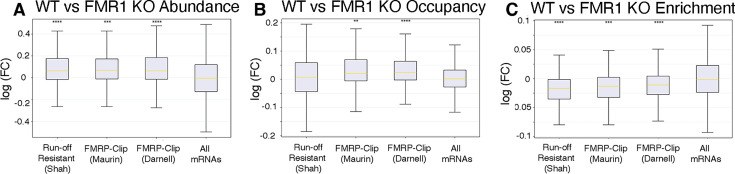
Comparison of putative stalled mRNAs between WT and FMR1 KO mice. Comparison of mRNAs associated with ribosome resistance of initiation inhibitor run-off (Shah et al., 2020) and FMRP-CLIPped mRNAs (Maurin et al., 2018; Darnell et al., 2011) to all other mRNAs. The fold change between WT and FMR1 KO was calculated using DEG with an N of 3 for WT and FMR1 KO samples (see ‘Materials and methods’). These fold changes were then compared between the selected groups and all mRNas for (**A**) pellet abundance, (**B**) pellet occupancy, and (**C**) pellet enrichment. As the N of the All mRNAs (13,079) were much larger than for the selected groups: Shah (185), Maurin (264), and Darnell (757) (Figure 7—source data 1), a random set from the total RNA group that matched the number in the selected group was generated for a two-tailed Welch’s *t*-test with Bonferroni correction for multiple *t*-tests. The median p-value from 10 random sets was used (Figure 7—source data 1). ****, p<0.0001, ***p<0.001, **p<0.01, *p<0.05. Figure 7—source data 1.Abundance, occupancy, and enrichment comparisons of the ratio between WT and FMR1 KO for mRNAs matching the Shah, Maurin, and Darnell Lists and subsets of these lists.

**Figure 7—figure supplement 1.**
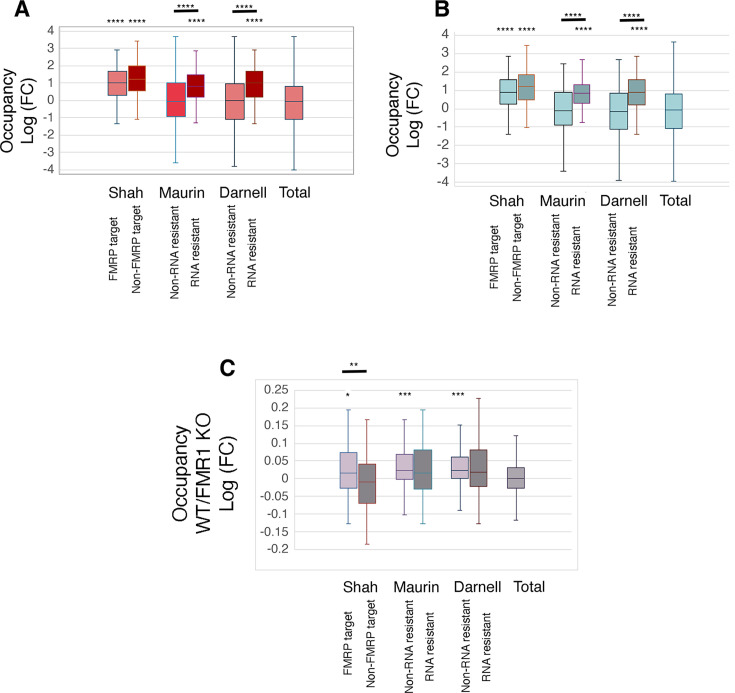
Occupancy analysis with subsets of FMRP targets and RNAs resistant to run-off. The mRNAs found to be resistant to ribosome run-off (Shah et al., 2020) were divided into two sets consisting of mRNAs that are also FMRP targets (identified in Maurin et al., 2018 or Darnell et al., 2011) or not. The FMRP targets were divided into two sets consisting of mRNAs identified as one of the 200 most abundant mRNAs resistant to run-off (Shah et al., 2020) or not. Box and Whisker plots are shown with line for mean. Different from the total RNA group using two-tailed Welch’s *t*-test with Bonferroni correction for multiple *t*-tests. Differences between the two sets was evaluated with a two-tailed Welch’s *t*-test. (**A**) Occupancy in WT pellet. (**B**) Occupancy in FMR1 KO pellet. (**C**) Difference in occupancy between WT and FMR1 KO pellet. The Ns (number of mRNAs) used for all the comparisons can be found in Figure 7—source data 1.

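Of the 185 mRNAs on the list of mRNAs resistant to run-off, 120 (64.9%) were also on the Maurin or the Darnell list.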

The difference between the mRNAs resistant to run-off and the FMRP targets in these analyses is surprising as over 60% of the mRNAs resistant to run-off are also FMRP targets. We examined the mRNAs resistant to run-off separately based on whether or not they were FMRP targets (Figure 6—source data 1, Figure 7—source data 1, and Figure 7—figure supplement 1). This revealed that the lack of an effect of FMRP loss in this group was due to the absence of an effect on mRNAs resistant to run-off that were not FMRP targets (Figure 7—figure supplement 1). 

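The mRNAs resistant to run-off that were also FMRP targets fell in occupancy by 0.21 relative to the other mRNAs (n = 121, adjusted p = 0.0023 from camera). Those that were not FMRP targets shifted by -0.10 (n = 65, adjusted p = 0.187 from camera). The difference between these subsets was not tested. Leaving out FMR1 KO pellet replicate 2 moved the first shift to -0.0090. The second changed its sign to 0.18 without replicate 3 of both genotypes, and was -0.31 without replicate 1. With the RNA-seq libraries of the low nuclease preparation the shifts were 0.013 and 0.067. In abundance, the subsets shifted by -0.15 (n = 120, adjusted p = 6.7e-04 from camera) and -0.079 (n = 65, adjusted p = 0.0353 from camera). Taking each pellet library as 1 value, the differences between the genotypes were -0.10 and -0.047. Both were smaller than the SD between the WT libraries, 0.29 and 0.46. In enrichment, with the library labelled WT fraction 5/6 replicate 3 included, they shifted by 0.10 (n = 120) and 0.079 (n = 65; adjusted p = 0.198 and 0.461 from camera). The Maurin targets resistant to run-off shifted by 0.24 in enrichment (n = 69, adjusted p = 0.0475 from camera), a call that did not hold under fry, and by -0.32 without that library.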

Even more striking was the comparison between the occupancy of FMRP targets that were or were not also mRNAs resistant to run-off. FMRP targets that were not also resistant to run-off (85% of this group) showed no increase in occupancy (Figure 7—figure supplement 1). Thus, FMRP targets showed increased abundance and enrichment compared to total mRNAs and decreases in all features in the absence of FMRP (Figure 7—figure supplement 1). In contrast, mRNAs resistant to run-off showed higher occupancy than total mRNAs or FMRP targets and showed decreased abundance and enrichment in the absence of FMRP, but their occupancy was not affected by the loss of FMRP (Figure 6—source data 1, Figure 7—source data 1, and Figure 7—figure supplement 1).

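Of the 799 mRNAs on the Maurin or the Darnell list, 679 (85.0%) were not on the list of mRNAs resistant to run-off. The log2 occupancy of the 643 such Darnell targets exceeded that of the other mRNAs by 0.21 ± 0.180 in WT and was lower than it in FMR1 KO, at -0.025 ± 0.086, with the SDs of the pellet and RNA-seq libraries combined. Of 10000 random lists of the same size, 99.67% and 38.33% had a lower mean. For the 195 such Maurin targets, the differences were 0.36 ± 0.2003 in WT (above 99.54% of random lists) and 0.096 ± 0.079 in FMR1 KO (above 74.32%). Against lists matched on the whole-brain RNA level, the Darnell targets were higher by 0.30 in WT and 0.21 in FMR1 KO, and the Maurin targets by 0.45 and 0.34. In FMR1 KO, the difference for the Darnell targets changed its sign without replicate 1, to 0.015, and without replicate 2, to 0.074. FMRP targets that were also resistant to run-off had a higher occupancy than the other mRNAs, by 1.26 ± 0.302 in WT and 1.06 ± 0.190 in FMR1 KO for the 116 Darnell targets, and by 1.24 ± 0.279 and 1.06 ± 0.191 for the 69 Maurin targets.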

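Among FMRP targets that were not resistant to run-off, abundance shifted by -0.18 for the Maurin and by -0.16 for the Darnell targets between the genotypes, and occupancy by -0.28 (n = 195) and -0.25 (n = 643; adjusted p = 8.7e-06 and 9.0e-07 from camera). Enrichment, with the library labelled WT fraction 5/6 replicate 3 included, shifted by 0.10 (n = 195) and 0.027 (n = 643; adjusted p = 0.173 and 0.172 from camera). The occupancy shift of these Maurin targets was -0.14 without FMR1 KO pellet replicate 2, and that of these Darnell targets was -0.11. With the RNA-seq libraries of the low nuclease preparation, they were -0.16 and -0.015, and neither passed.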

### Peak analysis of RPFs in the WT and FMR1 KO pellet

The distribution of RPFs in stalled ribosomes is dominated by peaks, presumably representing stalling sites. Our previous result showed that RPFs in the peaks from the pellet were enriched with FMRP-related mRNA motifs (Anadolu et al., 2023). Thus, to inquire if the loss of FMRP altered the location of stalled ribosomes, peaks were identified in each of the six pellet preparations (three WT and three FMR1 KO) (Figure 8A).

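The deposited peaks are intervals on Ensembl transcripts, each with a whole-number height, for every pellet and fraction 5/6 sample. They hold no coverage, so the comparison of each zenith with the average of its transcript could not be repeated, and the middle of each interval was taken as the zenith. The WT pellet samples had 36435, 24583 and 21740 peaks and the FMR1 KO samples 31883, 18652 and 25470. The median height was 14 to 15 and the median width 24 to 25 nt. Between 96.5% and 97.4% of the peaks lay in coding sequence. A peak was counted in a set of samples when each of them had a zenith within 6 nt, and as present in 1 genotype only when all 3 of its samples had it and no sample of the other genotype had a zenith within 6 nt.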

**Figure 8.**
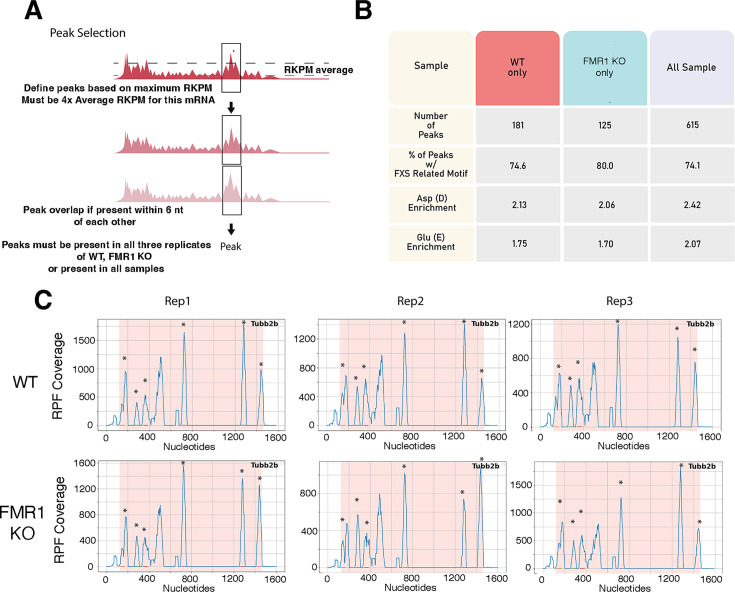
Comparison of RPF peaks in the pellet of WT and FMR1 KO mice. (**A**) Representation of how peaks of RPFs are selected. (**B**) Table of the number of peaks between replicates of WT pellet (N=3), FMR1 KO pellet (N=3), and combined (N=6), the percentage of peaks with FXS related motif and the enrichment of aspartate (Asp) and glutamate (Glu) in the peaks compared to non-peaks (Figure 8—source data 2). (**C**) RPF coverage of Tubb2b for the three replicates of WT and FMR1 KO. Shaded region is the open reading frame. Asterisks indicate consensus peaks (seen in all six samples with peaks within 6 bp). Figure 8—source data 1.List of all peaks as well as motif counts. Figure 8—source data 2.Amino acid enrichment of peaks.

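With a zenith within 6 nt in each of the 3 WT and 3 FMR1 KO pellet samples, 287 peaks on 192 transcripts were found, 95.1% of them in coding sequence. The window moved this number most, with 782 peaks at 12 nt, 159 at 3 nt and 15 at identical positions. Leaving out replicate 1, 2 or 3 of both genotypes gave 510, 763 and 699 peaks. The mRNAs with the most such peaks were Hsp90aa1 (10), Vcp (9), Eef1a1 (6), and Hspa8, Ddx5 and Mapre1 (5 each).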

We identified 615 peaks that were present in all six samples. In contrast, there were many fewer peaks solely present in WT or solely FMR1 KO: 181 peaks for WT and 125 peaks for FMR1 KO (Figure 8—source data 1, Figure 8B). Thus, most peaks were present in both the WT and FMR1 KO pellets. 

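In the deposited peaks, 252 were present in the 3 WT samples only and 167 in the 3 FMR1 KO samples only, on 233 and 159 transcripts. Their sum was 419 peaks. The 6 samples can be divided into 3 and 3 in 10 ways, and 7 of the 10 divisions gave at least as many peaks in 1 group only, from 375 to 654 with a median of 474 for the other 9. With peaks higher than their sample's median only, there were 128 and 80. Requiring absence from at least 2 of the 3 samples of the other genotype gave 683 and 497. Leaving out a replicate number of both genotypes gave 1877 to 2757 peaks in WT only and 1267 to 2219 in FMR1 KO only.

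**Figure D4:**
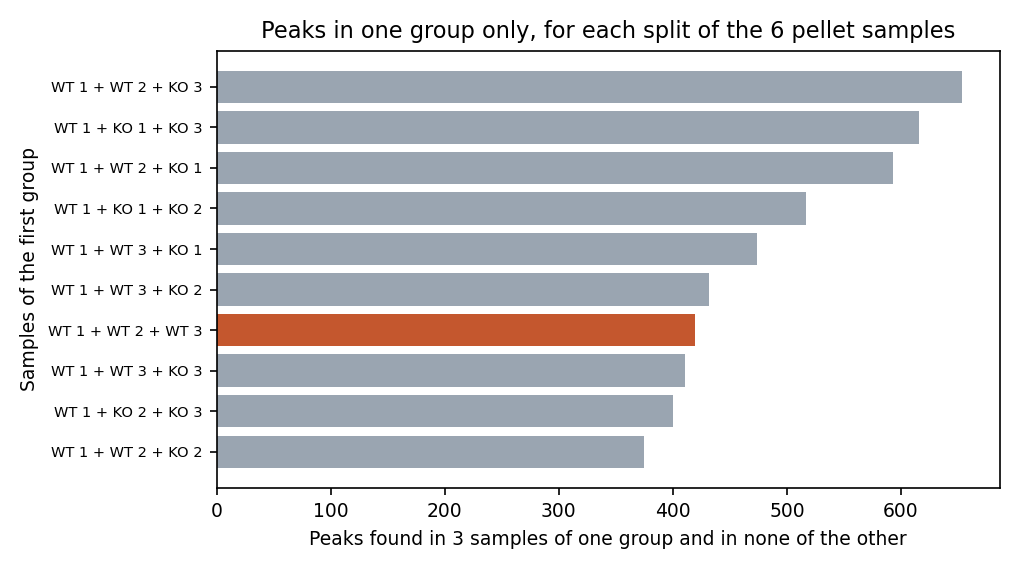
Number of peaks found in the 3 samples of 1 group and in none of the other, for each of the 10 divisions of the 6 pellet samples into 3 and 3. The bars name the samples of the first group, and the orange bar is the division by genotype, with 419 peaks.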

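Of the peaks in these 3 classes, 40.7% were in all 6 samples, 35.7% in WT only and 23.7% in FMR1 KO only. Between pairs of pellet samples, 18.8% ± 1.78 of the peaks lay within 6 nt of each other within a genotype (SD, 6 pairs) and 19.6% ± 2.40 between the genotypes (SD, 9 pairs). The overlap within a genotype was not larger (exact permutation test over the samples, one-sided p = 0.8). From the numbers of peaks in each class, the paper concludes that most peaks were present in the pellets of both genotypes.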

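Tubb2b (ENSMUSG00000045136), on chromosome 13 from 34126748 to 34130466, had 767 ± 45.7 CPM in the WT pellet and 776 ± 100.2 in the FMR1 KO pellet (SD, n = 3). Its RNA-seq level was 1999.5 ± 329 in WT and 2065 ± 372 in FMR1 KO (SD, n = 3). Its log2 occupancy was 0.82 in WT (standard error 0.168, adjusted p = 0.0037 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.73 in FMR1 KO. With library size alone in place of TMM, the occupancy changed its sign, to -1.21 in WT and -1.48 in FMR1 KO. CPM are normalized within each library type, so the CPM of pellet and RNA-seq do not give the occupancy. The log2 fold change between the genotypes was 0.018 for abundance and -0.047 for occupancy. The abundance change was smaller than its standard error of 0.174 and changed its sign with libraries left out (-0.065 without replicate 3, 0.12 without replicate 2 of both genotypes) and with library size alone (-0.25). On its transcript, 4 peaks were present in all 6 pellet samples, at positions 286, 728, 1281 and 1442, which are codons 55, 203, 387 and 441. They lie in exon 2 for the first and exon 4 for the others, at 34129247, 34128202, 34127649 and 34127488 on the minus strand of chromosome 13. The sequences around them, 17 nt to each side, are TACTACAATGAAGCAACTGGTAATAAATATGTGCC, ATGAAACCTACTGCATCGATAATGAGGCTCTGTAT, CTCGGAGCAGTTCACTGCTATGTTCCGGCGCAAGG and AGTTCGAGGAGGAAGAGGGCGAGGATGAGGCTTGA. The zenith at codon 55 was at the same position in every sample. The heights of the peak at codon 203 were 4268, 2436 and 2102 in the WT samples and 3959, 1656 and 2526 in the FMR1 KO samples.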

In general, the distribution of RPF peaks is quite similar in different biological preparations, as exemplified by the Tubb2b mRNAs (Figure 8C), a cytoskeletal mRNA that shows high ribosomal occupancy in our samples and that was also examined in the previous manuscript (Anadolu et al., 2023).

Moreover, similar to our previous results, the majority of peaks (74–80%) contain a FMRP-related motif, and this was not different in the peaks that were enriched in all the samples and the peaks that were only identified in the WT (i.e., not seen in FMR1 KO mice) or only in FMR1 KO mice (i.e., not seen in WT mice) (Figure 8B). 

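A window of 35 nt around each zenith was searched on the plus strand for 8 motifs of FMRP and its paralogs, as consensus sequences. At least 1 motif was found at 198 of 285 peaks present in all samples, 69.5% (95% interval over mRNAs 63.5% to 74.8%), at 162 of 251 peaks in WT only, 64.5% (58.6% to 70.1%), and at 96 of 165 peaks in FMR1 KO only, 58.2% (50.9% to 65.7%). Random windows of the same transcripts contained a motif in 63.5%, 63.0% and 62.9% of cases. The share at peaks in FMR1 KO only differed from that at peaks in all samples (Fisher's exact test, two-sided p = 0.018), while the share at peaks in WT only did not (Fisher's exact test, two-sided p = 0.232), and the 2 single-genotype classes did not differ from each other (Fisher's exact test, two-sided p = 0.2155). These 3 tests were not adjusted for their number, and they take peaks on the same mRNA as independent. The length of the window moved the shares most, to 48.1%, 41.8% and 44.8% with 10 nt to each side and to 80.7%, 77.7% and 70.9% with 25 nt. The difference between peaks in FMR1 KO only and in all samples did not pass without the motif WGGA (48.5% against 54.0%), with 10 nt to each side, or when peaks were matched within 3 nt.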

Previously, we found that these peaks were enriched in negatively charged amino acids, glutamic acid, and aspartic acid. This was also true for the peaks here, regardless of whether they were present or absent in the FMR1 KO mice (Figure 8B, Figure 8—source data 2).

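The codons within 17 nt of each zenith were translated in the reading frame of the coding sequence and compared with the remaining codons of the same mRNAs. At peaks in all samples, 6.57% of the codons encoded aspartate, against 5.58% elsewhere, a ratio of 1.18 (95% interval over 183 mRNAs 1.00 to 1.36). Glutamate made up 7.68% of the codons, against 7.71% elsewhere, a ratio of 0.997 (95% interval 0.819 to 1.17). At peaks in WT only, the ratio was 1.10 for aspartate (0.924 to 1.28) and 0.946 for glutamate (0.811 to 1.09). At peaks in FMR1 KO only, it was 1.17 for aspartate (0.947 to 1.39) and 1.07 for glutamate (0.893 to 1.248). With all replicates, every interval of the difference from the peaks in all samples included 0. Without replicate 3 of each genotype, where fewer samples have to share or lack a peak, the ratio for glutamate was 1.00 (0.904 to 1.095) at peaks in all samples, 0.868 (0.825 to 0.910) in WT only and 1.16 (1.10 to 1.21) in FMR1 KO only. There the difference from the peaks in all samples, computed for these fits after their ratios were seen, was -0.137 (-0.237 to -0.0262) in WT only and 0.152 (0.0397 to 0.268) in FMR1 KO only. Without replicate 1 or replicate 2, these intervals included 0. The difference of FMR1 KO only minus WT only excluded 0 for glutamate without replicate 1 (0.1915, 0.1104 to 0.2749) and without replicate 3 (0.2884, 0.2175 to 0.36). For aspartate it excluded 0 only without replicate 3 (0.1462, 0.0614 to 0.232). With all replicates and without replicate 2, it included 0 for both residues. With 10 nt to each side, the ratio for aspartate at peaks in all samples was 1.30 (1.10 to 1.53). With peaks matched within 3 nt, the ratio for glutamate at peaks in all samples changed its side of 1, to 1.08, and that at peaks in WT only to 1.04.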

### Loss of FMRP decreases the number of RNA granules containing stalled ribosomes

Since FMRP did not appear to affect the location on mRNAs where the ribosomes were stalled, we next examined the number and size of neuronal RNA granules containing stalled ribosomes in WT and FMR1 KO hippocampal cultures (Figure 9A). FMRP is localized to neuronal RNA granules in hippocampal neuronal cultures (Graber et al., 2013; El Fatimy et al., 2016). We examine neuronal RNA granules containing stalled ribosomes in hippocampal neurons using a technique called ribopuromycylation (RPM) (David et al., 2013). The ribosomes covalently link puromycin to nascent peptide chains on ribosomes in a process called puromycylation, and these ribosomes are then identified with an antibody to puromycin. Stalled ribosomes are identified by incubating with an initiation inhibitor, in this case homoharringtonine (HHT), to run off translating ribosomes before puromycylation. While in non-neuronal cells, puromycylated peptides leave the ribosome (Enam et al., 2020; Hobson et al., 2020), puromycylated nascent chains are retained on neuronal stalled ribosomes, perhaps due to a peptide-mediated ribosomal stall (Anadolu et al., 2024). Thus, RPM remains appropriate for localizing stalled ribosomes in neurons.

**Figure 9.**
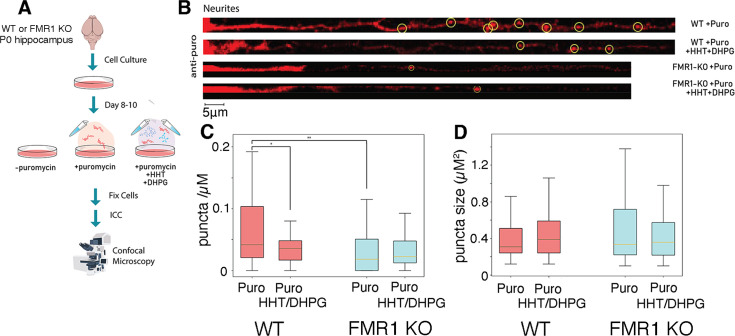
RPM of hippocampal cultures derived from WT and FMR1 KO mice. (**A**) Summary of the protocol for puromycylation HHT-Runoff and DHPG Reactivation on WT and FMR1 KO hippocampal culture. (**B**) Representative confocal images for puromycylated ribosomes with or without HHT runoff and DHPG reactivation. Circle denotes puromycin puncta. No visible staining was seen in the absence of puromycin. Scale bar shown below. (**C**) Quantification of RPM puncta density. Ns are neurites/cultures. WT (42/5); WT DHPG (54/5), FMR1 KO (41/4), and FMR1 KO DHPG (25/3). One-way ANOVA F(3,158) = 5.32, p<0.005 *, p<0.05 post-Hoc Tukey HSD test. Box and Whisker plot with line representing the median. (**D**) Quantification of size of RPM puncta. WT 189/5; WT DHPG 171/5, FMR1 KO (118/4), and FMR1 KO DHPG (48/3). Box and Whisker plot with line representing the median. One-way ANOVA showed no significance (p>0.05).

**Figure 9—figure supplement 1.**
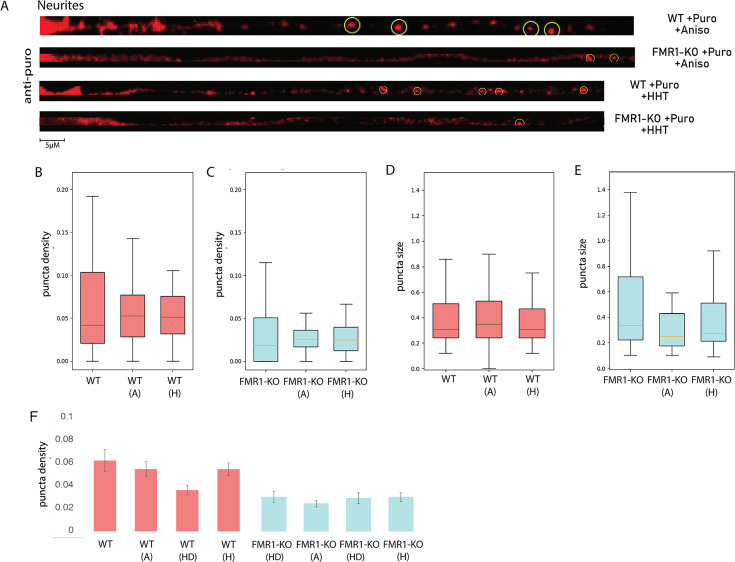
Effect of anisomycin and HHT on RPM of hippocampal cultures derived from WT and FMR1 KO mice. (**A**) Representative confocal images for puromycylated ribosomes treated either with puromycin and anisomycin together or pre-treated with HHT for 15 min before treating with puromycin. Circle denotes puromycin puncta. No visible staining was seen in the absence of puromycin. Quantification of RPM puncta density of puncta >50 microns from the cell body compared to WT (see Figure 9) shown as box and whisker plots. There is no effect of adding anisomycin with puromycin or preincubation with HHT on the puncta density (**B, D**) or puncta size (**C, E**) in WT (**B, C**), or FMR1 KO (**D, E**). WT numbers are the same as Figure 9. Numbers are neurites/cultures. Puncta density WT (42/5); WT anisomycin (**A**) (27/4); WT homoharringtonine (H) (36/5), FMR1 KO (41/4), FMR1 KO anisomycin (**A**) (23/3), FMRP KO homoharringtonine (45,5). One-way ANOVA showed no significance for density or size (p>0.05). (**F**) For clarity, the data is also presented as mean ±S.D.

We examined RPM puncta (Figure 9A) in neurites >50 microns from the cell soma as there was too much RPM signal proximal to this to distinguish puncta clearly. We found that the number of RPM puncta was significantly decreased in hippocampal cultures from mice lacking FMRP (Figure 9B, quantified in Figure 9C). There were no differences in the average size of the remaining puncta (Figure 9B, quantified in Figure 9D), and the RPM puncta were equally resistant to both run-off with HHT and competition with anisomycin (Figure 9—figure supplement 1), consistent with these puncta representing large collections of neuronal stalled ribosomes. Previously, we showed that dihydroxyphenylglycine (DHPG), an agonist of metabotropic glutamate receptors (mGluRs), can reduce the number of RPM puncta in these cultures (Graber et al., 2013). The decrease of these RPM puncta is coincident with the reactivation of translation from stalled ribosomes by DHPG at this time point (DIV8-10) (Graber et al., 2013; Graber et al., 2017). Moreover, long-term depression (LTD) induced by DHPG is blocked by elongation inhibitors, but not initiation inhibitors, consistent with DHPG activating protein synthesis required for mGluR-LTD by reactivating stalled ribosomes (Graber et al., 2013; Graber et al., 2017). We replicated this result; DHPG significantly decreased the number of RPM puncta in WT cultures. However, DHPG had no significant effect on the decreased number of puncta in cultures from FMRP- mice (Figure 9B and C). This is consistent with a loss of DHPG-sensitive RPM puncta in the absence of FMRP.

## Discussion

Overall, there appeared to be no major changes in the biochemical composition of stalled ribosomes in the absence of FMRP (Figure 1) or the state of the stalled ribosomes (Figure 2). Most importantly, the places where ribosomes stall (peaks) are not changed in the absence of FMRP since the majority of peaks were present in both WT and FMR1 KO mice, and the RPFs from FMR1 KO brains still contained motifs in mRNAs previously shown to associate with FMRP (Figure 8). Thus, the major conclusion of our study is that FMRP does not affect the locations at which neuronal ribosomes stall.

We did not observe major changes in a DEG analysis of RNA-seq between control and FMR1 KO mice in P5 brains, although some changes were observed using GSEA. This differs from many studies that do show differences in RNA-seq between these two groups at other stages of development or examining specific brain regions (Thomson et al., 2017; Sawicka et al., 2019; Kurosaki et al., 2022; Ntoulas et al., 2024). It is likely that our use of whole brains, a specific time point, and a relatively small number of biological replicates decreased our ability to see FMRP-related changes in mRNAs that are observed at a more cell-type-specific level and at different developmental times.

In the GSEA of RPFs in the pellet (abundance), there were a number of gene sets that were decreased in the absence of FMRP. These gene sets were enriched in FMRP targets (Figure 5). Indeed, if we focused just on the FMRP targets, there was a small but highly significant decrease in the relative abundance, occupancy, and enrichment of these mRNAs in the absence of FMRP. Interestingly, the mRNAs identified in FMRP Clips could be divided into two classes based on whether they were also identified as mRNAs resistant to run-off. Only the FMRP targets that were also identified as mRNAs resistant to run-off showed increased occupancy compared to other mRNAs. mRNAs resistant to run-off that were not FMRP targets were still significantly decreased in abundance and enrichment, but unlike FMRP targets, loss of FMRP did not affect their occupancy. These results and the finding that peaks of RPFs are not affected by the loss of FMRP are consistent with FMRP not directly regulating stalling, but rather affecting whether stalled mRNAs are found in the pellet. This may be partly due to the role of FMRP in regulating the initiation of FMRP target mRNAs, as only initiated mRNAs can be stalled. Indeed, there is considerable evidence that FMRP regulates the initiation of a subset of mRNAs (Santini and Klann, 2014; Bagni and Zukin, 2019).

In contrast to the examination of the number of ribosomes and RBPs present in the ribosome clusters in the pellet, we did find a decrease in RPM puncta in hippocampal cultures, and the remaining puncta were insensitive to DHPG (Figure 9). FMRP contains a low-complexity domain that allows phase separation to form spontaneously (Zhang et al., 2022). FMRP is subject to post-translational modification by neuronal stimuli, such as mGluR-LTD (Niere et al., 2012; Khayachi et al., 2018), that reactivates translation from stalled ribosomes (Graber et al., 2013; Graber et al., 2017). Loss of FMRP leads to an increase in the amount of mGluR-LTD and removes the protein synthesis requirement for mGluR-LTD (Hou et al., 2006; Nosyreva and Huber, 2006). One possibility is that FMRP plays a role in retaining stalled ribosomes within RNA granules by maintaining their liquid–liquid phase, while post-translational modifications of FMRP participate in the controlled disassembly of these granules, enabling translational reactivation. In the absence of FMRP, premature disassembly of RNA granules may lead to premature production of proteins from mRNAs stalled in neuronal RNA granules.

The pellet and the RPM labeled granules are linked by the fact that both the ribosomes in the isolated clusters and in RPM puncta in hippocampal neurites can be puromycylated without dissociation of the puromycylated peptide, and in both, puromycylation is less resistant to anisomycin (Graber et al., 2013; Anadolu et al., 2024; Figure 9—figure supplement 1). However, while stalled ribosomes are enriched in the pellet, it is not clear that only stalled ribosomes from neuronal RNA granules are present in the pellet. Moreover, it is not clear that all stalled ribosomes are sedimented in the pellet. FMRP may be more important in stabilizing ribosome clusters in RNA granules than for forming them. A better understanding of how ribosome clusters move in and out of RNA granules is required to address this issue in more detail.

Our previous results showed a larger protected fragment in RPFs from the pellet, but here we showed that this was due to incomplete nuclease protection. This incomplete digest was much more obvious at the entry site of the ribosome than at the exit site, as the difference in cleavage is mainly at the 3’ end of the protected mRNA (Anadolu et al., 2023; Figure 3). It is still unclear whether this is due to increased nuclease resistance of the mRNA near the entrance site of the ribosome due to secondary structures or just differences in nuclease accessibility to the region near the entrance site that is not neuronal specific. Further research on the mechanism of stalling may make this clearer.

Ribosomes containing secretory mRNA are stalled by the signal recognition protein and then co-translationally inserted into the ER. There is evidence that ribosomes attached to the ER can be transported in neuronal processes (Carter et al., 2020; Martin-Solana et al., 2024). Some local mRNAs hitchhike with mitochondria or endosomes (Fernandopulle et al., 2021). Differences in RNA composition between fraction 5/6 and the pellet may be due to increased sedimentation of these other forms of neuronal transport. Indeed, ribophorin, a rough ER protein that associates with ribosomes, is enriched in the pellet compared to fraction 5/6 (Figure 1). However, examination of our standard EM pictures shows few examples of ribosomes attached to membranes (Carter et al., 2020; Martin-Solana et al., 2024), and the clustered ribosomes that make up most of the pellet and fraction 5/6 (Figure 1) do not resemble ribosomes in transit in these other structures.

A major caveat of the present study is that the biochemical studies are only done at a single developmental point (P5 brains), and similarly, the hippocampal neurite studies use a single comparable time point. P5 brains were chosen due to their relative enrichment in neurons (Bandeira et al., 2009) and their lack of myelin. Myelin interferes with the sedimentation of ribosomal clusters (Khandjian et al., 2004; El Fatimy et al., 2016), and the detergents required to remove this interference also interfere with the sedimentation of ribosome clusters (Khandjian et al., 2004; El Fatimy et al., 2016), making comparable studies at later developmental time points not experimentally feasible at the present time. Thus, whether FMRP may play a more important role in determining stalling positions at later developmental time points cannot be ruled out.

### Conclusions

We previously showed that the peaks of RPFs in ribosomes in the pellet contain sequences enriched in FMRP CLIP experiments (Anadolu et al., 2023). Here we show that this is independent of FMRP since the enrichment of these sequences is observed even when FMRP is lost. This suggests that, rather than FMRP driving the recognition of stalling sites, the sequences direct ribosome stalling, and that FMRP associates with stalled ribosomes. Moreover, FMRP does not affect anisomycin-resistant puromycylation of stalled ribosomes, nor does it alter the proteins associated with stalled ribosomes. There is a small decrease in the relative abundance, ribosome occupancy, and enrichment in the pellet of the FMRP clipped mRNAs (FMRP targets), suggesting that these mRNAs do have some specific relationship to FMRP that is independent of FMRP stalling these mRNAs. FMRP also plays a role in RNA granules containing stalled ribosomes since their number is decreased in the absence of FMRP, and the remaining granules are not reactivated by DHPG. We propose that FMRP is important for the regulated dissociation of the liquid–liquid phase neuronal RNA granules containing stalled ribosomes.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (mouse)	*FMR1* ^-/y^	Jackson Laboratories, 003025	Jackson Laboratories, 003025	
Strain, strain background (mouse)	C57BL/6J	Jackson Laboratories, 000664	Jackson Laboratories, 000664	
Strain, strain background (rat)	Sprague–Dawley	Charles River Laboratories	RRID:MGI:5651135	
Antibody	Anti-S6 (rabbit monoclonal)	Cell Signaling Technology #2217	RRID:AB_331355	IB (1:10,000)
Antibody	Anti-FMRP (rabbit polyclonal)	Cell Signaling Technology #4317	RRID:AB_1903978	IB (1:500)
Antibody	Anti-UPF1 (rabbit monoclonal)	Epitomics EP4682	Abcam:ab133564	IB (1:10,000)
Antibody	Anti-Stau2 (mouse monoclonal)	PMID:12140260	MediMabs:MM0037-P	IB (1:1000)
Antibody	Anti-EEF2 (rabbit polyclonal)	Cell Signaling Technology #2332	RRID:AB_10693546	IB (1:1000)
Antibody	Anti-Pur-alpha (rabbit polyclonal)	Abcam #ab79936	RRID:AB_2253242	IB (1:000)
Antibody	Anti-ZBP1 (rabbit polyclonal)	Novus Biologicals #NBP1-76854	RRID:AB_11018813	IB(1:500)
Antibody	Anti-TIA1 (rabbit polyclonal)	ProteinTech #12133-2-AP	RRID:AB_2201427	IB (1:1000)
Antibody	Anti-hnRNPA2B1 (mouse monoclonal)	Novus Biologicals #NB120-6102	RRID:AB_790226	IB 1:1000
Antibody	Anti-ribophorin (mouse monoclonal)	Santa Cruz Biotechnology sc-48367	RRID:AB_628221	IB (1:200)
Antibody	Anti-puromycin (mouse monoclonal)	DSHB #PMY-2A4	RRID:AB_2619605	IB (1:1000) IF (1:1000)
Antibody	HRP-conjugated anti-rabbit (goat polyclonal)	Thermo Fisher Scientific #31460	RRID:AB_228341	IB (1:10,000)
Antibody	HRP-conjugated anti-mouse (goat polyclonal)	Thermo Fisher Scientific #31430	RRID:AB_228307	IB (1:10,000)
Antibody	Alexa Fluor 750-conjugated anti-mouse (goat polyclonal)	Thermo Fisher Scientific #A-21037	RRID:AB_2535708	IF (1:1000)
Peptide, recombinant protein	RNAse I	Epicentre	Epicentre:N6901K	
Peptide, recombinant protein	RNAse I	Thermo Fisher	Thermo Fisher Scientific:AM2294	
Peptide, recombinant protein	SuperaseIN	Invitrogen	Invitrogen:AM2969	
Software, algorithm	SPSS	SPSS	RRID:SCR_002865	
Software, algorithm	ImageJ	Version 1.53A	RRID:SCR_003070	
Software, algorithm	Cutadapt	Version 2.1	RRID:SCR_011841	
Software, algorithm	Bowtie2	Version 2.3.5	RRID:SCR_016368	
Software, algorithm	Star Algner	Version 2.7.8a	RRID:SCR_004463	
Software, algorithm	Picard	Version 2.26.6	RRID:SCR_006525	
Software, algorithm	SamTools	Version 1.19.2	RRID:SCR_002105	
Software, algorithm	edgeR	PMID:34557778	RRID:SCR_012802	
Software, algorithm	Bioconductor	PMID:34557778	RRID:SCR_006442	
Software, algorithm	cryoSPARC	Version 4.5	RRID:SCR_016501	
Software, algorithm	UCSF ChimeraX	PMID:32881101	RRID:SCR_015872	
Software, algorithm	Meme Suite	FIMO	RRID:SCR_001783	

### Purification of the RNA granule-enriched fraction

All preparations used brains that were flash frozen using either liquid nitrogen or ethanol dry ice bath after dissection. Either three livers, five rat brains (Sprague–Dawley; Charles River Laboratory) or 10 mouse brains (C57Bl/6) from WT and FMR1 KO mouse were used. All animal experiments were carried out in strict compliance with protocols approved by the Montreal Neurologic Institute animal committee (Protocol MNI-7285). All animals were 5-day old. Samples were homogenized in either the previous (Anadolu et al., 2023) RNA Granule Buffer (20 mM Tris-HCl pH 7.4 [catalog# BP152-1, Thermo Fisher Scientific], 150 mM NaCl [catalog# BP358-212, Thermo Fisher Scientific], 2.5 mM MgCl_2_ [catalog# M33-500, Thermo Fisher Scientific]) or high Mg^2+^ RNA Granule Buffer (20 mM Tris-HCl pH 7.4, 150 mM NaCl, 10 mM MgCl_2_). These buffers were supplemented with 1 mM DTT (catalog# D9163, Sigma-Aldrich), and 1 mM EGTA (catalog# E8145 Sigma-Aldrich) for homogenization. The homogenate was centrifuged 15 min in a Thermo Fisher Scientific T865 fixed-angle rotor at 6117 × *g* at 4°C to separate debris, such as lipid and extracellular matrix, from the ribosomes. The supernatant was collected with some set aside as starter fraction. The rest of the supernatant was then clarified with 1% IGEPAL CA-630 (catalog# 04693132001, Roche) for 5 min at 4°C Sucrose solution was produced by suspending sucrose (catalog# 8550, Calbiochem) with RNA Granule buffer. The samples were loaded onto a 60% sucrose pad in a Sorvall 36 ml tube (Kendro, catalog# 3141, Thermo Fisher Scientific) and centrifuged at 56,660 × *g* for 2 h in AH-629 swing-bucket rotor to retrieve the ribosomes. The ribosomes were resuspended in RNA Granule buffer then reloaded onto 15–60% sucrose gradient and centrifuged at 56,660 × *g* for 45 min. Each fraction was 3.5 ml and collected from the top.

### Immunoblotting and quantification of enrichment

For immunoblotting, the pellet and fraction 5/6 were ethanol precipitated and resuspended with 1x sample buffer and RNA Granule buffer. The samples were loaded onto 10%, 12%, or 15% acrylamide gel according to the observed protein sizes. The gel was either stained with Coomassie Brilliant Blue to look at the protein distribution or transferred onto a 0.45 um nitrocellulose membrane (catalog# 1620115, Bio-Rad) for immunoblotting. The transferred membranes were stained with Ponceau and imaged. Then, the membranes were blocked with 5% BSA (catalog# A9647, Sigma-Aldrich) in Tris-buffered saline with Tween before incubation with primary antibodies—rabbit anti-s6 (1:10,000) (catalog# 2217, Cell Signaling Technology), rabbit anti-FMRP (1:500) (catalog# 4317, Cell Signaling Technology), rabbit anti-UPF1 (1:10,000) (catalog# ab133564, Abcam), mouse anti-Stau2 (1:1000) (catalog# MM0037-P, MediMabs), anti-eEF2 (1:1000) (catalog# 2332S, Cell Signaling Technology), rabbit anti-Pur-alpha (1:1000) (catalog# ab79936, Abcam), rabbit anti-ZBP1 (1:500) (catalog# NBP1-76854, Novus Biologicals), rabbit anti-TIA1 (1-1000) (catalog# 12133-2-AP, ProteinTech), rabbit anti-hNRPA2B1 (1:1000) (catalog# NB120-6102), mouse monoclonal anti-ribophorin (1:200) (catalog# sc-48367, Santa Cruz Biotechnology), and anti-mouse puromycin (1:1000) (catalog# ab2619605, Developmental Studies Hybridoma Bank). Membranes were washed with TBS-T after incubation. HRP-conjugated secondary antibodies such as anti-rabbit HRP (1:10,000) (catalog# 31460, Thermo Fisher Scientific) and anti-mouse HRP (1:10,000) (catalog# 31430, Thermo Fisher Scientific) were incubated with the membranes for detection. ECL reaction was performed for imaging, and the images were scanned and quantified by ImageJ software. The single band for each protein was selected and quantified using ImageJ’s Gel analysis Macro. For S6, the levels in the pellet and fraction 5/6 were directly compared based on the fraction of the samples loaded on the gel. For other proteins, the levels in the pellet and fraction 5/6 were first calculated based on the fraction of the samples loaded on the gel and then normalized to the relative S6 levels found in the pellet and fraction 5/6 from this preparation to provide an RBP/ribosome ratio. The enrichment for the pellet was determined by dividing this normalized value between the pellet and fraction 5/6. A two-tailed, one-sample *t*-test was performed between the enrichment and 1 with Bonferroni correction for multiple *t*-tests to test for significant enrichment. A two-tailed, Welch’s *t*-test was performed between the enrichment of WT and FMR1 KO with Bonferroni correction for multiple *t*-tests to observe the differences between the two groups.

### UV absorbance

2 µl of each fraction was measured using Nanoblot 1000 Spectrophotometer (Thermo Fisher Scientific). Averages of the value between three independent experiments from WT and FMR1 KO mice were used.

### Inhibition of puromycylation by anisomycin

The liver ribosomes were extracted from P5 Sprague–Dawley rats through the identical method as the RNA Granules, but without the last spin since liver does not contain appreciable levels of ribosomes in the pellet. All ribosomal fractions used were incubated for 5 min in (1) RNA granule buffer, (2) 100 μM puromycin (catalog# P7255, Sigma-Aldrich), or (3) 100 μM puromycin and 100 μM anisomycin (catalog# A9789, Sigma-Aldrich). The samples were then ethanol precipitated, immunoblotted, and quantified via the method stated above. The percentage of puromycin resistant to anisomycin inhibition was calculated by dividing the anti-puro signal from the puromycin and anisomycin added sample against the anti-puro signal from the puromycylated sample within each replicate.

### Digestion and extraction of the monosomes

Fraction 5/6 samples were loaded onto a 60% sucrose pad and centrifuged to concentrate the samples, while the pellet samples were resuspended from the pellet using 1 ml of normal or high MgCl_2_ granule buffer. For normal nuclease treatment groups, 1 µl of RNAse I (100 U/µl; catalog# AM2294, Thermo Fisher Scientific) was administered to the ribosomes and rotated at 4°C for 30 min. Then, 4 µl of SuperaseIN (20 U/µl; catalog# AM2969, Invitrogen) was added to the solution to halt the reaction. The samples were then loaded onto a 15–60% sucrose gradient and centrifuged at 56,660 × *g* for 45 min to retrieve the monosomes from fractions 2 and 3. For the high nuclease treatment group, RNAse I (10 U/µl, catalog# N6901K, Epicentre) was adjusted to the concentration of ribosomes via the A260 read from the Nanodrop. The OD obtained from the A260 read equals 6 units. In other words, the amount of nuclease (µl) added equals A260 * 6 (U)/10 (µl/U). In addition, the samples were incubated at room temperature for 30 min rather than at 4°C. Then, 6 µl of SuperaseIN were added to halt the reaction. The samples were then spun at 68,000 × *g* for 3 h on a Beckman tabletop ultracentrifuge to concentrate the monosomes, which pellets. The RNA from the monosomes was extracted using the trizole chloroform method followed by isopropanol precipitation to concentrate the samples. The samples were loaded onto urea gel (catalog# EC68852Box, #EC68752Box, #EC62152Box, Thermo Fisher) to select for RPF size. Segments between 25b and just above 40b were excised and retrieved to account for the possible longer fragments of the RPFs. The excised gels were frozen on dry ice for 30 min and then thawed overnight at room temperature. The RNA was extracted again with trizole chloroform extraction.

### Linker ligation

The protocols follow improvements in RPF ligation (McGlincy and Ingolia, 2017). The concentration from the RNA footprint was calculated from Bioanalyzer small RNA kit (catalog# 5067-1548, Agilent). An equal amount of RNA was calculated and transferred to a new tube for each sample to ensure each sample has a relatively equal amount after pooling. Three different linkers (NI-810, NI-811, BI-812) were attached to each of the replicates. The samples were first dephosphorylated with T4PNK linker (catalog# M0351L, NEB), and then pre-adenylated linkers were attached through T4 Rnl2 (catalog# M0351L, NEB). The linked RNA was purified through excision of urea gel between 50 bp and 70 bp. Samples with the same variables were then pooled together with their gel fragment combined. The RNA was extracted from the gel with the steps stated previously containing all three replicates, followed by reverse transcription. MyOne Streptavidin C1 DynaBeads (catalog# 65001, Thermo Fisher) was used for rRNA depletion. Lastly, PCR was performed. The samples were sequenced through the McGill University Genome Center on NovaSeq S1/2 flow cells.

### RPF and RNA-seq data analysis

The raw reads were processed using Cutadapt (version 2.10), where sequences were trimmed to remove adapters and low-quality bases. Subsequently, demultiplexed each pooled reads runs using UMI barcodes (ID1=ATCGT, ID2=AGCTA, and ID3=CGTAA). Additionally, options were used to trim N bases (--trim-n), discard sequences shorter than 18 bases (--minimum-length=18), allow a minimum overlap of 5 bases (--overlap=5), and omit insertions or deletions (--no-indels). Untrimmed reads were discarded, and trimming logs were saved for quality control. Reads mapping to non-coding RNAs (ncRNAs) and ribosomal RNAs (rRNAs) were filtered out using Bowtie2 (version 2.3.5), aligning the reads against rRNA and ncRNA sequences from the *Mus musculus* reference (GRCm38, Ensembl release 102). The Bowtie2 parameters were set to maximize sensitivity (--very-sensitive). Unmapped reads were further aligned to the *Mus musculus* genome (GRCm38, Ensembl release 102) using the STAR aligner (version 2.7.8a). The output was generated as transcript coordinate-sorted BAM files (--outSAMtype BAM SortedByCoordinate --quantMode TranscriptomeSAM). PCR duplicates were identified and marked using *Picard MarkDauplicates* (version 2.26.6). These duplicates were then removed using *samtools* (version 1.19.2). Further, raw counts were obtained using featurecounts (version 2.2.0).

For RPKM and all DEG analysis, non-protein coding genes were removed. RPKM, reads per kilobase per million mapped reads, were calculated for abundances, which normalized the raw counts against gene length and total count. Occupancy for individual groups was calculated through performing DEG analysis between pellet raw count replicates and whole brain RNA-seq replicates, and enrichment for individual groups was calculated through performing DEG analysis between raw count pellet replicates and raw count fraction 5/6 replicates. For comparison between WT and FMR1 KO groups, DEG analysis was calculated as follows: abundances, raw count WT vs raw count FMR1 KO; occupancy, raw count WT pellet divided by whole brain RNA-seq vs raw count FMR1 KO pellet divided by whole brain RNA-seq; enrichment, raw count WT pellet divided by raw count WT fraction 5/6 vs raw count FMR1 KO pellet divided by FMR1 KOKO fraction 5/6.

The differential expression gene analysis was performed via RStudio packages in *edgeR* from Bioconductor adapted for RNA-seq (Wu et al., 2021). Data were normalized for library size differences and filtered to remove lowly expressed genes. Results were ranked and evaluated based on adjusted p-value (FDR), which was calculated through the Benjamini–Hochberg method. To visualize sample clustering and data quality, principal component analysis (PCA) was performed on log-transformed counts-per-million (CPM) values using the **stats** and **edgeR** packages; low expression gene was filtered and normalized. For GSEA, resulting gene lists were ranked and processed for gene set enrichment analysis (GSEA) using the fgsea package against MSigDB C5 (GO) mouse gene sets. Pathway enrichment was restricted to sets containing 10–500 genes, with significance prioritized by the Benjamini–Hochberg adjusted p-value. GO enrichment analysis was performed with clusterprofiler (Wu et al., 2021) and org.Mm.eg.db from Biomanager using RStudio (Yu, 2024). Comparison to data online was performed via Jupyter Notebook and graphed by *boxplot* in *matplotlib*. The significance of each dataset comparison was done through performing a *t*-test between the overlapped genes in our data and non-overlapped genes through the *statistics* function from Python. The p-value was Bonferroni corrected.

We used transcript coordinate Bam files for peak analysis. Regions of the mRNA that have an abundant amount of RPFs were referred to as peaks (Anadolu et al., 2023). The peaks previously were selected through marking the inflection point within the abundances of RPFs. Here, we identify the highest point (zenith) in the peak after mapping RPFs to transcripts. To be identified as a peak, the zenith of an abundance site for the reads must be 4× higher than the average of the total transcript. Moreover, this zenith must be detected in all the biological samples (zenith within 6 nucleotides for each replicate). We first determine total peaks in all six samples (WT and FMR1 KO) and then determine peaks that were in all WT samples, but not in FMR1 KO samples (WT peaks; peaks lost in the absence of FMRP) and peaks that were present only in the FMR1 KO samples, but not in any WT samples (FMRP peaks).

For identification of motifs in the peaks, the zenith was extended on both sides by 17 nt. Motif occurrences in the peaks were identified using FIMO from the MEME suite (Bailey et al., 2015) and universalmotif (Tremblay, 2024). Percentage peaks with FXS-related motifs were identifying only the positive strand and limiting the score, or log-likelihood ratio, to 5, and normalizing against the total peaks. Biopython was utilized to convert peak sequences to amino acids.

### Cryo-electron microscopy

The purified fractions were treated with nuclease as described (Anadolu et al., 2023) before being applied to the electron microscopy grids. The samples were applied to the grid in buffer containing 20 mM Tris-HCl, pH 7.4; 150 mM NaCl; 10 mM MgCl^2+^, and they were applied at a concentration of 180 nM. Cryo-EM grids (c-flat CF-2/2-2C-T) used for these samples were washed in chloroform for 2 h and treated with glow discharge in air at 15 mA for 20 s. A volume of 3.6 μl was applied to the grid before vitrification in liquid ethane using a Vitrobot Mark IV (Thermo Fisher Scientific Inc). The Vitrobot parameters used for vitrification were blotting time 3 s and a blot force +1. The Vitrobot chamber was set to 25°C and 100% relative humidity.

All datasets were collected at FEMR-McGill using a Titan Krios microscope operated at 300 kV and equipped with a Gatan BioQuantum LS K3 direct electron detector. The software used for data collection was SerialEM (Schorb et al., 2019). Images were collected in counting mode at a nominal magnification of 81,000×, producing images with a calibrated pixel size of 1.09 Å. Movies for all datasets were collected using 30 frames with a total dose of 40 e^-^/Å^2^.

### Image processing

All the image processing steps were done using cryoSPARC v4.5 software (Punjani et al., 2017). A total of 10,866 cryo-EM movies were corrected for beam-induced motion correction using Patch Motion Correction using default settings that included using information up to 5 Å resolution when aligning frames, a B-factor of 500, and a 0.5 calibrated smoothing constant applied to the trajectories. CTF parameter estimation was done using Patch CTF estimation with default settings. The minimum and maximum resolution considered to estimate the CTF parameters were 25 Å and 4 Å, and the minimum and maximum defocus values were set up at 1000 and 50,000 Å. The corrected micrographs were then curated by Manually Curate Exposures. For the particle-picking step, the Blob Picker program was first applied to 2000 obtained micrographs using a circular blob with a minimum and maximum particle diameter of 200 Å and 480 Å. The maximum resolution considered during picking was 20 Å. The angular sampling used was 5 degrees, and the minimum particle separation distance was 0.5 (in units of particle diameters). The picked particles were extracted with a box size of 448 pixels, which was reduced to 112 pixels, and then subjected to 2D classification to generate the 2D templates for subsequent Template Picker using the 2000 micrographs. In the 2D Classification step, we requested 50 classes, and we selected 0.85 and 0.99 as inner and outer window radius. The maximum resolution considered in the images was 9 Å, and we used an initial uncertainty factor of 2. The remaining settings were used with their default parameters. The particles obtained from the Template Picker were curated again by 2D classification to remove the bad particles using the same job parameters. The curated particles were selected and used to train a model using Topaz (Bepler et al., 2019) with default settings, including a minibatch size of 128 and an expected number of particles of 165 per micrograph. The trained model was then used to pick particles from all the micrographs. The selected particles underwent two cycles of 2D classification to remove junk particles. The obtained particles were then subjected to the subsequent particle curation step, which combined Ab Initio Reconstruction and Heterogeneous Refinement programs using default settings. For the ab initio step, we selected 0.85 and 0.99 as inner and outer window radius, requested three classes, and a maximum and minimum resolution to consider of 35 Å and 12 Å. All other parameters for this routine were used with the default settings and values. The three initial ab initio models generated were subsequently used in a Heterogeneous Refinement using default parameters to separate the particles into multiple classes. The particles assigned to the class with unidentifiable features were discarded, whereas the particles assigned to reconstructions with ribosomal features were merged for subsequent processing. The total number of good particles after particle curation was 890,644.

To explore the structural heterogeneity, the curated set of particles was used to generate a consensus map with Non-Uniform Refinement at default settings and C1 symmetry. The aligned particles were then subjected to 3D Variability Analysis requesting three orthogonal principal modes, and the subsequent 3D Variability Display 3D job was run in cluster mode with all settings at default values. The number of clusters requested across experiments, ranging from 3 to 5. Results were filtered at 9 Å. Overall, we performed two rounds of the 3D Variability Analysis combined with 3D Variability Display to address sample heterogeneity. Resulting maps from the exhaustive 3D classification were visually inspected in Pettersen et al., 2004; Pettersen et al., 2021 and groups of particles representing similar structural features were merged. To obtain high-resolution structures, the particles from each class were extracted with a box size of 448 pixels and refined with Non-Uniform Refinement. The refinement jobs were run under default settings with C1 symmetry, optimized per-particle defocus, optimized per-exposure group CTF parameters, and options ‘Fit Spherical Aberration’, ‘Fit tetrafoil’, and ‘Fit anisotropic Magnification’ activated. To improve local resolution, Local Refinement was performed under default settings to refine the two subunits (40S and 60S) independently for all the classes. Particle Subtraction run under default settings was used before Local Refinement to subtract the signal from the particle stacks that will not be used for Local Refinement. Composite maps were obtained by aligning them to the consensus maps of the 80S ribosome and merging the 60S and 40S cryo-EM maps from local refinement using the 'vop add' command in Chimera.

Average resolution estimation and local resolution analysis were done with cryoSPARC using the gold-standard approach (Henderson et al., 2012). For each map, we calculated the following FSC plots: ‘No mask’: the raw FSC calculated between two independent half-maps reconstructed from the data and no masking applied. ‘Loose’: FSC calculated after applying a loose soft solvent mask to both half maps. The loose mask is calculated by thresholding the density map at 50% of the maximum density value. The resulting volume is dilated to create a soft mask. Voxels in the mask within 25 angstroms of the thresholded region receive a mask value of 1.0. Voxels between 25 and 40 angstroms fall off with a soft cosine edge, and voxels outside 40 angstroms receive a value of 0.0. ‘Tight’: FSC calculated after applying a tight soft solvent mask to both half maps. The tight mask is calculated by the same procedure as the loose mask, except that the dilation distances are 6 angstroms for the value 1.0 distance and 12 angstroms for the value 0.0 distance. ‘Corrected’: FSC curve calculated using the tight mask with correction by noise substitution (Chen et al., 2013). In brief, the two half maps have their phases randomized beyond a certain resolution, then the tight mask is applied to both, and an FSC is calculated. This FSC is used along with the original FSC before phase randomization to compute the corrected FSC. This accounts for correlation effects induced by masking. The resolution at which phase randomization begins is the resolution at which the no-mask FSC drops below the FSC = 0.143 criterion. Cryo-EM map visualization was performed in UCSF Chimera and Chimera X (Pettersen et al., 2004; Pettersen et al., 2021).

### Ribopuromycylation assay

WT mouse and FMR1 KO mouse hippocampal neurons were dissected from P0 mouse and cultured onto poly-L-lysine (PLL)-coated 18 mm coverslips as previously described (Langille et al., 2019). The hippocampal neurons were incubated with Neurobasal media supplemented with 1% (vol/vol) N2 and penicillin/streptomycin, 2% (vol/vol) B27, and 0.5 mM GlutaMAX (Life Technologies). Treatment groups: +puro (puromycin), -puro, +puro + anisomycin, +puro + HHT (homoharringtonine), and +puro + HHT+DHPG (S)–3,5-dihydroxyphenylglycine were assigned to cells and added to the culture on day 8. Cells that were assigned to HHT or HHT +DHPG conditions were preincubated with supplemented neural basal media as stated above with 5 µM HHT (catalog# 1416, Tocris Bioscience) or with 5 µM HHT and 100 µM DHPG (catalog# 0805, Tocris Bioscience) for 15 min in 37°C to ensure sufficient time for ribosomes to runoff and for DHPG to reactivate stalled ribosomes. The control +puro, -puro, and +puro + Aniso groups were incubated with supplemented neural basal media. The solution was then removed from all groups and replaced with new supplemented neural basal medium for the control group and supplemented neural basal medium with 100 µM puromycin or 100 µM Puro and 100 µM anisomycin. All groups were incubated at 37°C for 5 min similar to previous experiments (Graber et al., 2013; Langille et al., 2019). The cultures were then placed on ice and washed with HBS supplemented with 0.0003% digitonin for 2 min, followed by 3× wash with HBS. The cultures were then placed at room temperature and fixed with 4% paraformaldehyde for 30 min. Upon completion, the cell cultures were washed with PBS three times, sealed in the 1x PBS, and placed at 4°C till immunocytochemistry.

### Immunocytochemistry

Cultures were treated with 0.1% Triton-X 100 with 30% sucrose in PBS for 10 min to allow for permeabilization of cell membrane followed by 15 min of quench solution (55 mM ammonium chloride in 1x PBS). The cultures were then washed in 1x PBX three times before blocking with 1% BSA in PBS for 30 min. The cultures were then incubated with primary antibody solution (1:1000 mouse anti-puromycin (DSHB Hybridoma Product PMY-2A4)) in 1% BSA and 1x PBS for 1 h. The primary antibody solution was then removed, and the cultures were then washed three times with 1x PBS. Secondary antibody solution (anti-mouse 1:1000 Alexa Fluor 750) was then added to the cultures and incubated for 1 h. The secondary antibody solutions were then removed, and the cultures were washed three times with 1x PBS. The culture-containing coverslips were then removed and mounted using 10 µl of Dako mounting medium. The coverslips were stored in the dark before imaging.

### Confocal microscopy

Cells were imaged using a Zeiss LSM-900 confocal microscope with a 63× oil immersion objective. The images were then assigned numbers and randomized to lower potential biases. ImageJ was used to straighten the neurites.

### Quantification of RPM

Only cells with straightened neurites over 75 μm were used. The person doing the quantification was blind to the treatment or genotype. The images were converted to 8 bits and then thresholded at a minimum of 180/256 pixel intensity, although there was a manual component to this quantification based on the relative brightness of the image. The analyze particle Macro of ImageJ was used to identify puncta with size criteria of 0.15–2 μm^2^ and circularity of 0.4–1.0. Only puncta >50 μm from the soma were considered for this analysis.

## Data Availability

The cryo-EM maps obtained in this study have been deposited in the Electron Microscopy Data Bank (EMDB), and the accession codes are detailed in Figure 4—source data 1. All sequences are available in the GEO database (GSE291701). The following datasets were generated: LiJ AmiriM KailasamS SunJ SonenbergN OrtegaJ SossinWS 2026FMRP Regulates Neuronal RNA Granules Containing Stalled Ribosomes, Not Where Ribosomes StallNCBI Gene Expression OmnibusGSE29170110.7554/eLife.106692PMC1338449842474467 OrtegaJ SunJ 2026Rat 80S ribosome purified from brain RNA granules at 10 mM Magnesium. Class 1 80S with AP and PE tRNAsEMDataBankEMD-76370 OrtegaJ SunJ 2026Rat 80S ribosome purified from brain RNA granules at 10 mM Magnesium. Class 2 80S with PP tRNAEMDataBankEMD-76379

# Supplementary material for: FMRP regulates neuronal RNA granules containing stalled ribosomes, not where ribosomes stall
**Source:** eLife. 2026 Jul 20;14:RP106692. doi: 10.7554/eLife.106692
**Supplement:** Figure 1—source data 1.

CLife FMRP revisions (high Mg) -NI

NOV 13/25

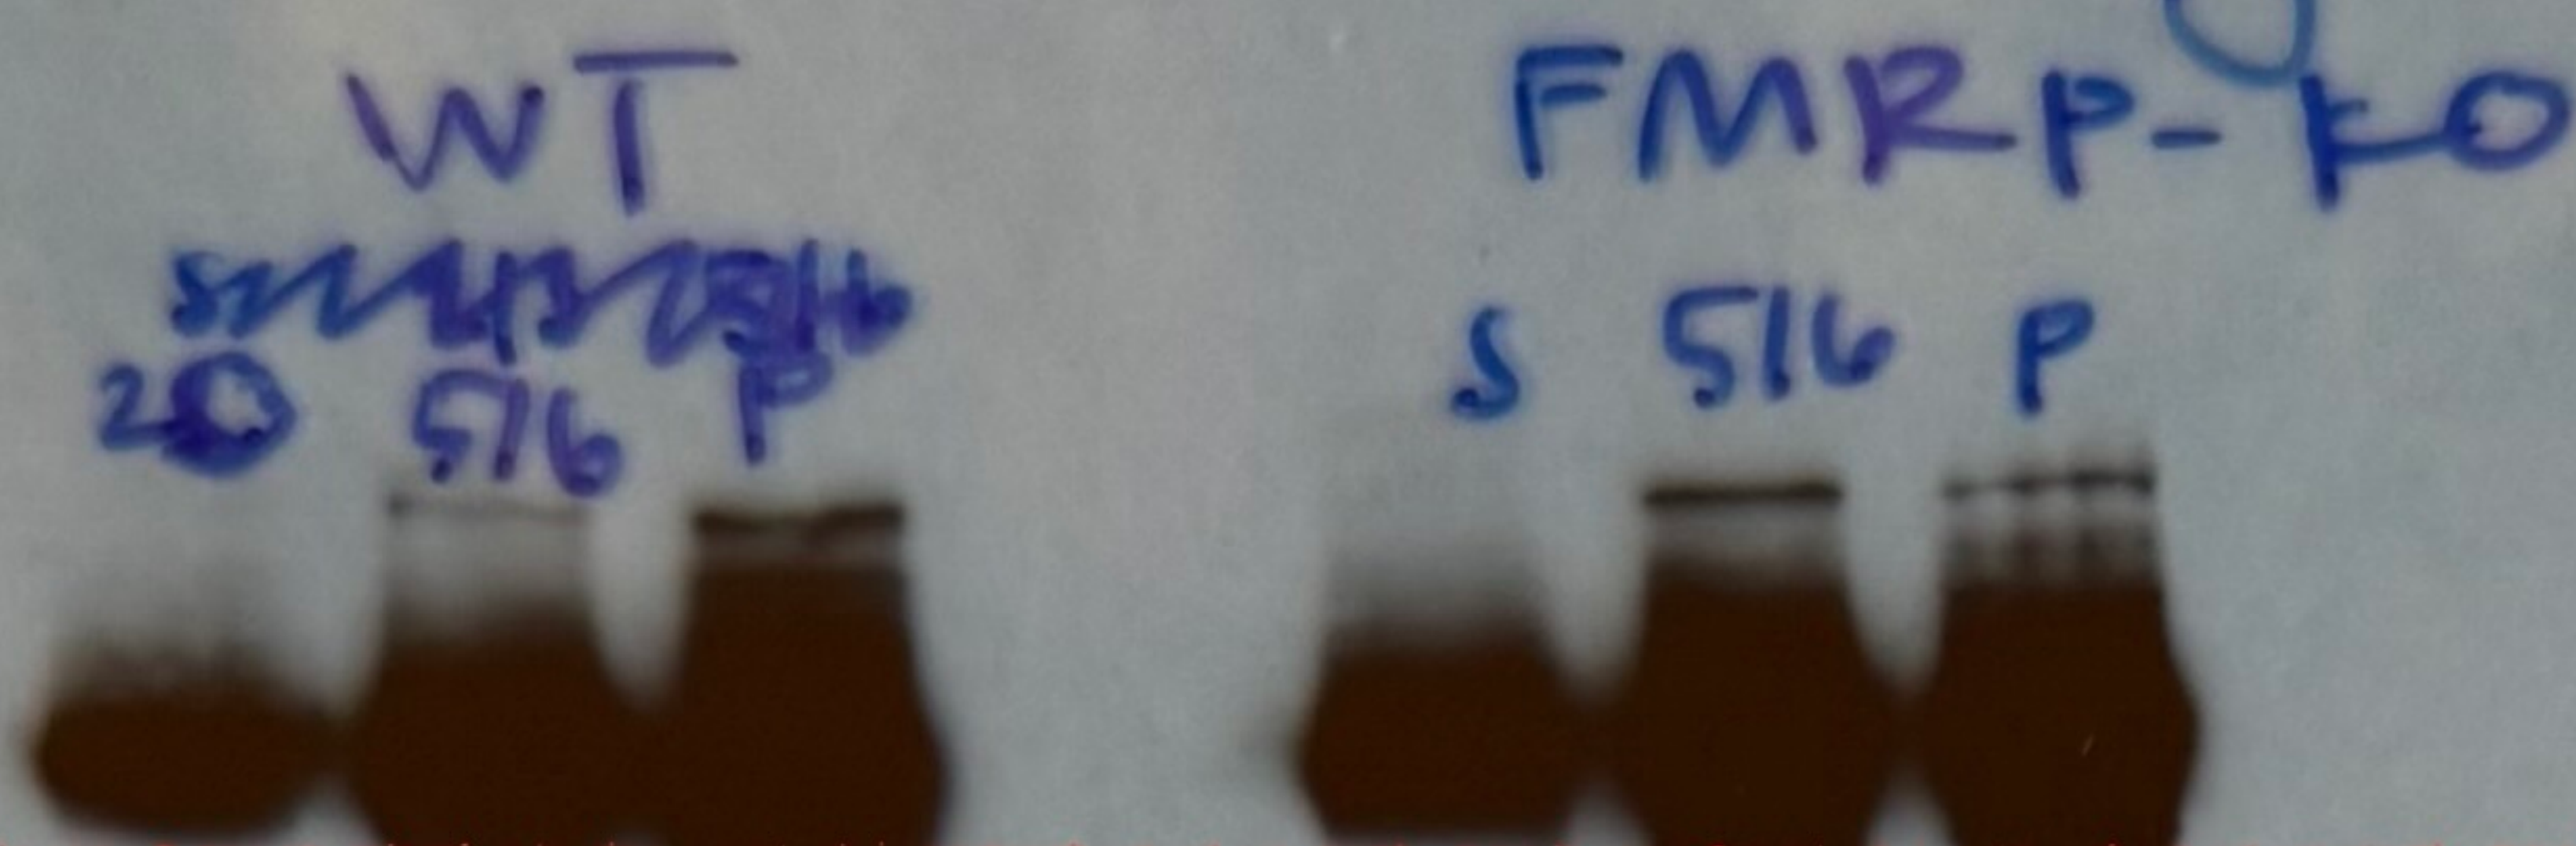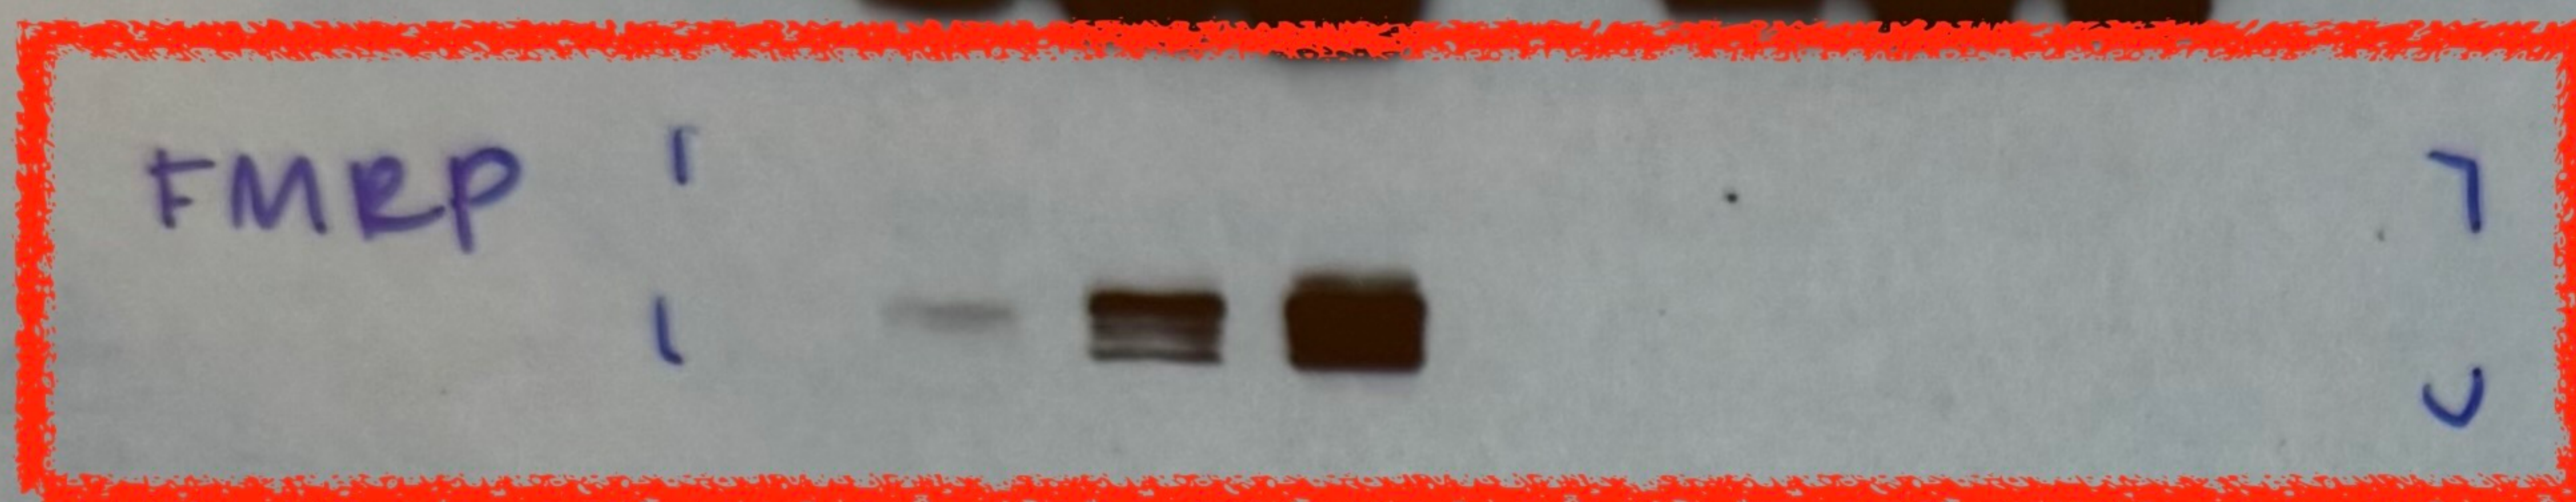

Fig 1

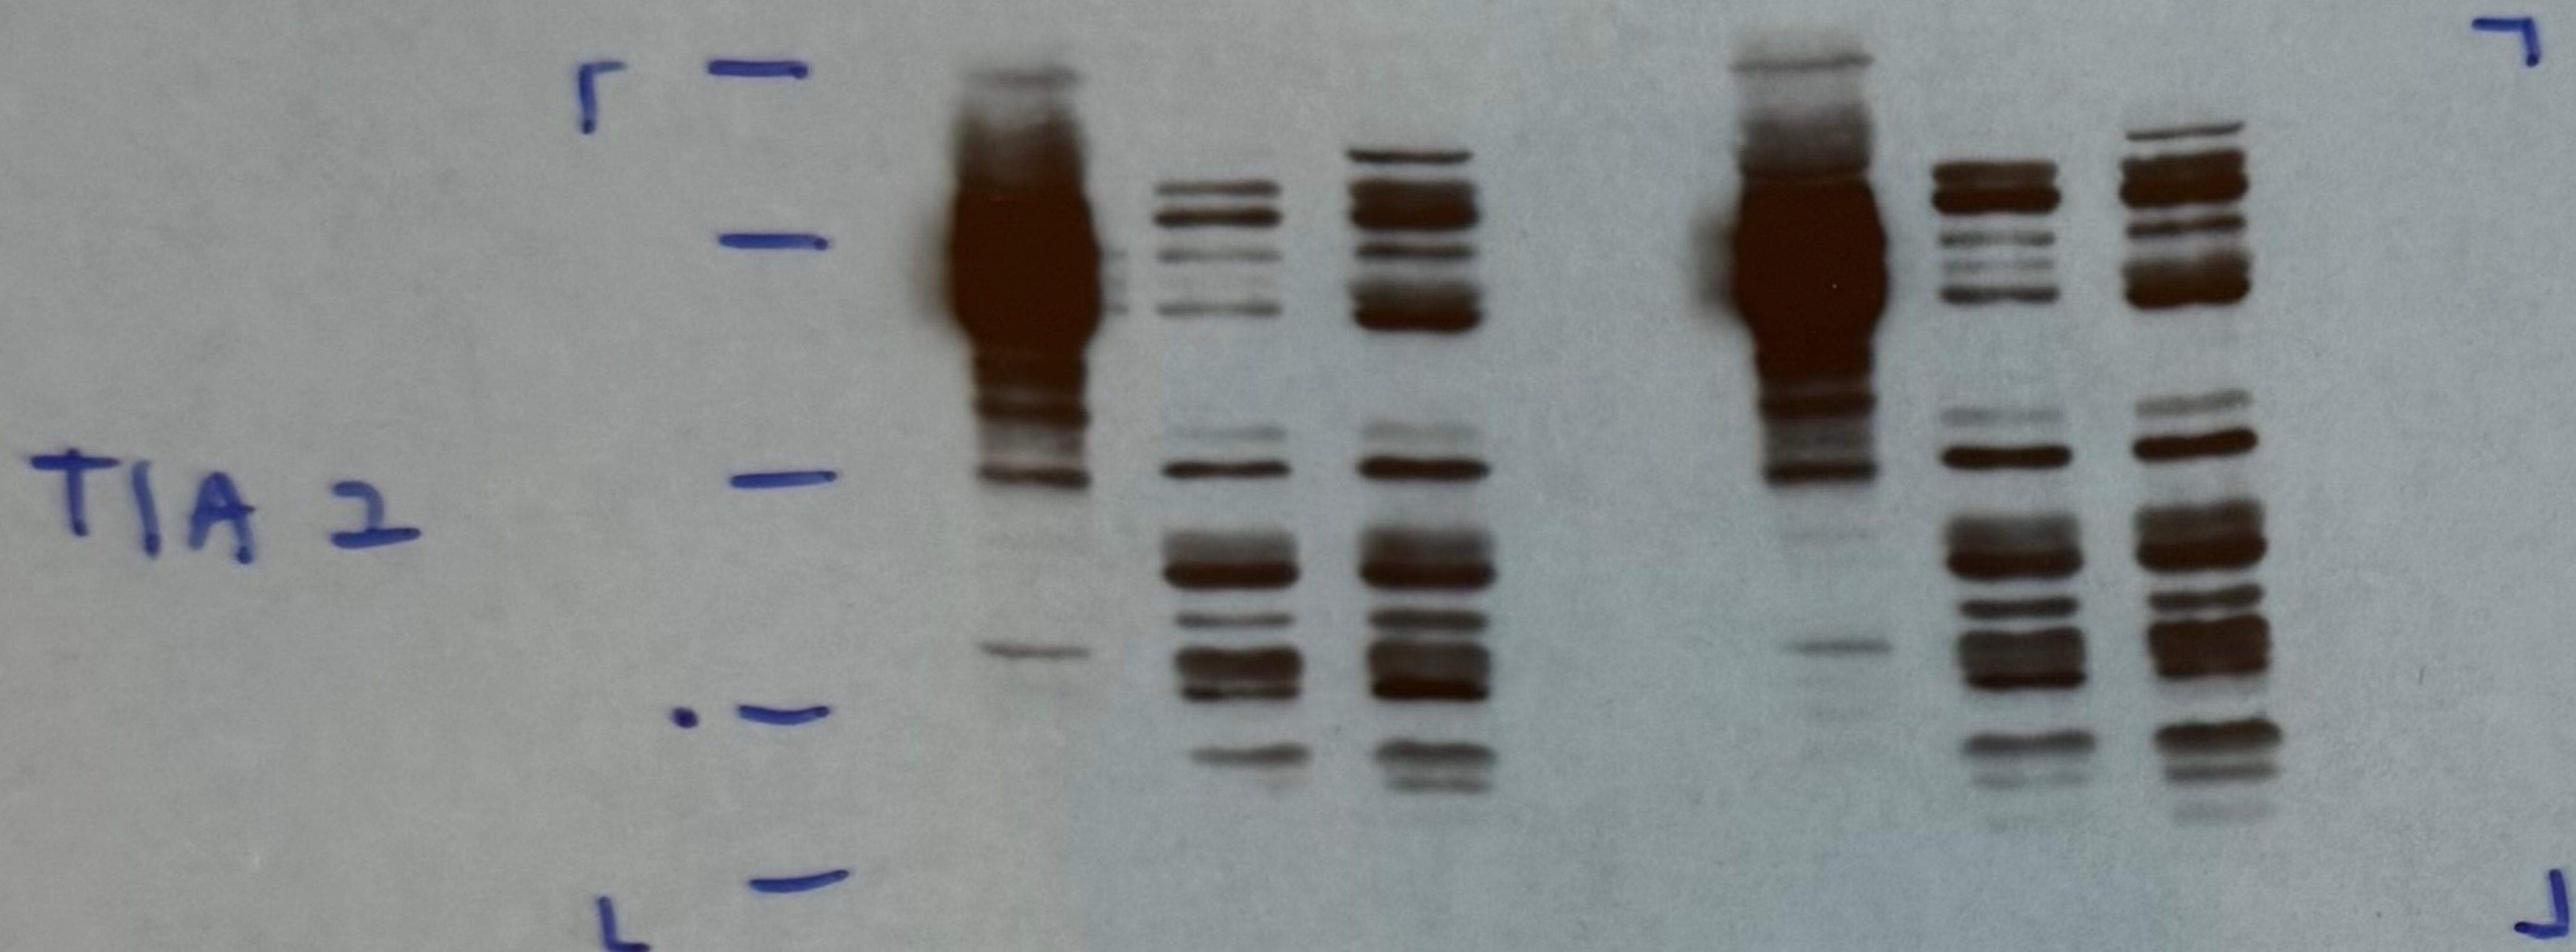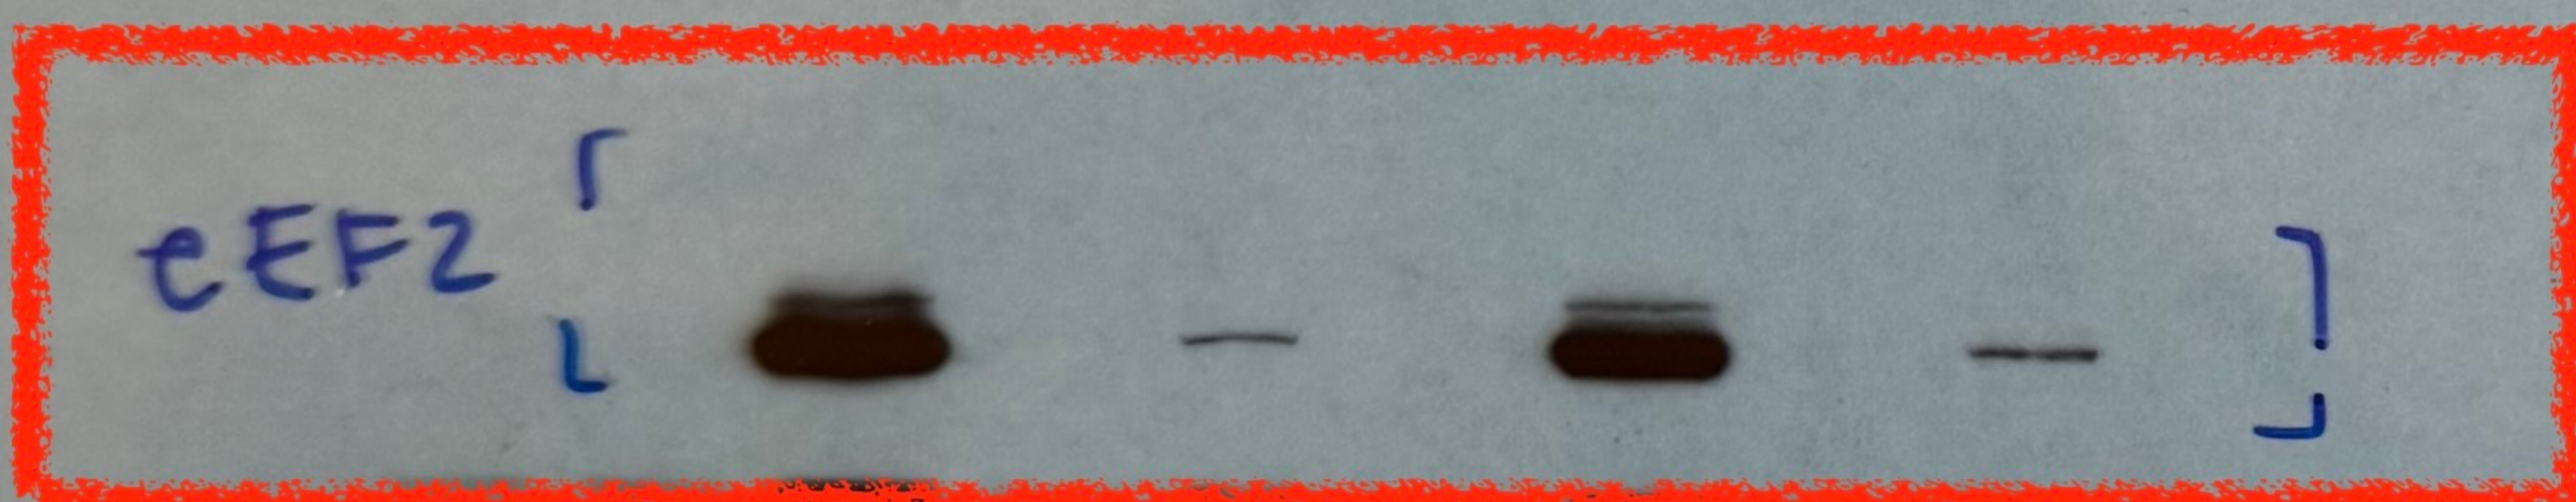

Fig 1

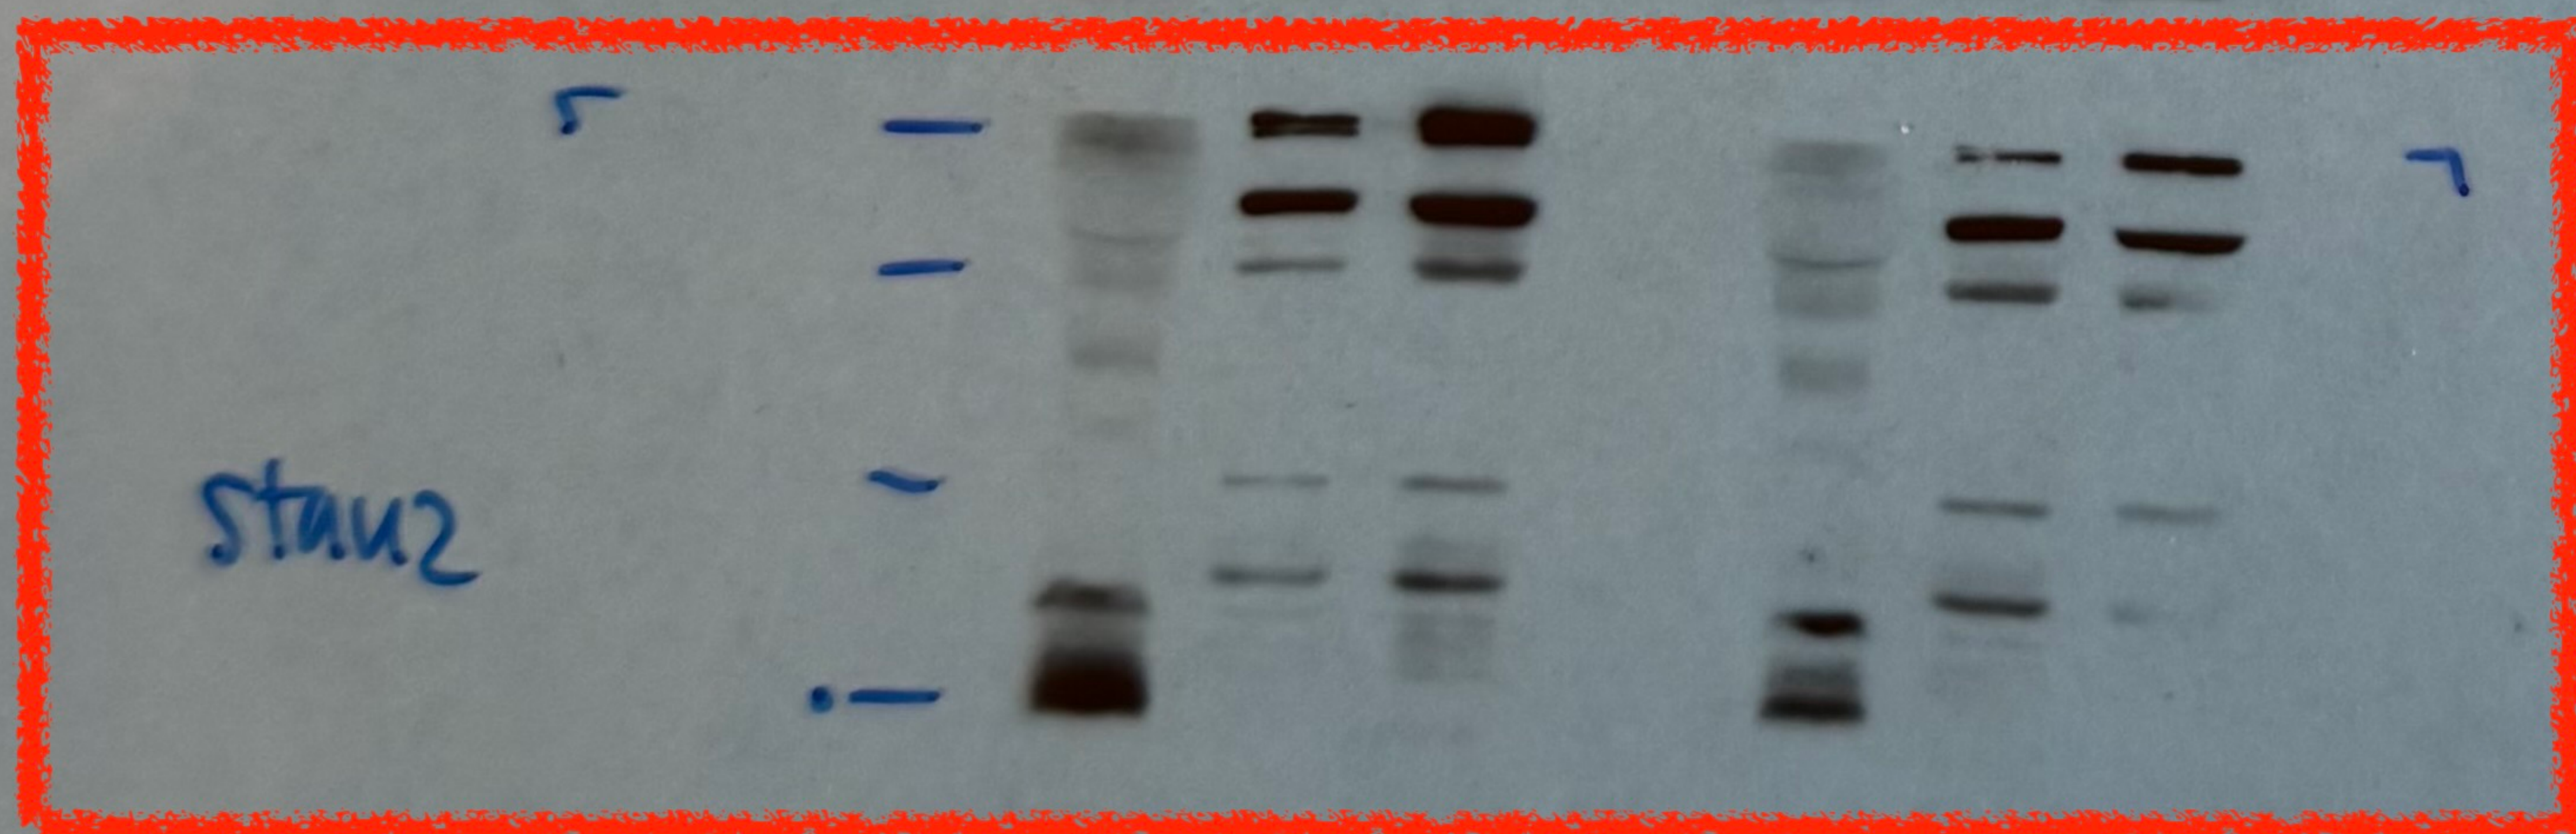

Fig 1

2

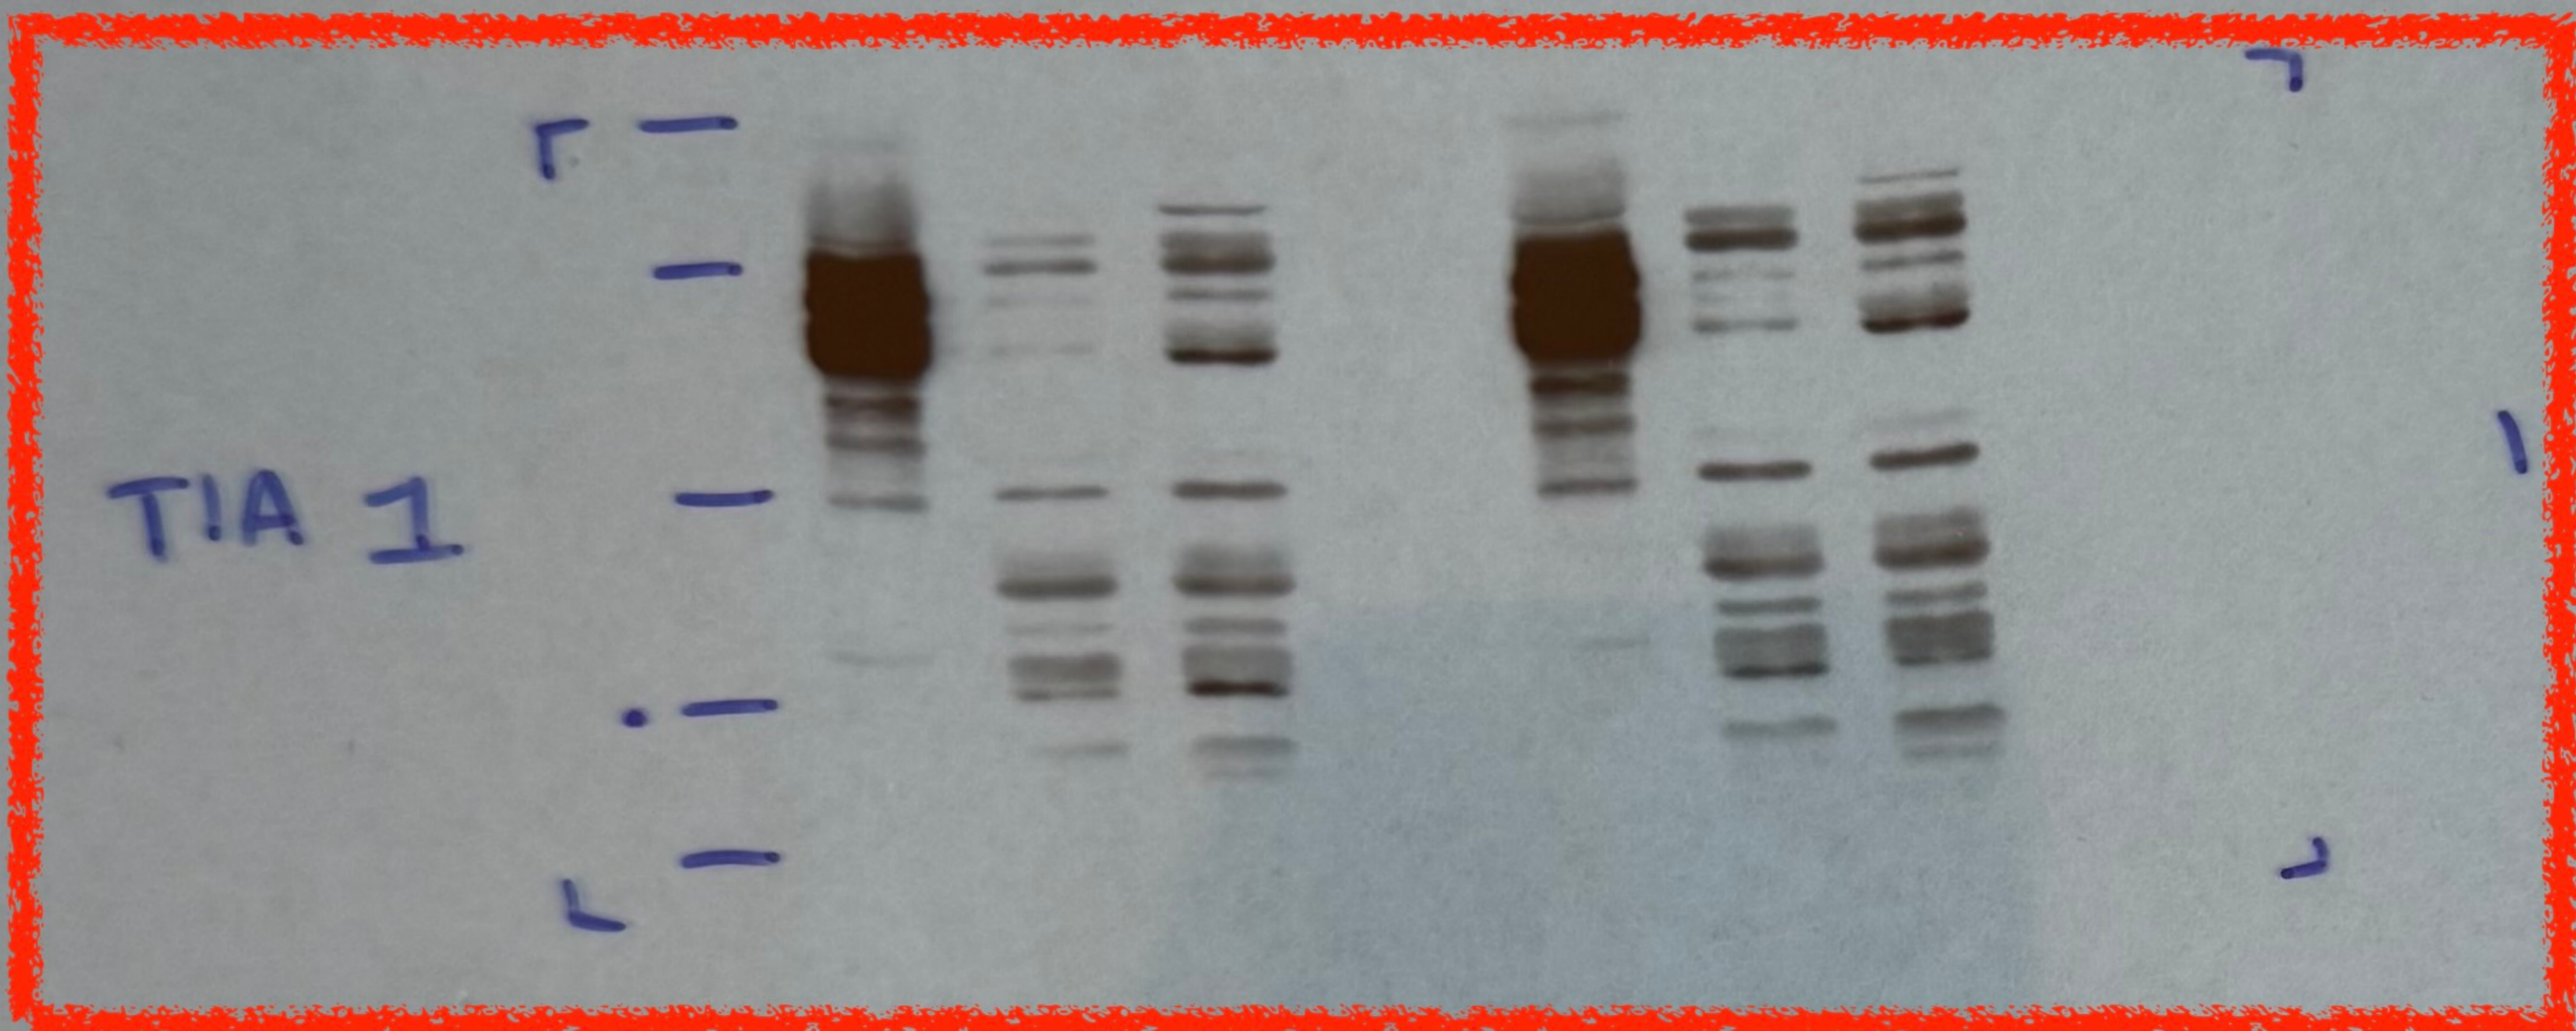

Fig 1

CLife FMRP revisions (high Mg) - N1

NOV 13/25

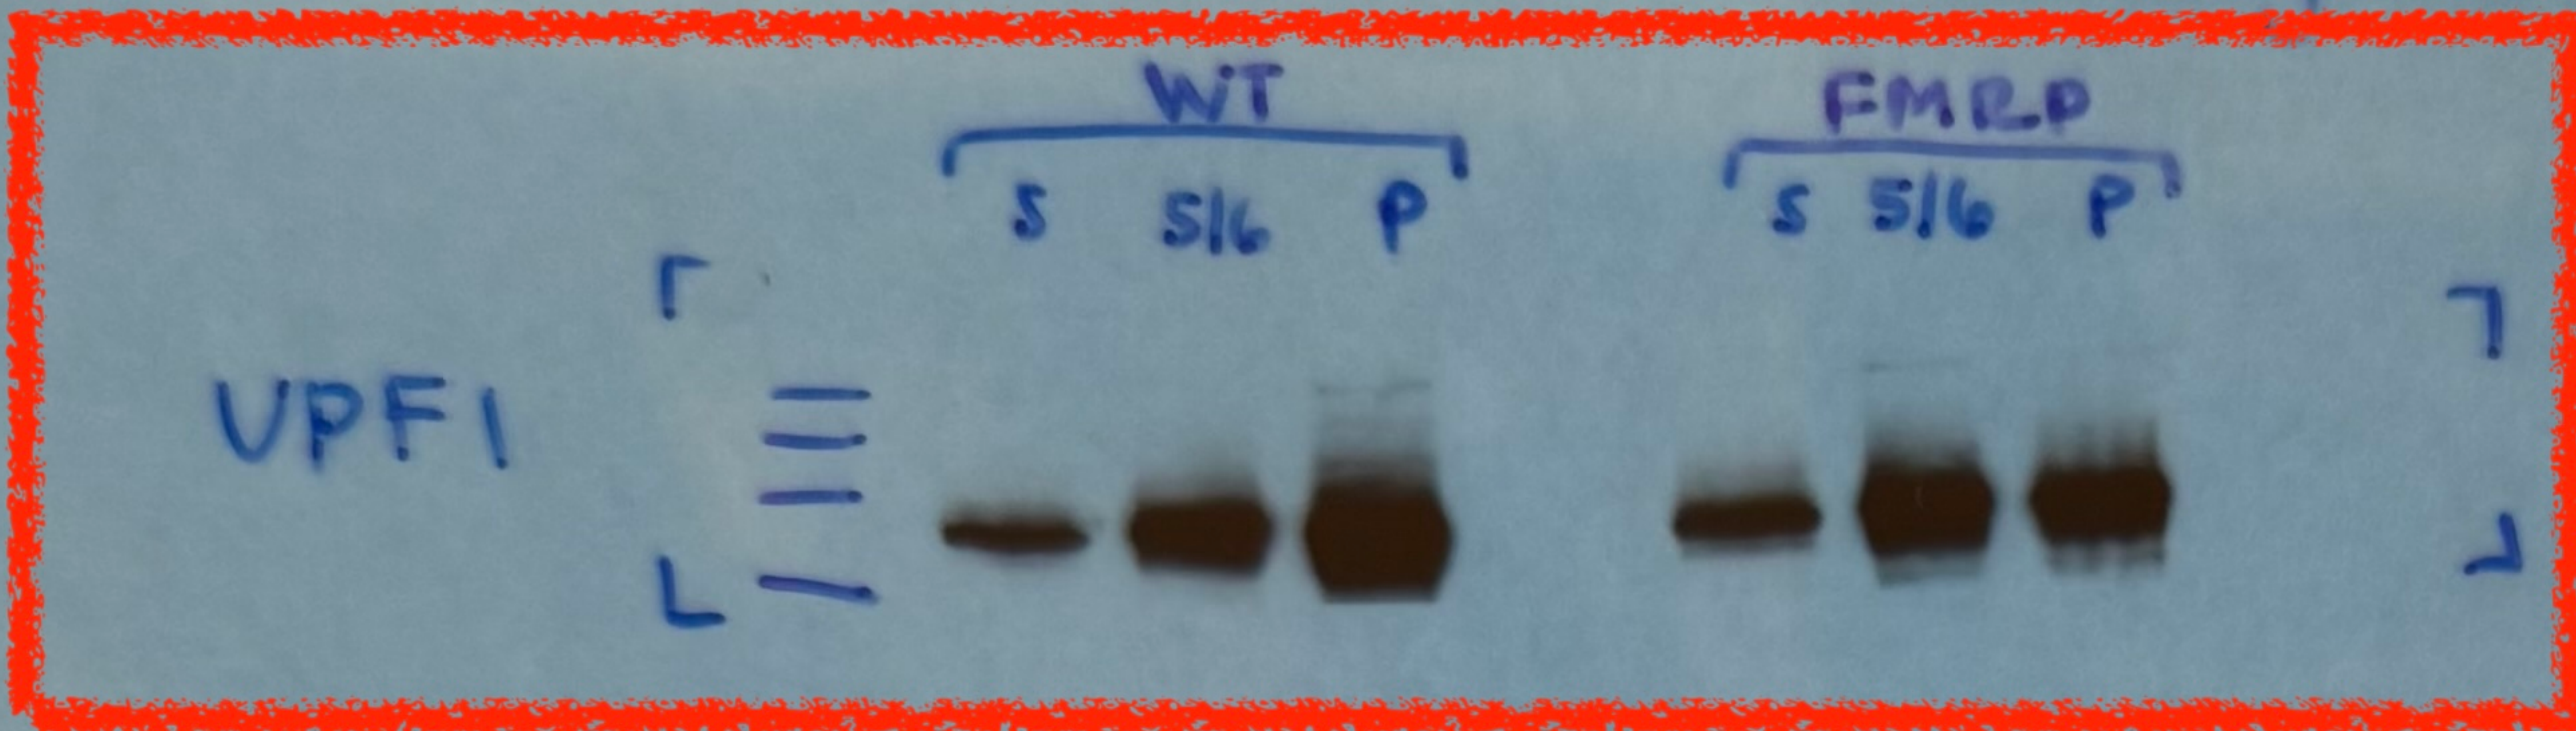

Fig 1

TIA 1

1min

CLife FMRP reversion

NI high Mg

NOV 18/25

Fig 1

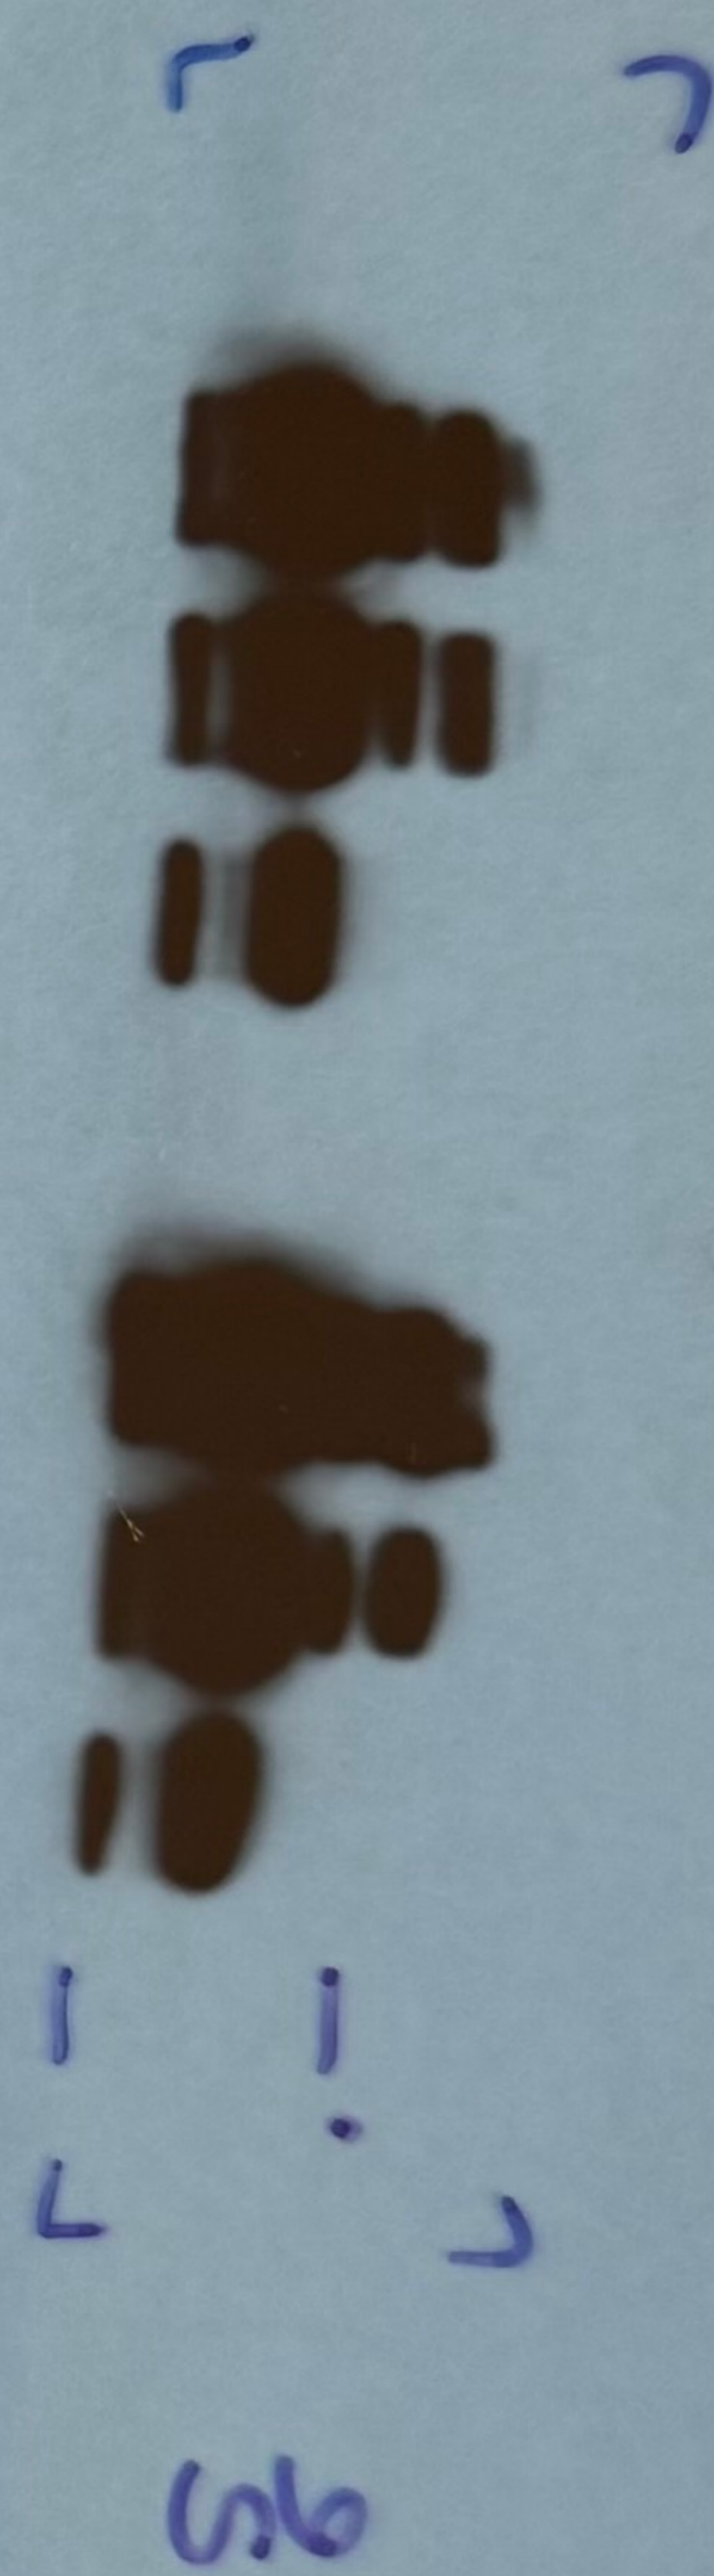

2min

clife FMRP revision  
high Mg NI

① NOV 18 / 25

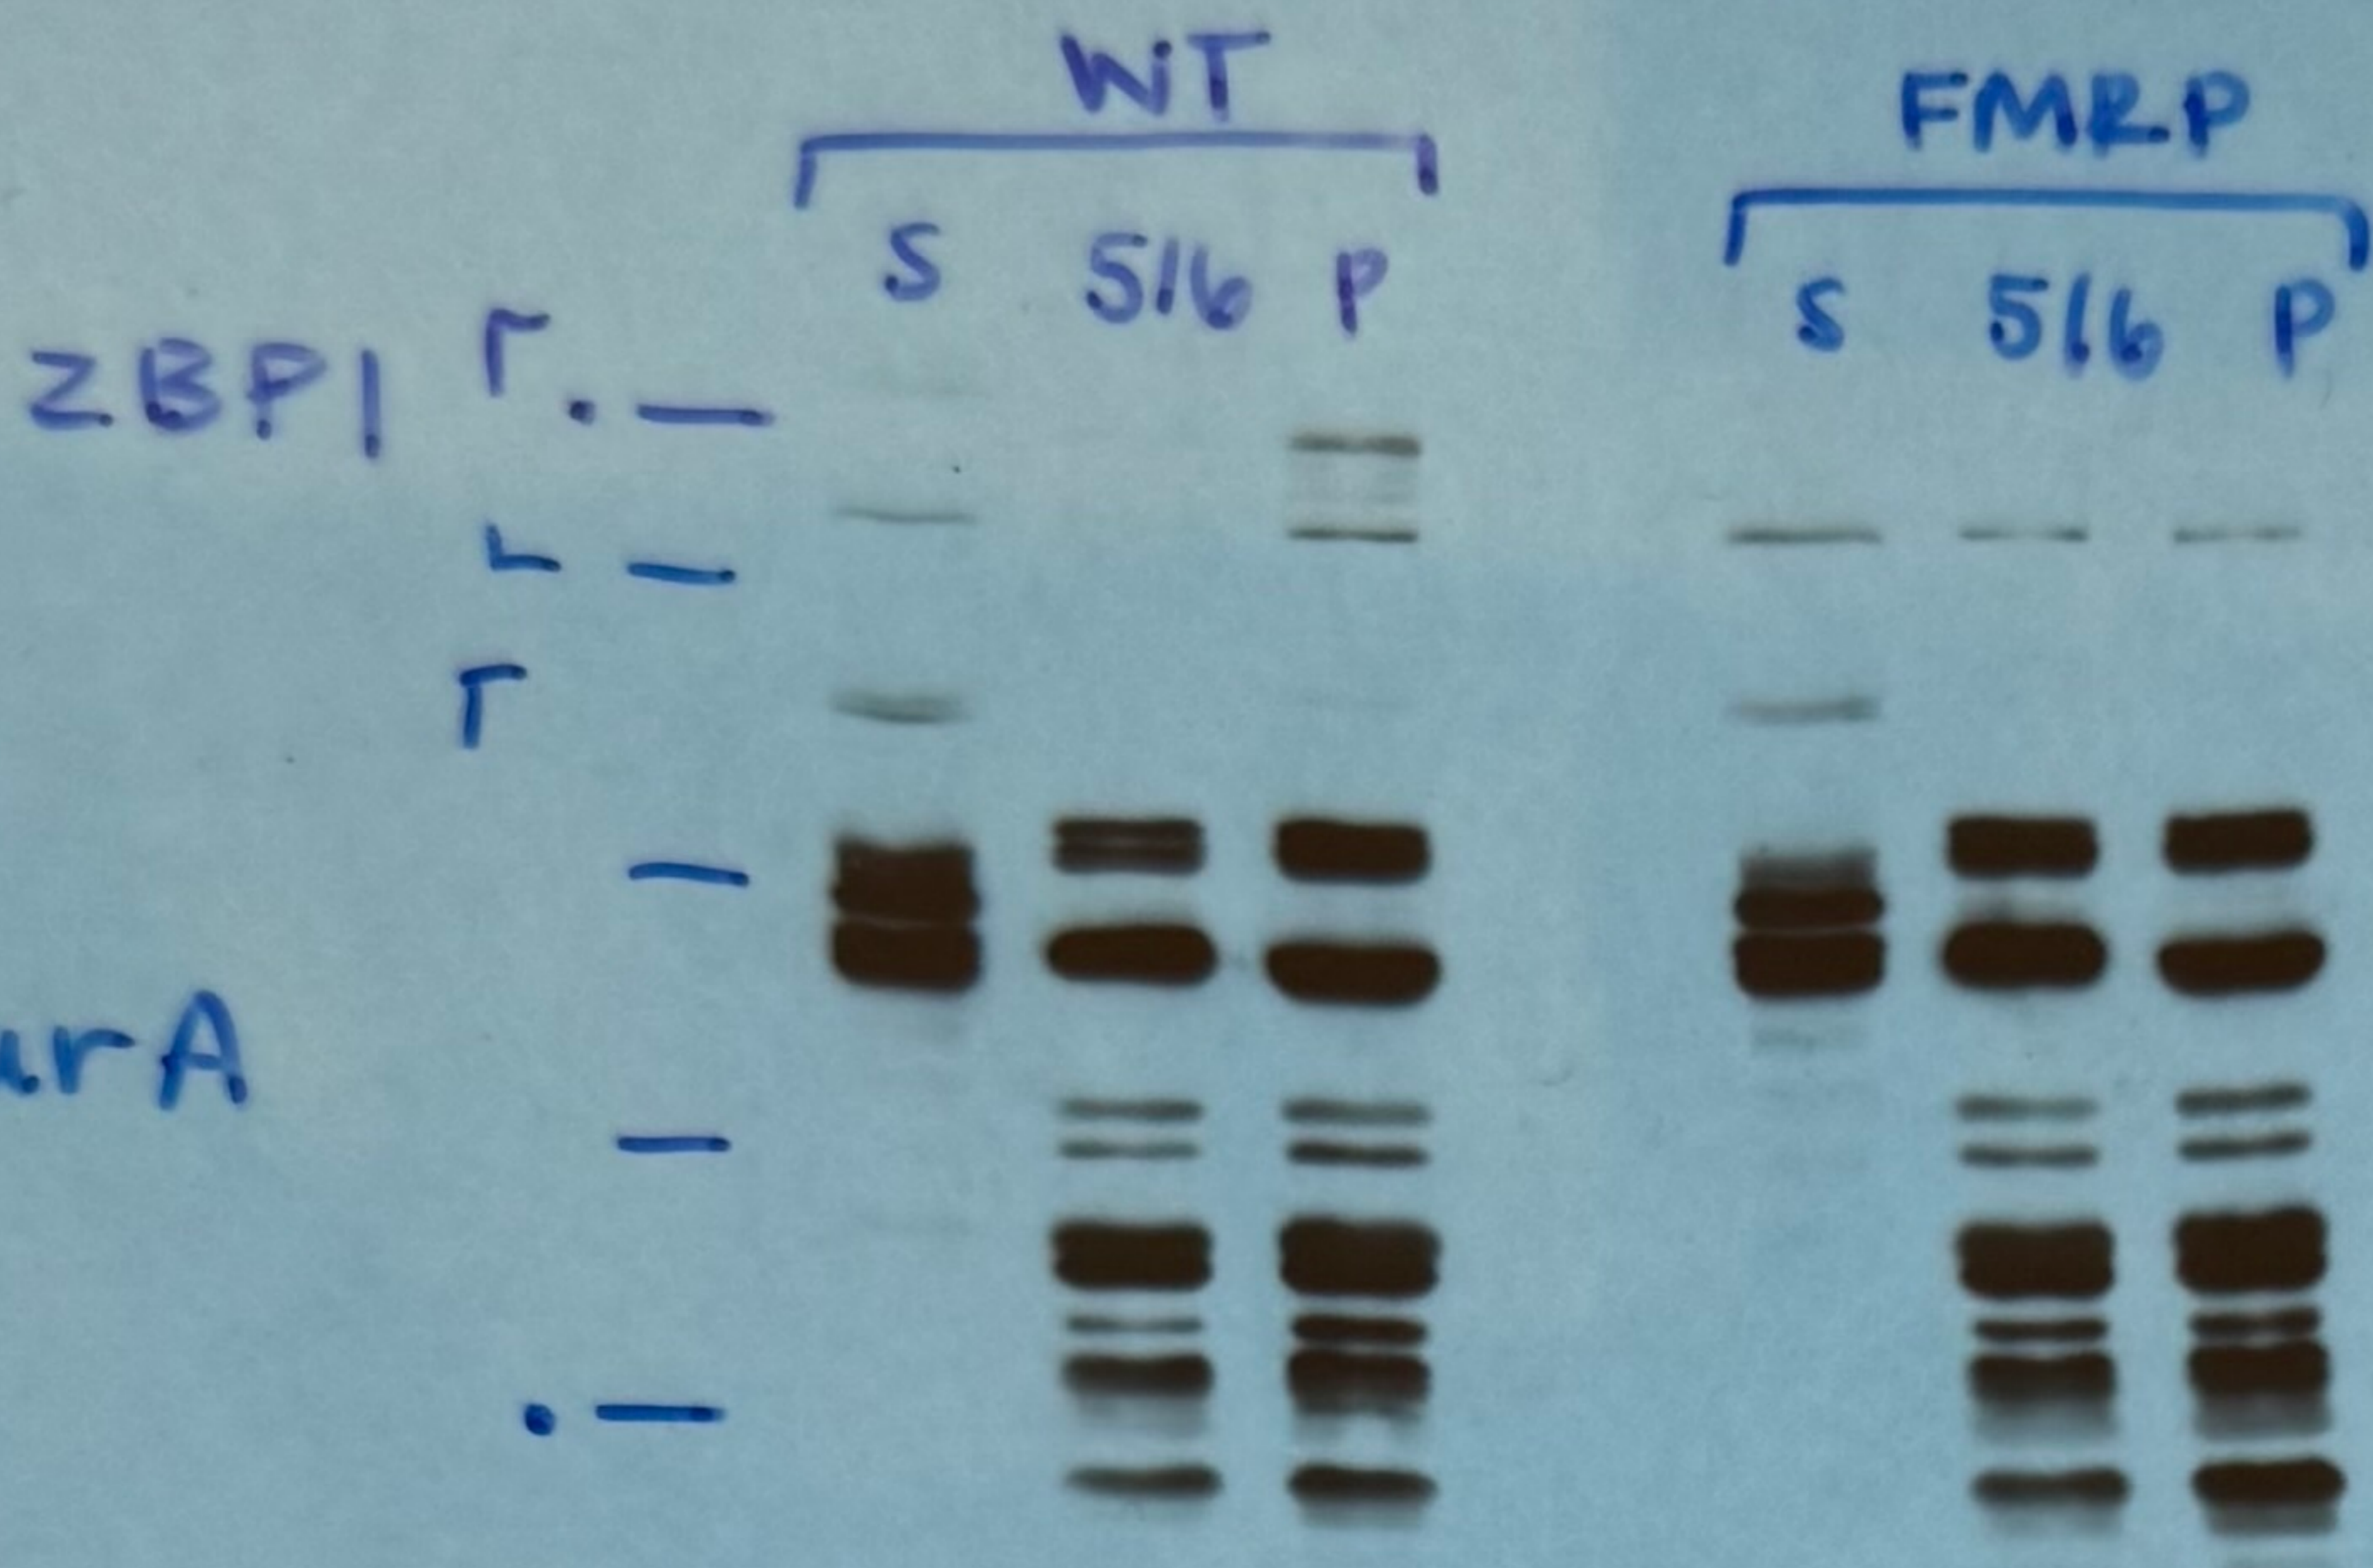

Fig 1

HNRNP

G3BP

TIA 1

①

②

②

③

④

+

Sc

108

Clife FMRP revisions - high Mg N1

NOV 18/25

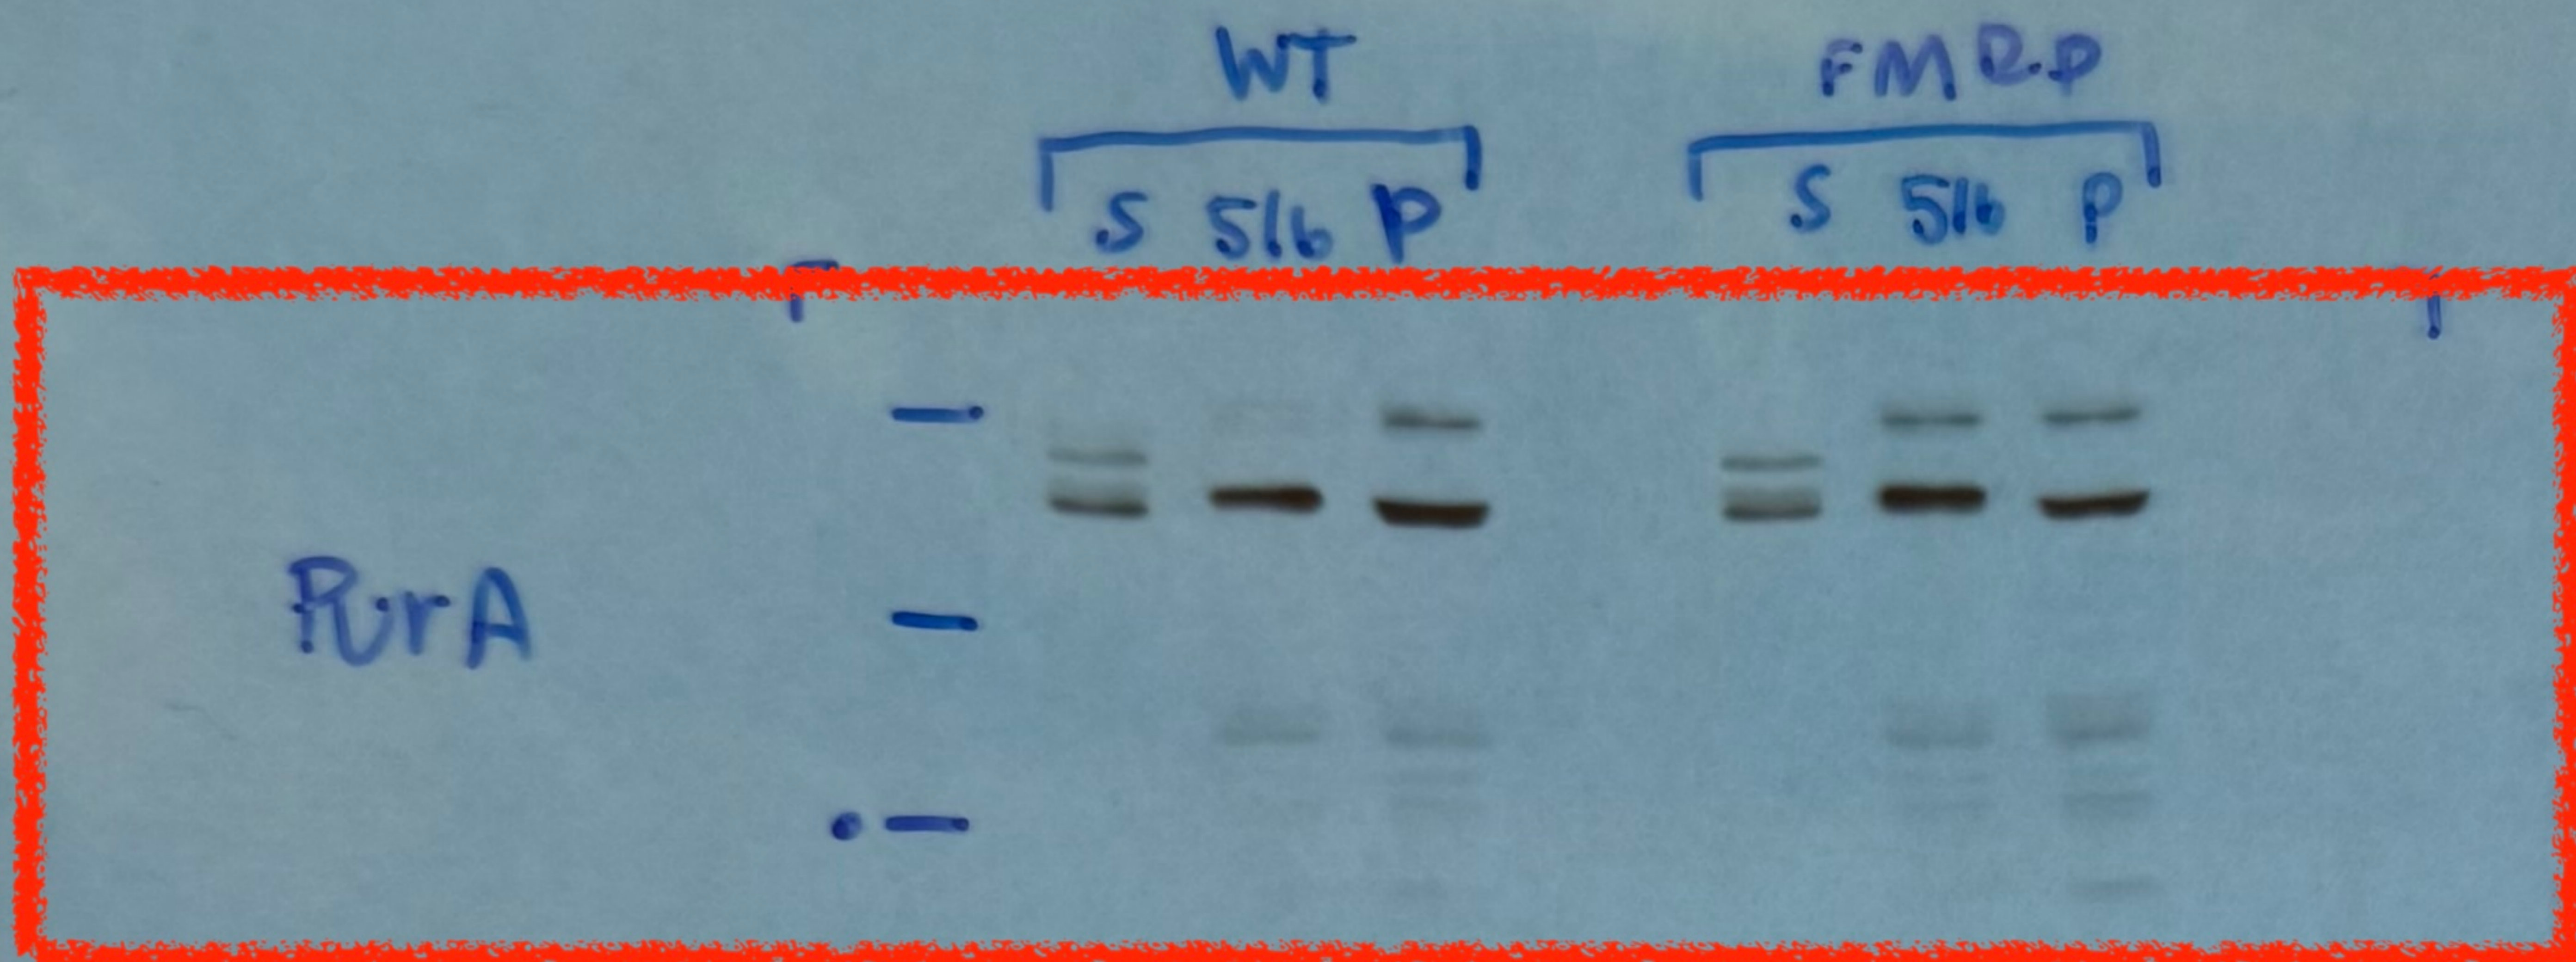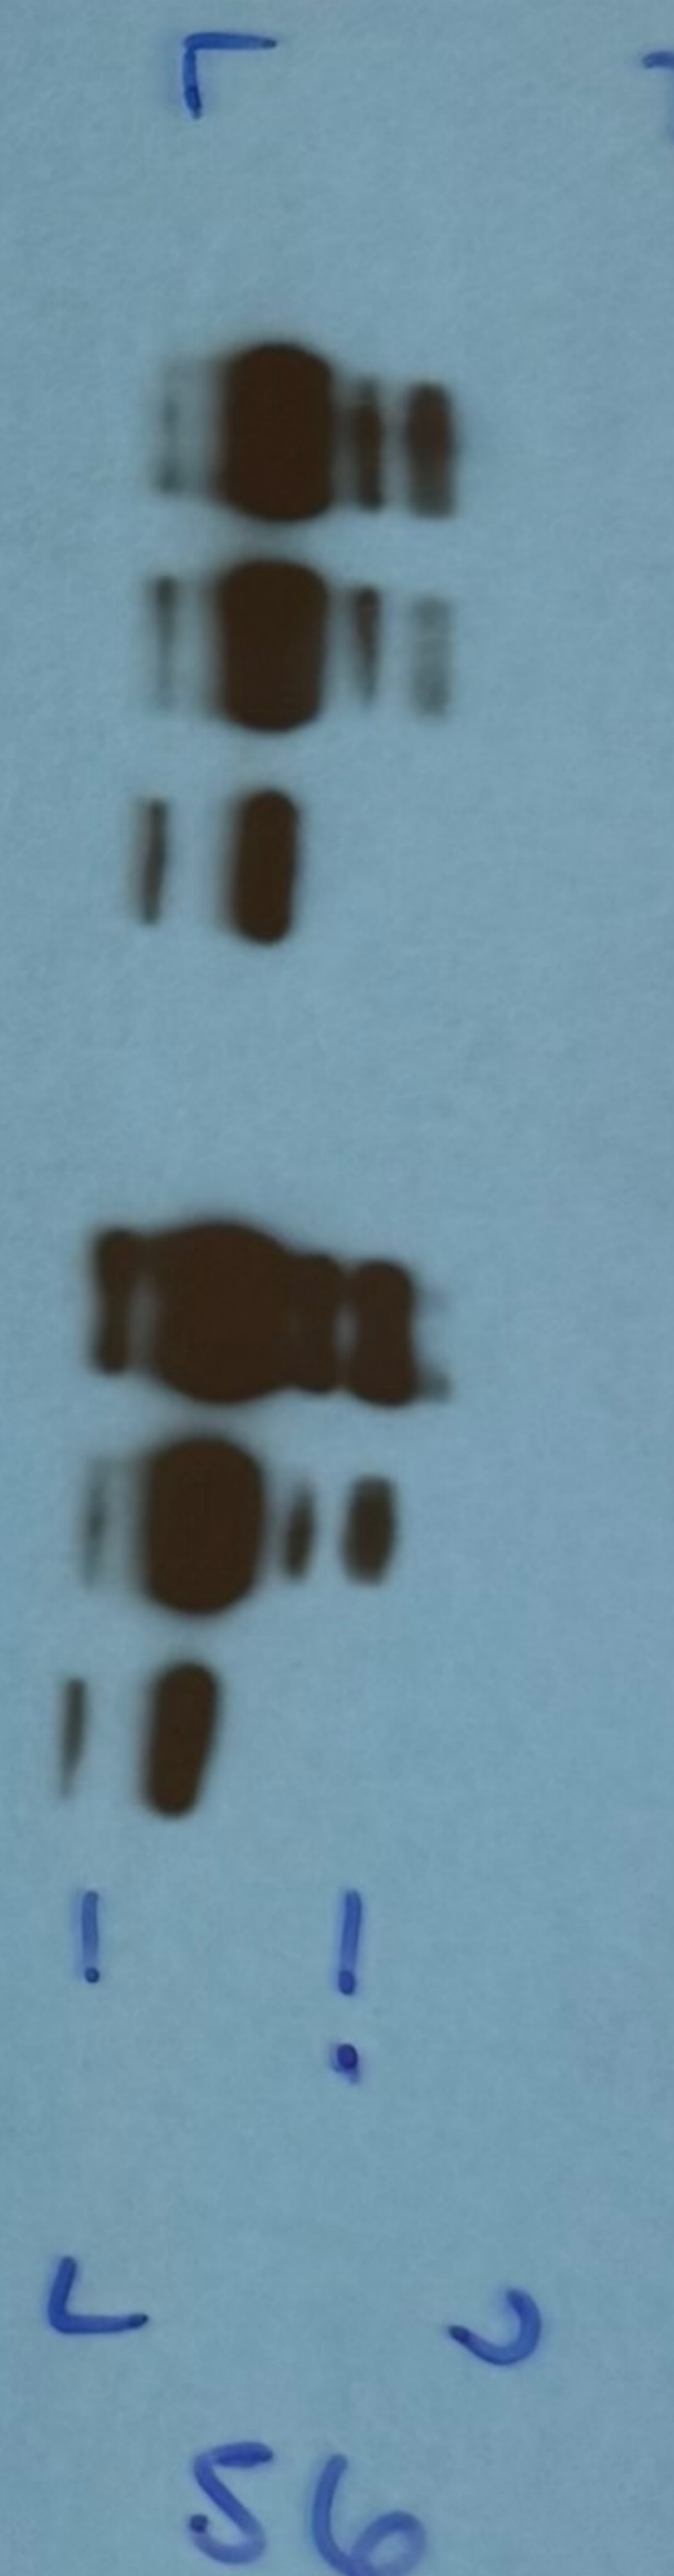

NOV 19/25

1min

Life FMRP revisions -NI high Mg

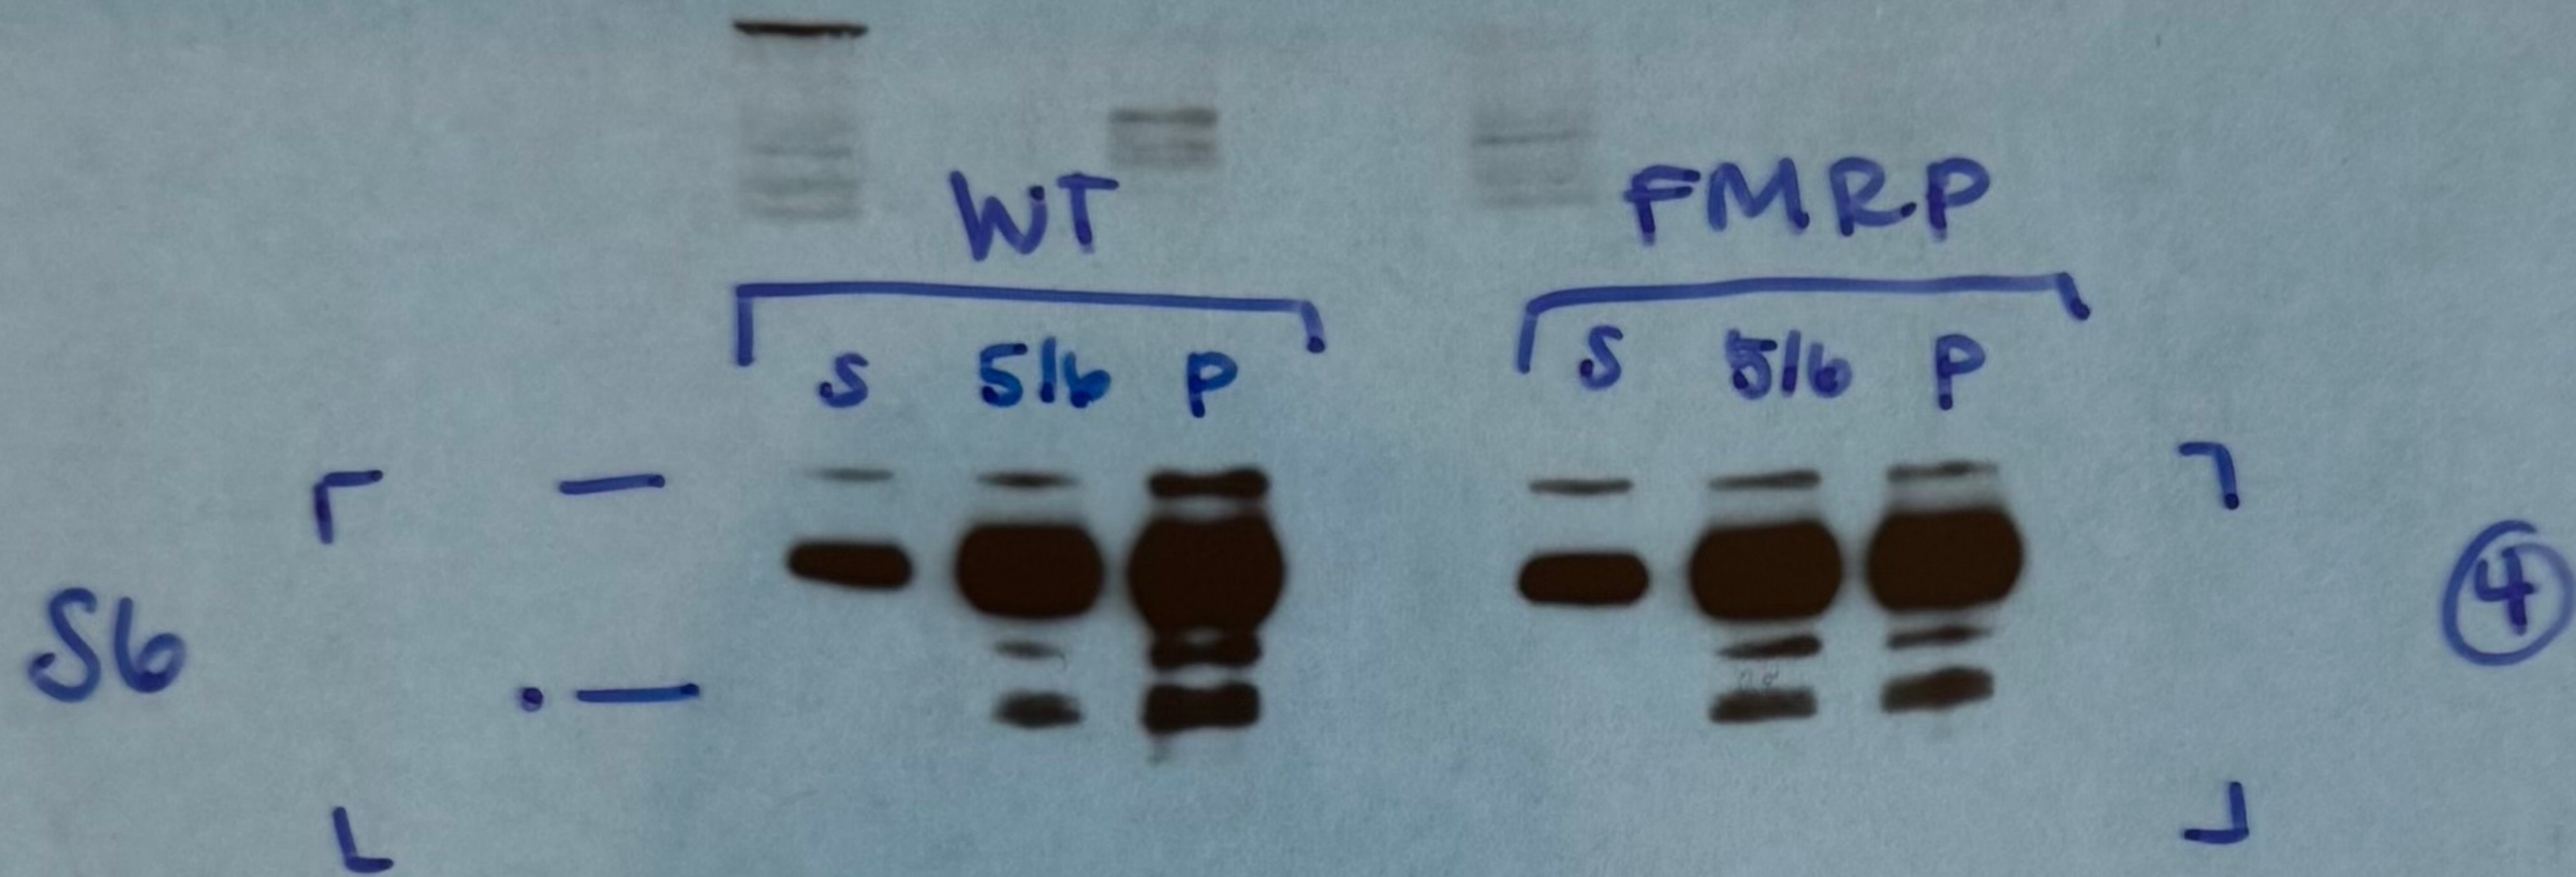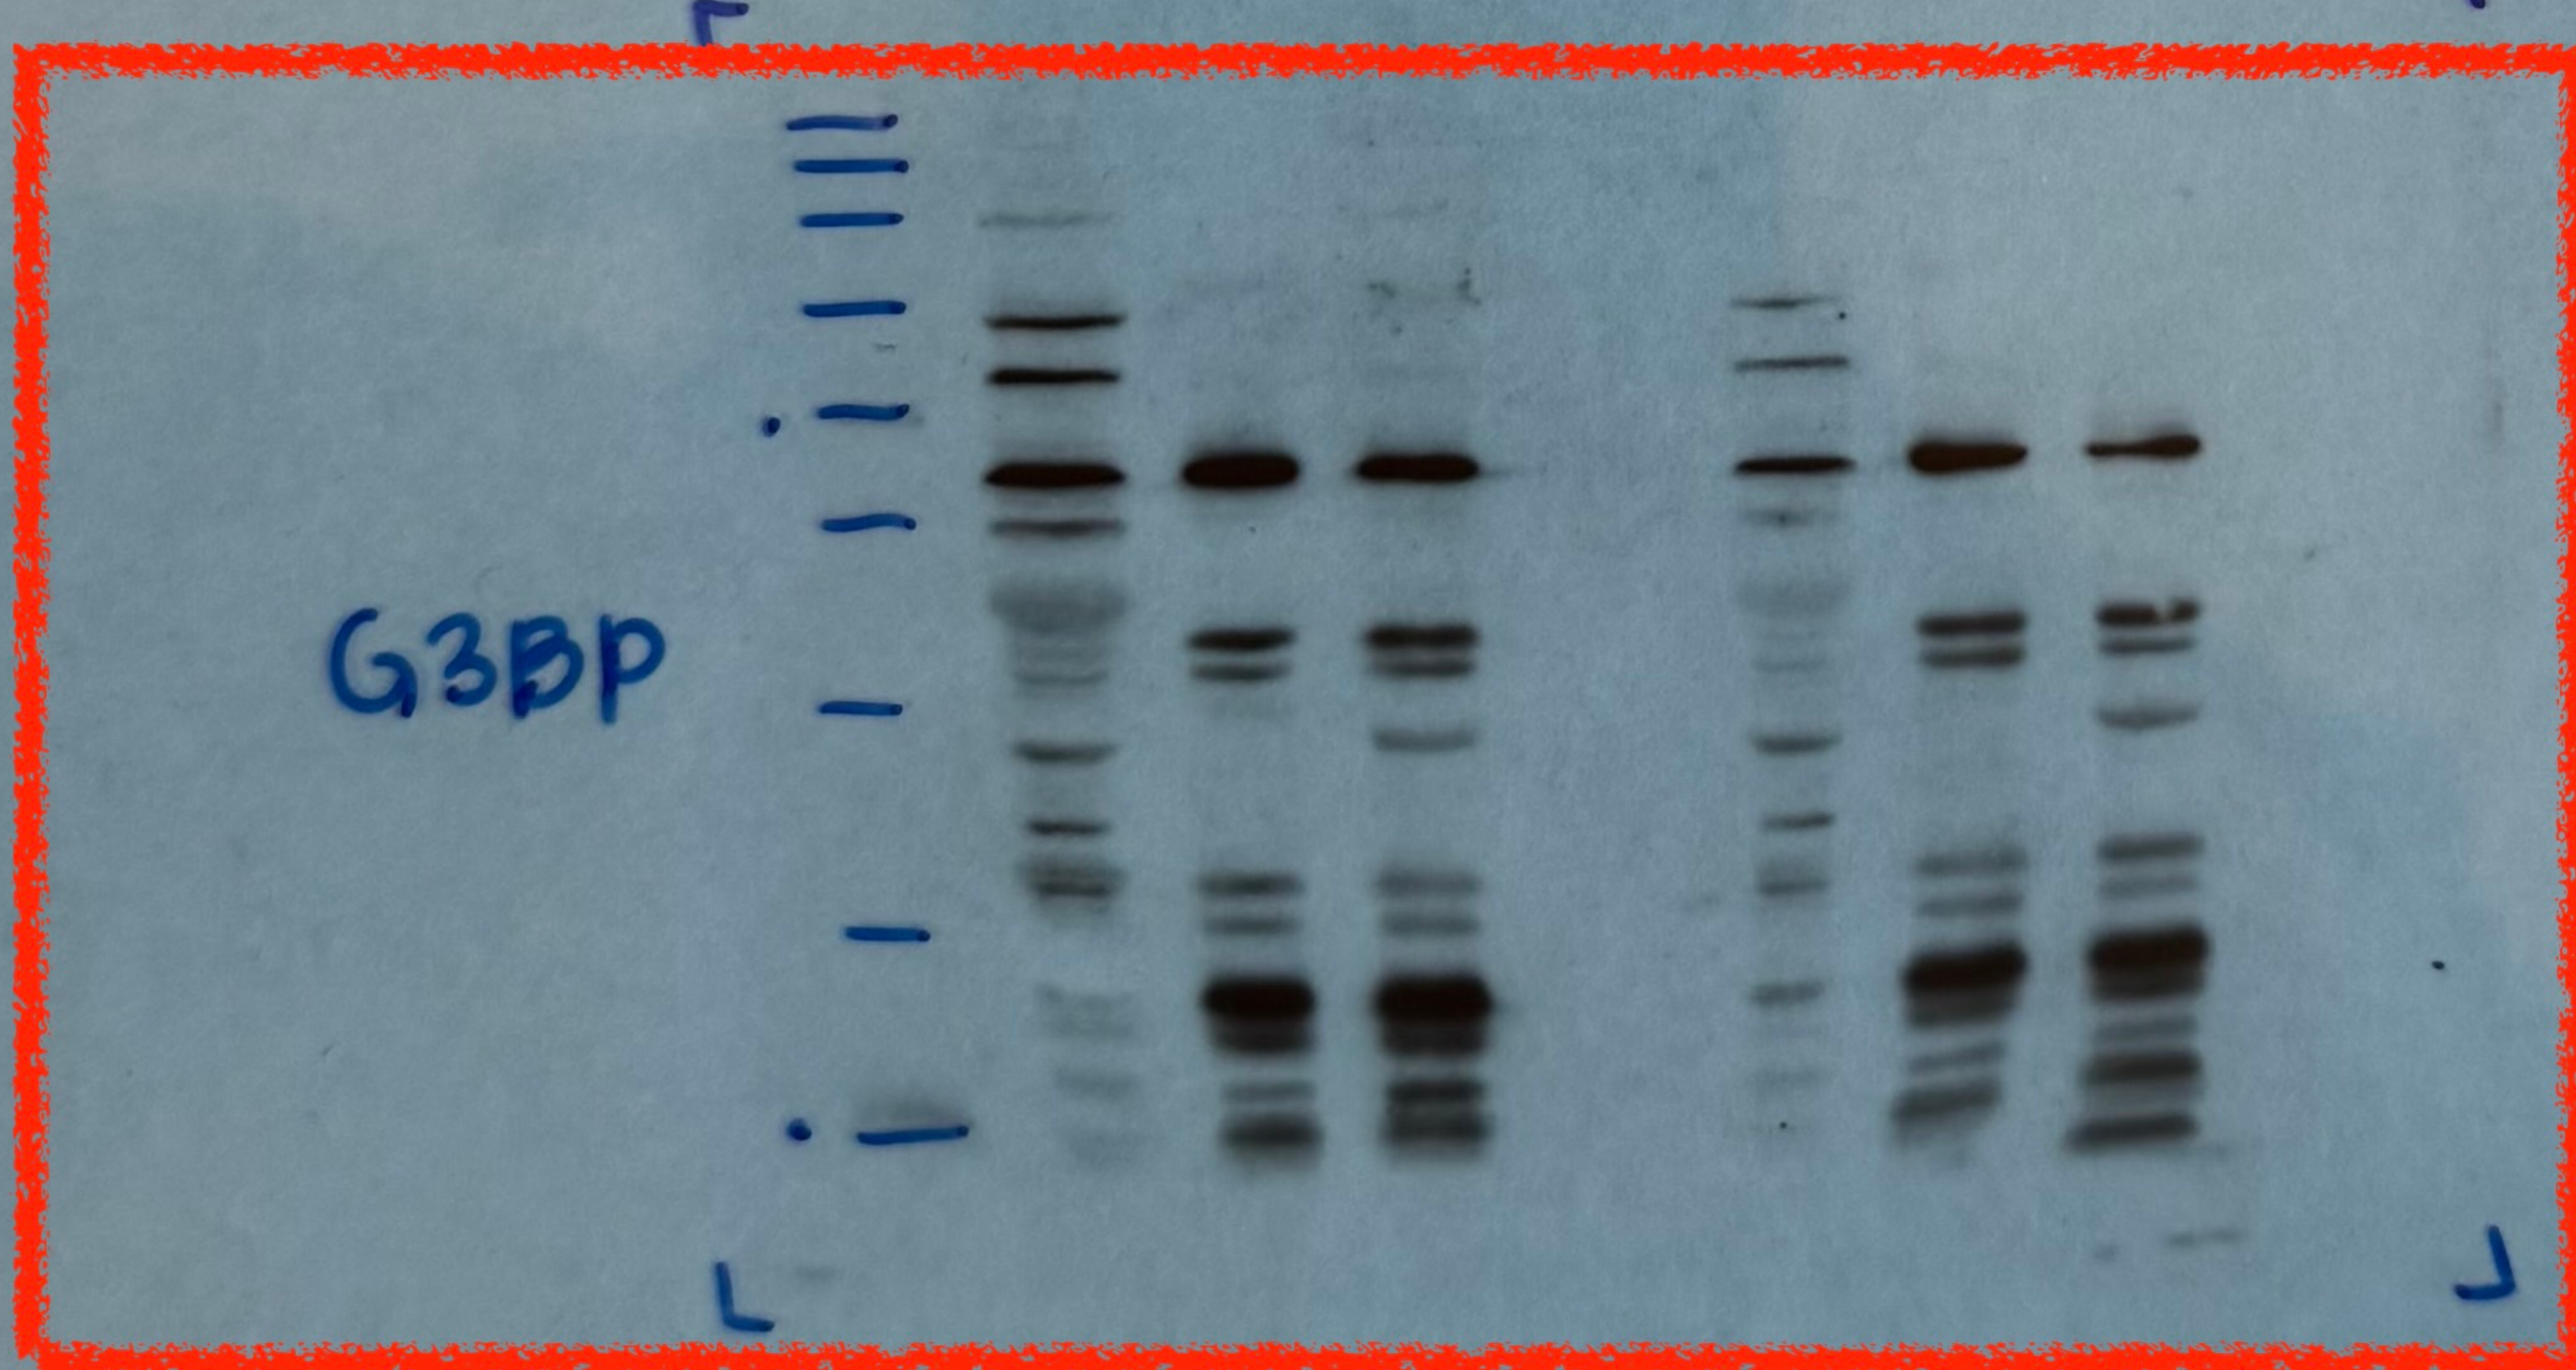

Fig 1

③

eLife FMRP revisions - N1 high Mg

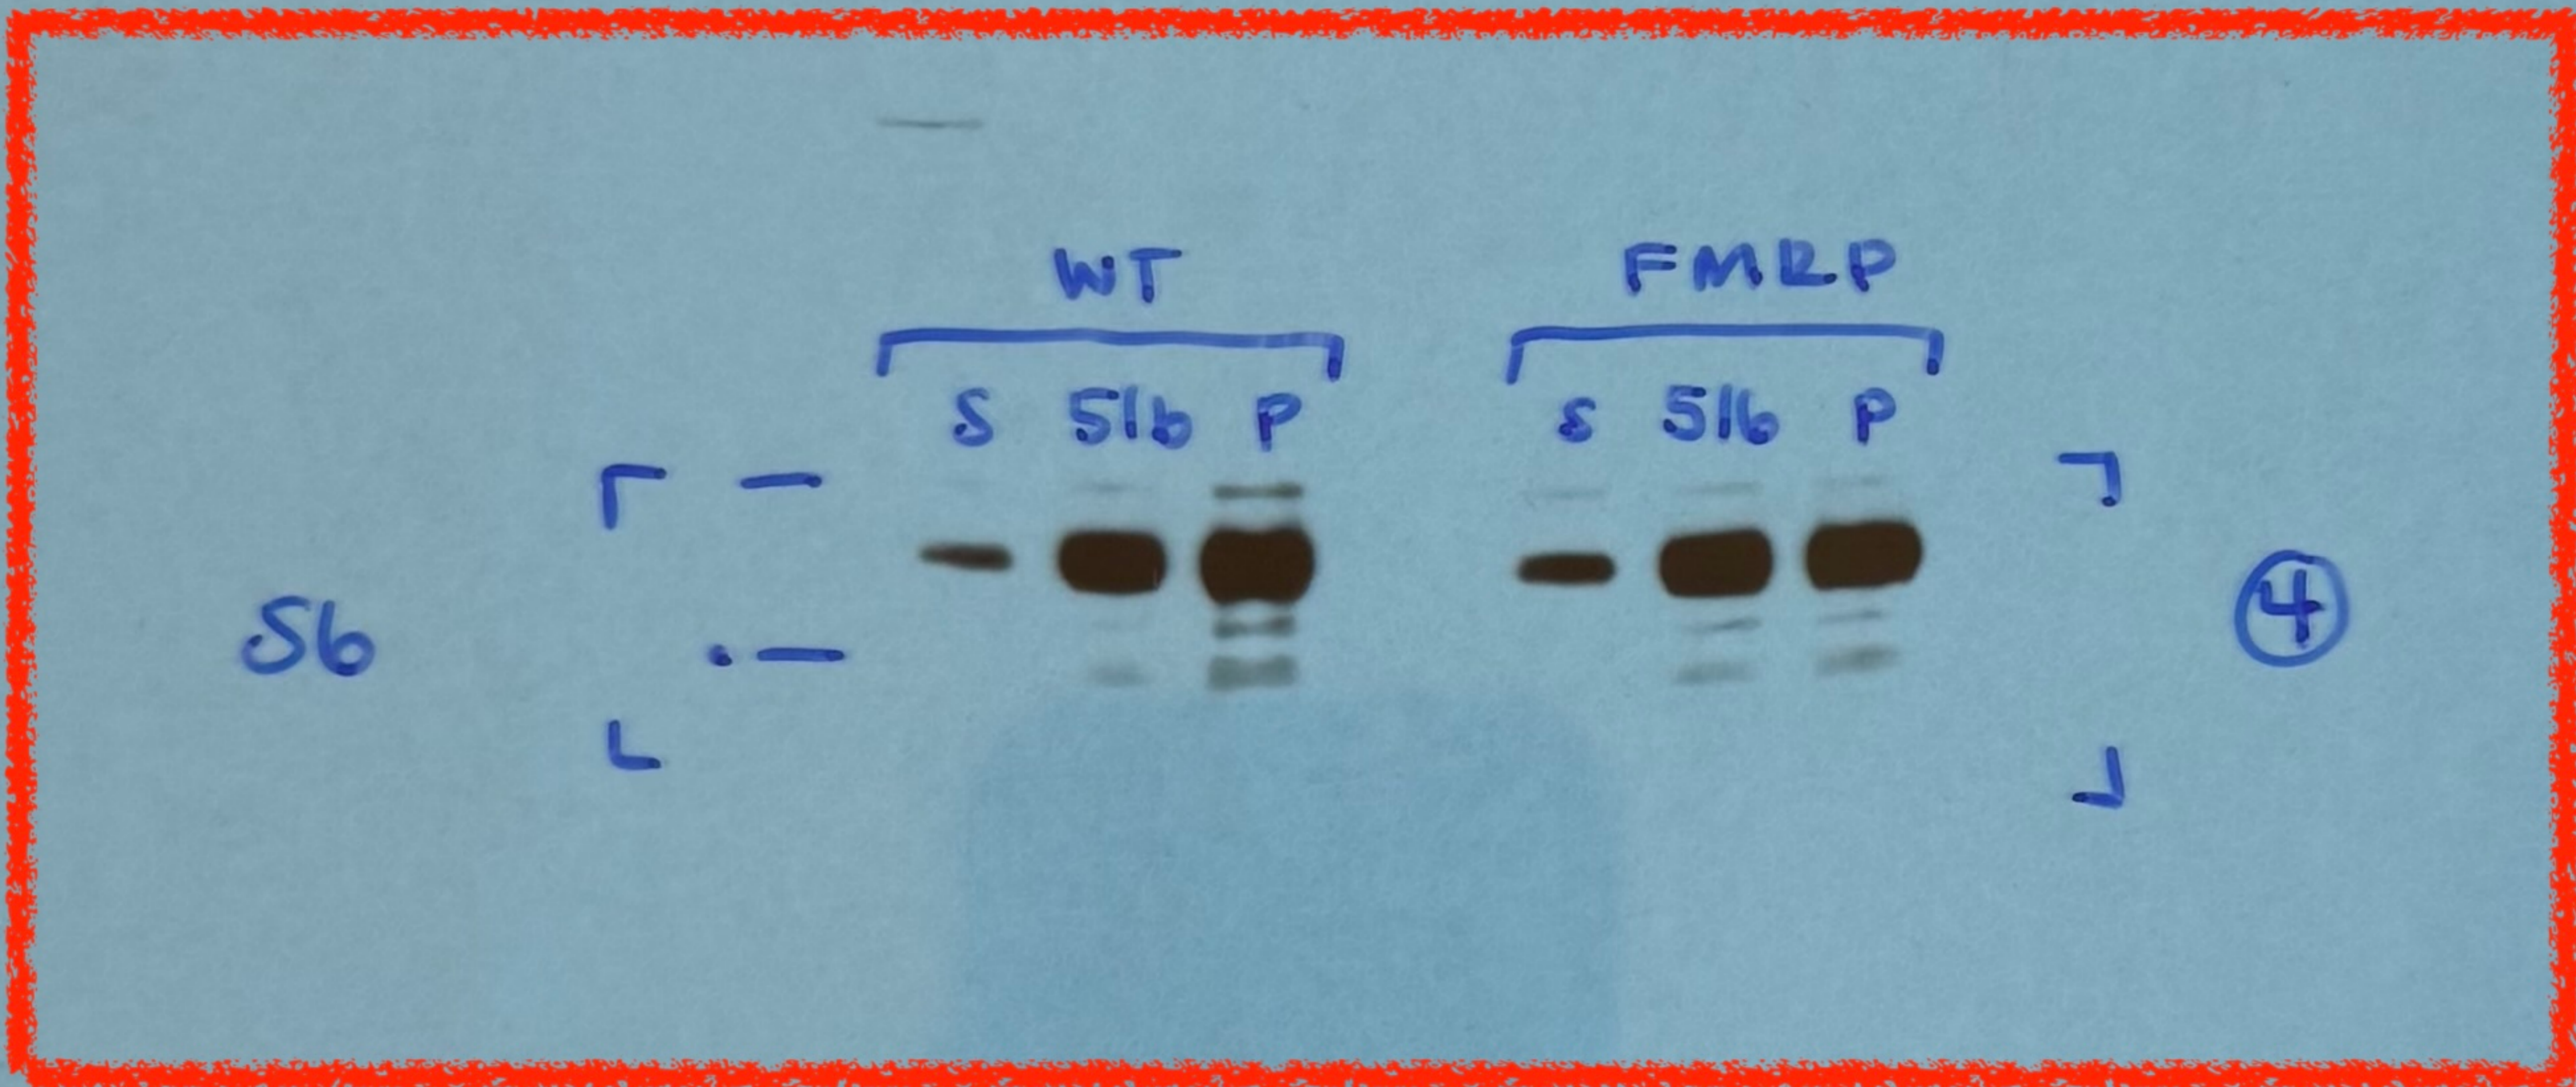

Fig 1

2min

eLife FMRP revisions - high Mg N3

DEC 17/25

Lily

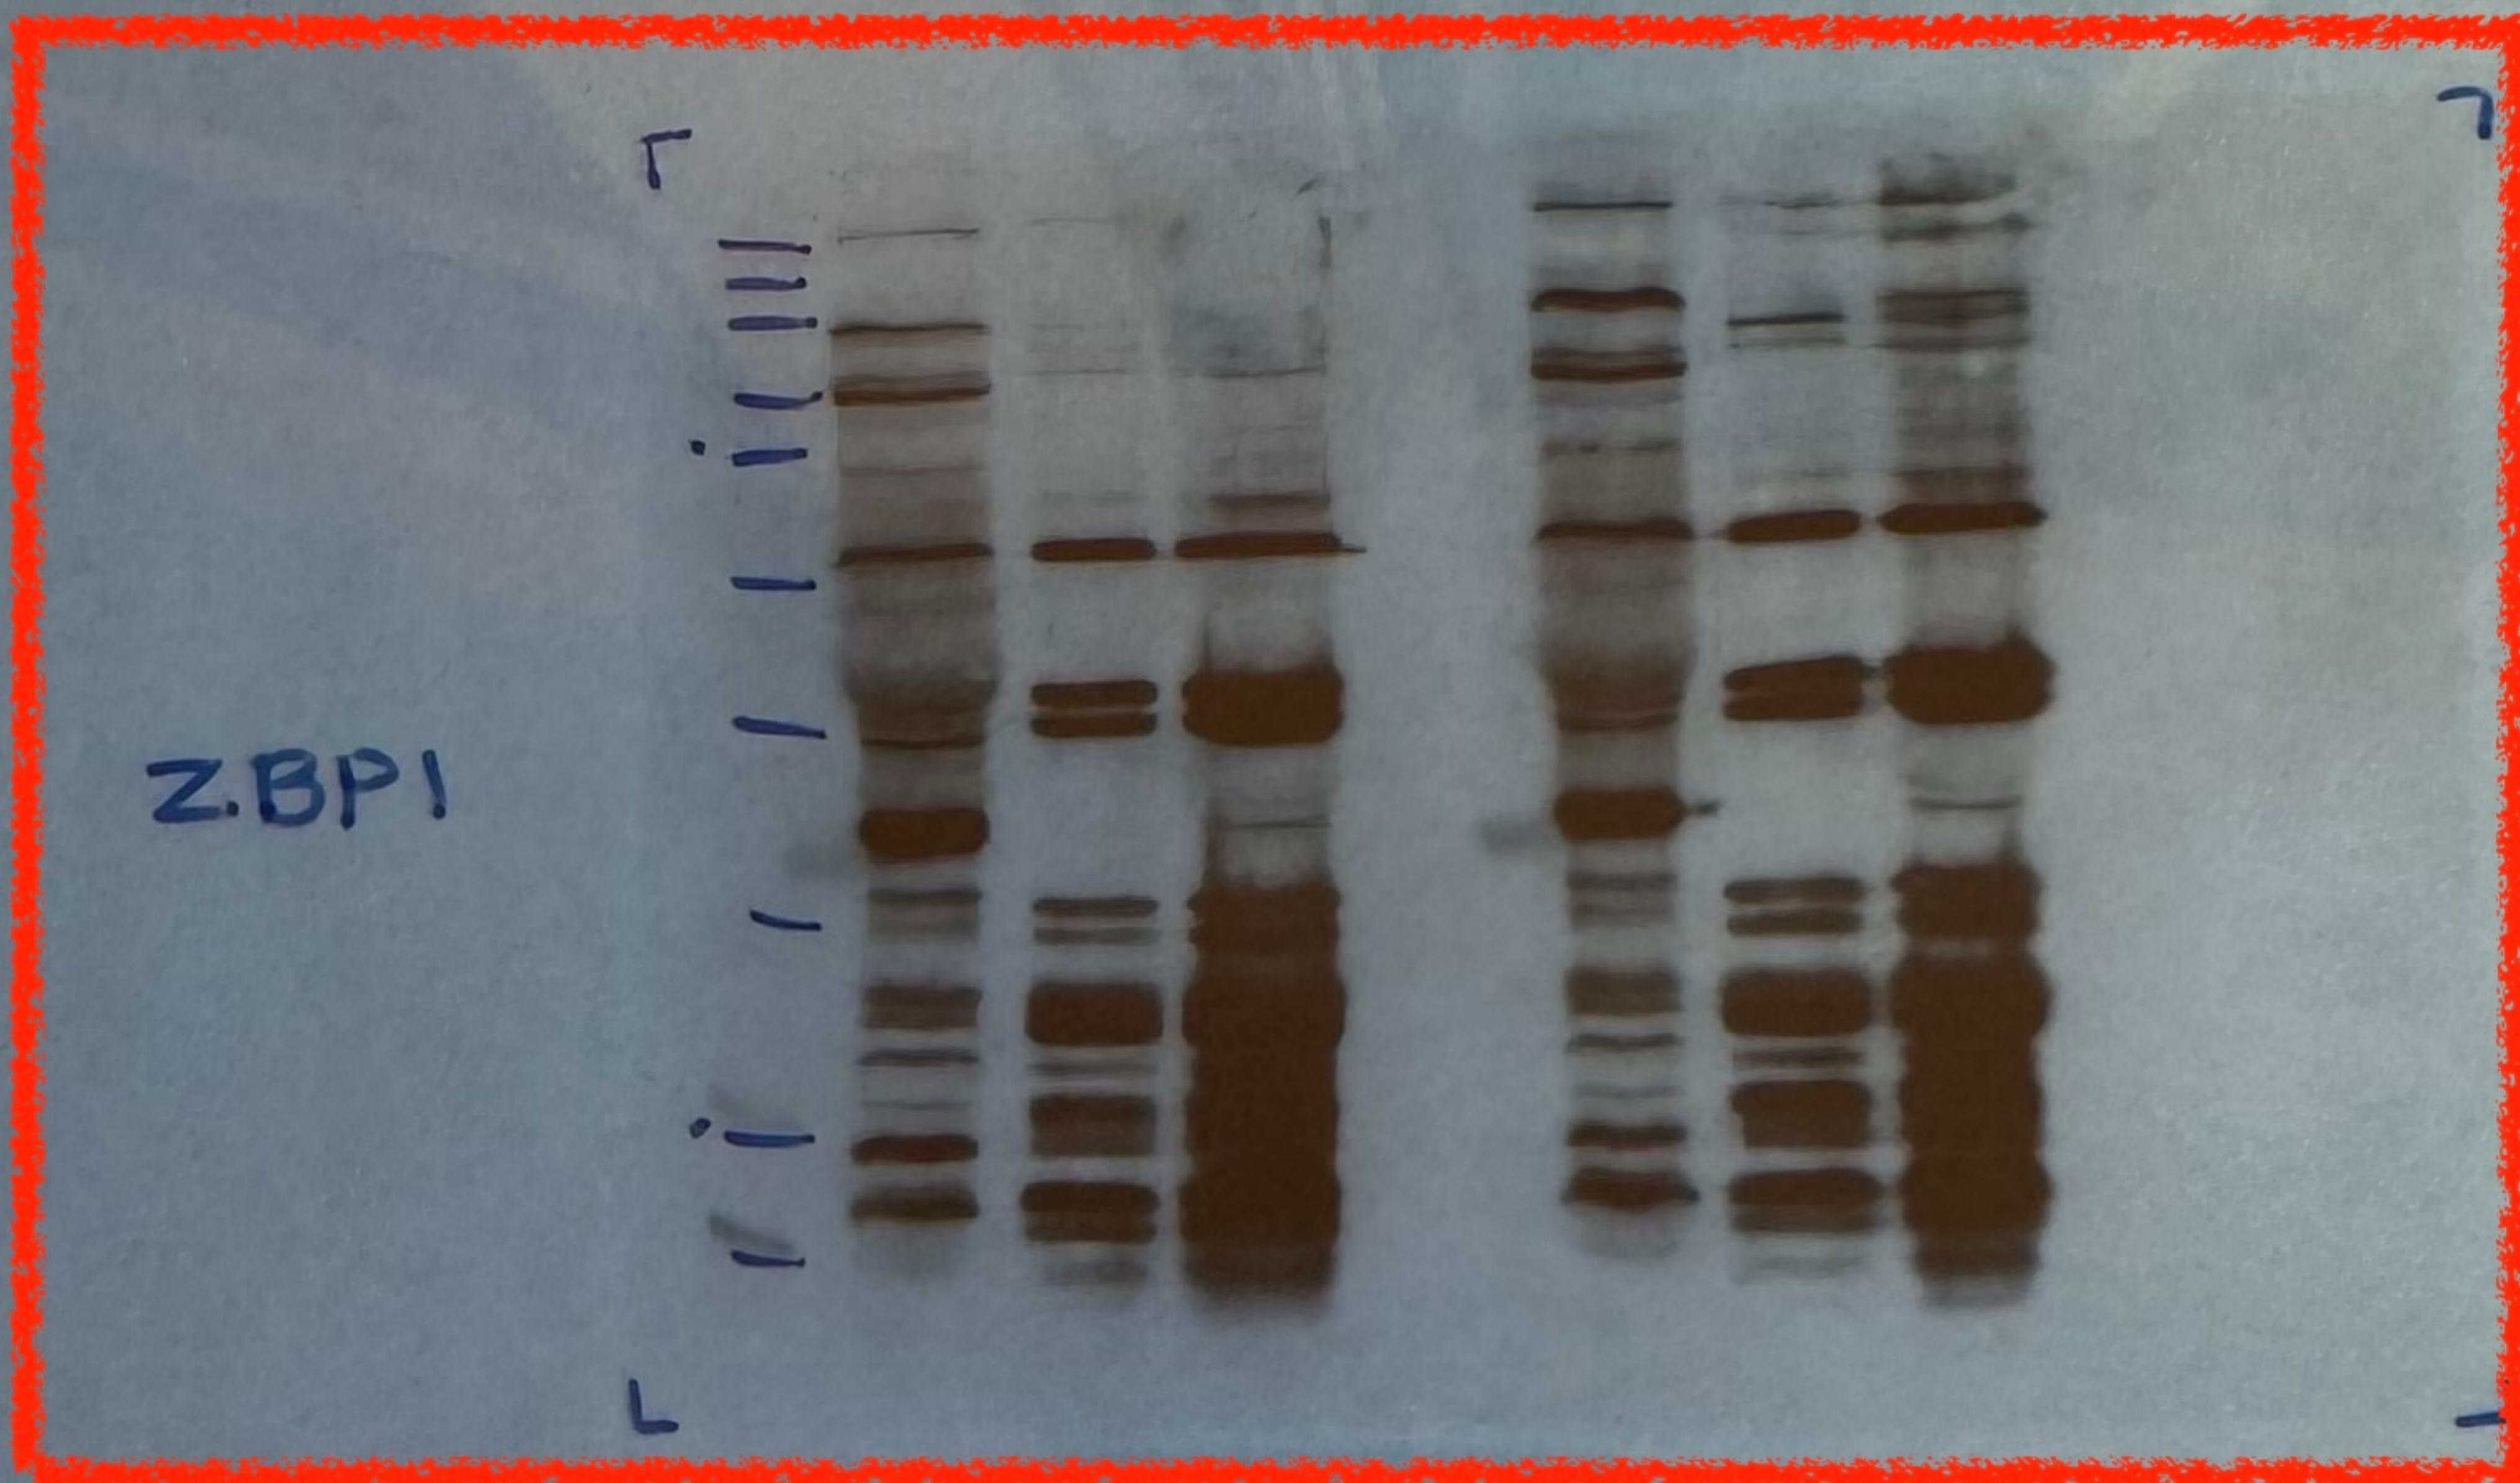

Fig 1

+

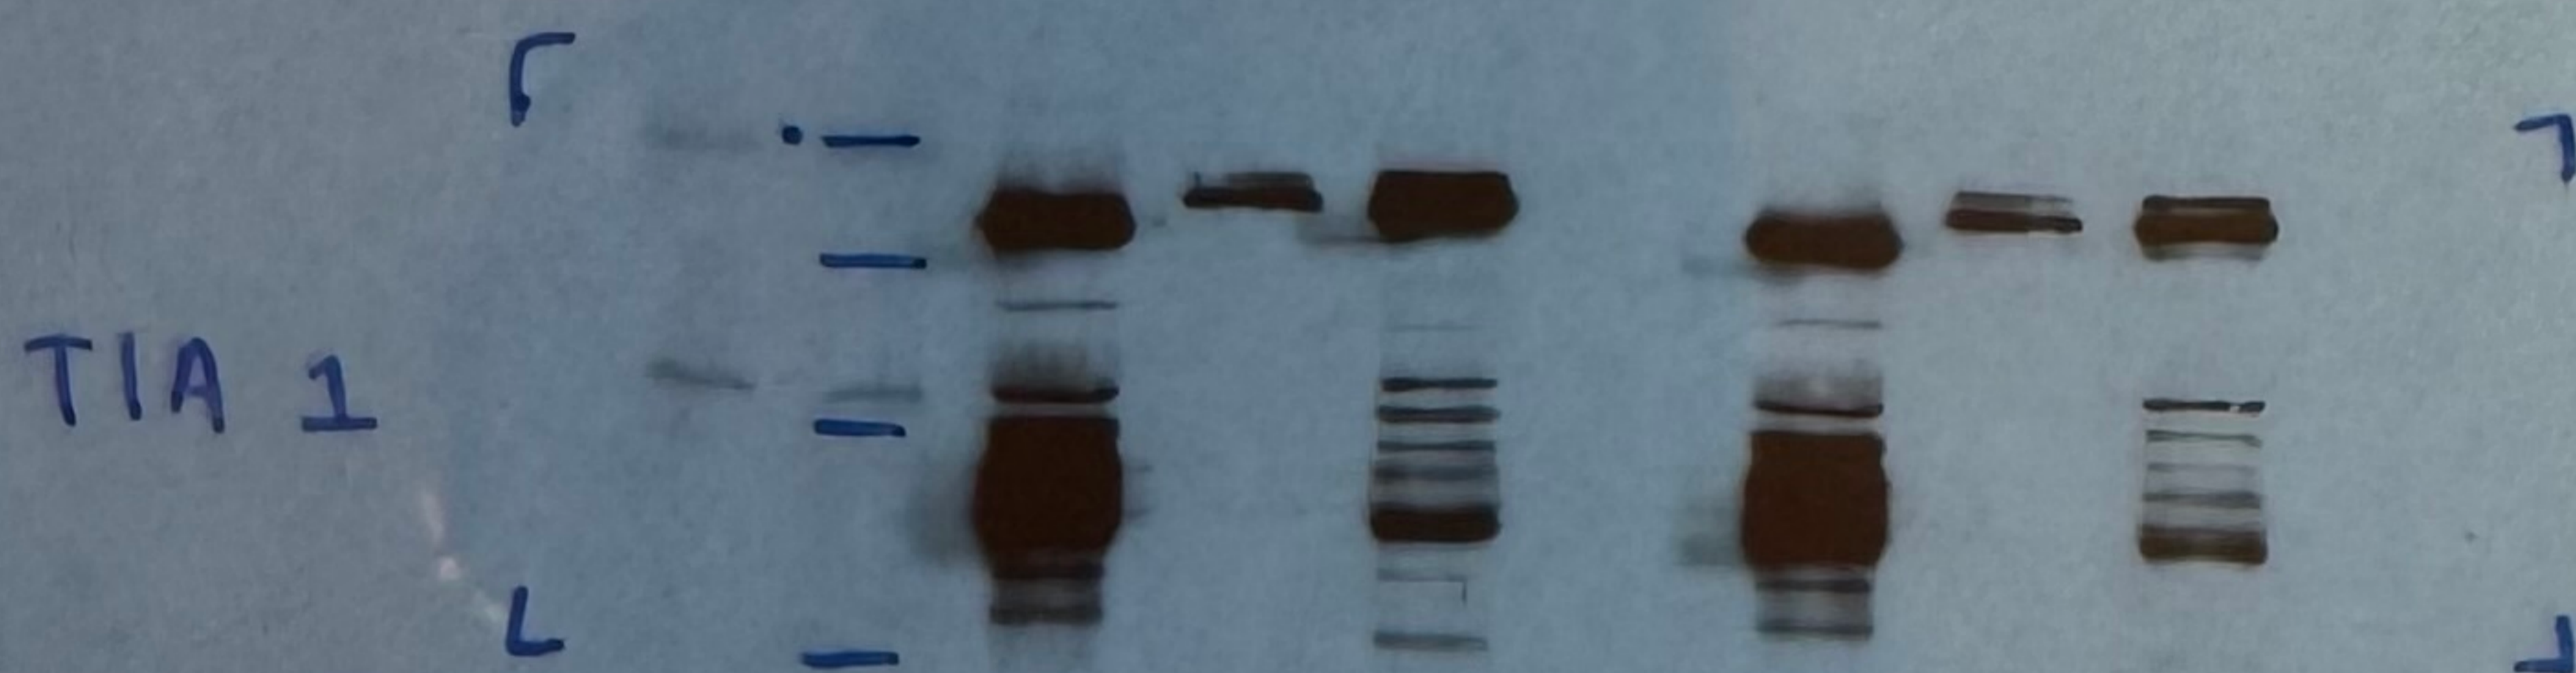

3

# Supplementary material for: FMRP regulates neuronal RNA granules containing stalled ribosomes, not where ribosomes stall
**Source:** eLife. 2026 Jul 20;14:RP106692. doi: 10.7554/eLife.106692

# LIVER

|       |   |   |   |
|-------|---|---|---|
| Puro  | - | + | + |
| Aniso | - | - | + |

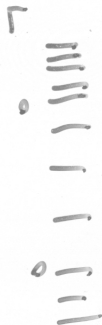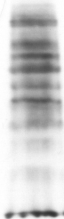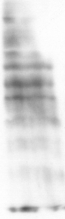

LIVER

|       |   |   |   |
|-------|---|---|---|
| Puro  | - | + | + |
| Aniso | - | - | + |

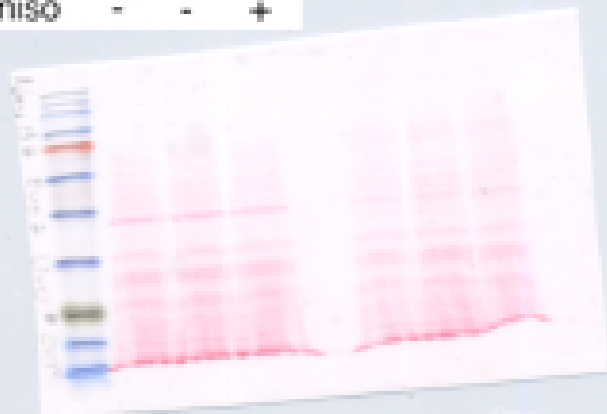

Pancreas

Liver

CHK

Aniso Puro Comp

Exp 2

BRAIN

Rat

Mouse  
WT

Mouse  
FMR1-

- + +  
- - +

- + +  
- - +

- + +  
- - +

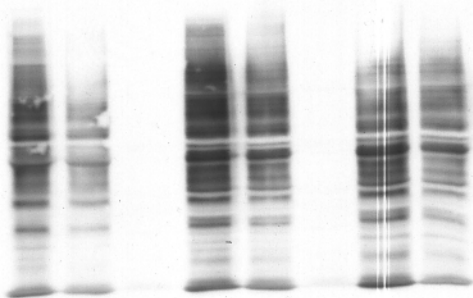

# BRAIN

| Rat |   |   | Mouse<br>WT |   |   | Mouse<br>FMR1- |   |   |
|-----|---|---|-------------|---|---|----------------|---|---|
| -   | + | + | -           | + | + | -              | + | + |
| -   | - | + | -           | - | + | -              | - | + |

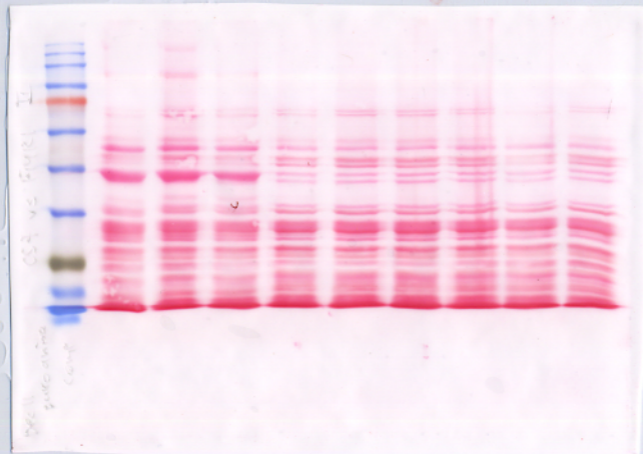

**Supplement:** Figure 2—source data 1.

# Supplementary material for: FMRP regulates neuronal RNA granules containing stalled ribosomes, not where ribosomes stall
**Source:** eLife. 2026 Jul 20;14:RP106692. doi: 10.7554/eLife.106692
**Supplement:** Figure 4—source data 1.

**Supplementary Table 4-1**. Data acquisition, reconstruction and refinement parameters and data deposition codes for the cryo-EM dataset.

|  | 80S Class 1 (A/P & P/E tRNA*) | 80S Class 2 (P/P tRNA*) | | |
| --- | --- | --- | --- | --- |
| Data Collection | | | |  |
| Microscope | Titan Krios | | |  |
| Detector | Gatan BioQuantum LS K3 | | |  |
| Nominal Magnification | 81,000x | | |  |
| Voltage (kV) | 300 | | |  |
| Total exposure (e^-^/Å^2^) | 40 | | |  |
| Number of frames | 30 | | |  |
| Defocus range (μm) | -1.25 to -2.75 | | |  |
| Calibrated physical pixel size (Å/px) | 1.09 | | |  |
| R Reconstruction and Refinement | | | |  |
| Particle number | 698,894 | | 141,803 |  |
| Resolution (Å) | Consensus map (CM): 80S (2.7Å)  Multi-body refinement (MBR): 40S (3.3Å) & 60S (2.7 Å) | | CM: 80S (3.2Å)  MBR: 40S (4.5Å) & 60S (3.2 Å) |  |
| Data Deposition |  | |  |  |
| EMDB code | EMDB-76370 | | EMDB-76379 |  |

* A/P tRNA: Aminoacyl / Peptidyl transfer RNA; P/P tRNA: Peptidyl / Peptidyl transfer RNA.

# Supplementary material for: FMRP regulates neuronal RNA granules containing stalled ribosomes, not where ribosomes stall
**Source:** eLife. 2026 Jul 20;14:RP106692. doi: 10.7554/eLife.106692
**Supplement:** MDAR checklist

## Materials Design Analysis Reporting (MDAR) Checklist for Authors

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife*'s [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### Materials:

| Newly created materials                                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend                                                                                                                                                                                                                                              | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | <p>In Data Availability section in Methods.</p> <p>"The cryo-EM maps obtained in this study have been deposited in the Electron Microscopy Data Bank (EMDB), and the accession codes are detailed in Supplemental Table 4-1. All sequences are available in the GEO database (GSE291701)."</p> |     |

| Antibodies                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. | In Key Resources Table at start of Methods.       |     |

| DNA and RNA sequences                                                                                               | Indicate where provided:<br>section/figure legend                                                     | N/A |
|---------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------|-----|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | <p>In Data Availability section in methods</p> <p>All sequences are available in the GEO database</p> | x   |

|  |               |  |
|--|---------------|--|
|  | (GSE291701)." |  |
|--|---------------|--|

| <b>Cell materials</b>                                                                                                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |                                                           | x          |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status.                                                           |                                                           | x          |

| <b>Experimental animals</b>                                                                                                                                                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | In Key Resources Table at start of Methods                |            |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           |                                                           | x          |

| <b>Plants and microbes</b>                                                                                                                                                   | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                           | x          |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      |                                                           | x          |

| <b>Human research participants</b>                                                                                             | <b>Indicate where provided:<br/>section/figure legend) or state<br/>if these demographics were not<br/>collected</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|------------|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                                      | x          |

## Design:

| <b>Study protocol</b>                                                                                                               | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                           | x          |

| <b>Laboratory protocol</b>                                                              | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |                                                           | x          |

| <b>Experimental study design (statistics details) *</b>                        |                                                                                                                      |            |
|--------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|------------|
| <b>For in vivo studies: State whether and how the following have been done</b> | <b>Indicate where provided:<br/>section/figure legend. If it could have been done, but was not, write "not done"</b> | <b>N/A</b> |
| Sample size determination                                                      |                                                                                                                      | x          |
| Randomisation                                                                  |                                                                                                                      | x          |
| Blinding                                                                       |                                                                                                                      | x          |
| Inclusion/exclusion criteria                                                   |                                                                                                                      | x          |

| <b>Sample definition and in-laboratory replication</b>                 | <b>Indicate where provided:<br/>section/figure legend</b>                  | <b>N/A</b> |
|------------------------------------------------------------------------|----------------------------------------------------------------------------|------------|
| State number of times the experiment was replicated in the laboratory. | The number of times the experiment was replicated is in the figure legends |            |
| Define whether data describe technical or biological replicates.       | The number of biological replicates is in the figure legends.              |            |

| <b>Ethics</b>                                                                                                                                                     | <b>Indicate where provided:<br/>section/submission form</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------|------------|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |                                                             | x          |

|                                                                                                                                                                     |                                                                                                                                                                                   |   |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---|
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | IN methods<br><br>All animal experiments were carried out in strict compliance with protocols approved by the Montreal Neurologic Institute animal committee (Protocol MNI-7285). |   |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                                                                                                                                                   | x |

| Dual Use Research of Concern (DURC)                                                                                                                      | Indicate where provided: section/submission form | N/A |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|-----|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |                                                  | x   |

### Analysis:

| Attrition                                                                                                                                                                                                             | Indicate where provided: section/figure legend                                                           | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------|-----|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | No exclusion criteria were pre-established and no samples or data points were omitted from the analysis. |     |

| Statistics                                                   | Indicate where provided: section/figure legend                            | N/A |
|--------------------------------------------------------------|---------------------------------------------------------------------------|-----|
| Describe statistical tests used and justify choice of tests. | The statistical tests and their justifications are in the figure legends. |     |

| Data availability                                                                                                                                                | Indicate where provided: section/submission form         | N/A |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------|-----|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data availability is in the methods section (See above). |     |

|                                                                                                                                          |                                                                                                                                                                                                                                         |  |
|------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | "The cryo-EM maps obtained in this study have been deposited in the Electron Microscopy Data Bank (EMDB), and the accession codes are detailed in Supplemental Table 4-1. All sequences are available in the GEO database (GSE291701)." |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                 |                                                                                                                                                                                                                                         |  |

| Code availability                                                                                                                                                                                                                                                  | Indicate where provided:<br>section/figure legend                          | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------|-----|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | All software used is detailed in the Key Resources section in the methods. |     |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility.                                                       |                                                                            | x   |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.                                                                                                                                                            |                                                                            | x   |

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                   | x   |

---

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's  $r$ , Cohen's  $d$ ))
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

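RPFs were sequenced from the pellet and from fraction 5/6 of sucrose gradients, and RNA from whole brain homogenate, of WT and FMR1 KO mice, with 3 libraries for each combination. A standard nuclease preparation with 10 mM MgCl2 and a low nuclease preparation with 2.5 mM were made. The comparisons in the passages use the standard preparation, as the paper does, and the low nuclease libraries serve as alternatives. The authors made the count values by trimming with Cutadapt 2.10, removing ribosomal and non-coding RNA reads with Bowtie2 2.3.5, aligning to GRCm38 with STAR 2.7.8a, removing duplicates marked by Picard 2.26.6 with SAMtools 1.19.2 and counting per gene with featureCounts 2.2.0, and the counts are whole numbers without normalization. These steps are those of the methods, and whether duplicates were removed before these counts is uncertain. The authors made the peak height values, as deposited, by calling peaks of RPF coverage per sample on Ensembl 102 transcripts, and the heights are not scaled between samples. Whether the minimum of 4 times the transcript's average was applied to the deposited peaks is not stated. Each sample's condition was read from its label and checked against the paper's description.

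Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes of a non-protein-coding biotype were left out, as in the paper, with biotypes from GENCODE M21. Genes were filtered with filterByExpr over the compared groups, normalized by TMM and tested with the quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Log values used a prior count of 2. Abundance compares pellet RPFs of FMR1 KO and WT. Occupancy and enrichment are the interactions of genotype with pellet against RNA-seq and pellet against fraction 5/6, and within a genotype the same contrasts without genotype. Gene lists were those of the paper, from Shah et al., Maurin et al. and Darnell et al., and their subsets. The occupancy levels of the subsets were added after the other results were known. Lists were tested by camera on signed z scores from the edgeR p values, with a preset correlation of 0.01. The shifts given are differences of mean log2 fold changes. List levels were placed among 10000 random lists drawn with a fixed seed. Genes with 0 counts in a group are given as lower bounds against a floor of 3 counts. Replicate numbers were not taken as pairs. Data were simulated at the depth and spread of these libraries, with 200 genes above a minimum mean count changed by 2-fold or 4-fold. Of these, 90% were recovered in RNA-seq, 45% in abundance, 28% in occupancy and 8.5% in enrichment, which limits single genes. The parts of depth and spread in this limit were not separated. A list shift of -0.3 was found as -0.29, -0.30, -0.33 and -0.33. Genes were simulated independently, while members of the real lists vary together, with an estimated correlation of 0.18 for the Darnell and 0.46 for the run-off-resistant list in abundance. This recovery therefore does not bear on whether the list calls hold.

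Peaks were analysed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The middle of an interval was taken as the zenith, and zeniths within 6 nt were matched. Motif windows were 35 nt long, with 17 nt to each side, and were searched for 8 consensus motifs without FIMO's score, against 100 random windows per peak. Intervals at peaks come from 1000 bootstraps over mRNAs. Matches of genes to ribosomal RNA used BLAST 2.17.0 with at least 30 nt and 90% identity. Figures were drawn with matplotlib 3.10.9. Distances, alternatives and the splits of the libraries into other groups are given in the closing section. Alternatives included DESeq2 1.42.0, library size alone, other filters, the replicate block, other list tests, other peak windows and leaving out each replicate. The choices of comparisons, tests, lists and alternatives were made before the data were examined, apart from those the closing section names as added.

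Genes named in the text followed a rule: the genes the paper names, in each comparison the 5 largest rises and 5 largest falls among genes past the threshold whose libraries do not overlap, the sex-linked Xist, Ddx3y, Uty, Kdm5d and Eif2s3y, and Wdfy1, Gabra2, Nnt and Ide from the paper's supplementary tables. For peaks, it was Tubb2b and the 5 mRNAs with most peaks. GSEA, GO terms, imaging, blots and the structural data were not analysed here. Lengths of the fragments were not analysed here.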

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

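Of the tests in this part, those of a wrong genotype label on the RNA-seq libraries and of the mRNA level of Ankrd6 and Adam12 were chosen after the result was seen. The change of the FMRP targets between the genotypes was compared between the pellets of the standard and the low nuclease preparation, of which the paper follows only the first for this question. The genotype by preparation shift relative to the other mRNAs was -0.1408 for the Maurin targets (n = 264, adjusted p = 0.0062 from camera) and -0.14351 for the Darnell targets (n = 759, adjusted p = 0.0019 from camera). The targets themselves had a mean genotype by preparation value of -6.2e-04 and 0.0013, against 0.14 and 0.14 for the other mRNAs. Since TMM sets where 0 lies, these means do not show which of the 2 sides moved. For the mRNAs resistant to run-off the shift was 0.051 (n = 186, adjusted p = 0.557 from camera). With a correlation estimated from the data, the unadjusted p was 0.547 for the Maurin and 0.423 for the Darnell targets. Taking each library as 1 value, the difference of differences was -0.064 and -0.075 (exact permutation test over libraries, two-sided p = 0.73 and 0.595). Cdk8 and 20 other genes with over 0.5% of the counts of a library take 63.3% of the counts in the standard pellet. Without them, the shift of the Darnell targets in the standard pellet was -0.14907 against -0.16 with them. A change of the library totals moves the list and the other mRNAs alike, so this decides nothing about composition, which stays open. An effect that is the same in both preparations cannot be told apart from one that differs, since the call depends on the correlation between genes. The preparations differ in nuclease and in MgCl2, whose parts were not separated, and a biological difference was not tested. As large an abundance shift in the low nuclease pellet was given by 2 of the 10 splits of the 6 libraries for the mRNAs resistant to run-off, by 5 for the Maurin and by 6 for the Darnell targets. In that pellet, the mRNAs resistant to run-off shifted by -0.20 (n = 186, adjusted p = 0.0026 from camera), and those of them that were not FMRP targets by -0.30 (n = 65, adjusted p = 6.0e-04 from camera), while the exact two-sided permutation p over libraries was 0.2 for both.

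In the low nuclease pellet, 15264 genes were tested between the genotypes and 3 had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all of them lower in FMR1 KO. They came up because the paper does not report changes of single mRNAs for this preparation. Fmr1 changed by -2.92, Ankrd6 (chromosome 4 from 32804035 to 32950841) by -3.76 and Adam12 (chromosome 7 from 133883199 to 134232146) by -3.35. Ankrd6 had 201.8 ± 43.4 CPM in WT and 14.8 ± 0.18 in FMR1 KO (SD, n = 3), and Adam12 41.9 ± 1.86 and 4.08 ± 1.22 (SD, n = 3). Without replicate 1 of both genotypes 6 genes passed, which included 1 of the 3, without replicate 2 there were 0 (982 at an unadjusted p under 0.05) and without replicate 3 there was 1, which was not among the 3. At the same time, 5 of the 10 splits of the 6 libraries gave at least 3 genes. The mean log2 fold change of Ankrd6 and Adam12 in the whole-brain RNA-seq was -0.27972, far from the -3.55 in the low nuclease pellet, which argues against a lower level of these 2 mRNAs. In the standard nuclease pellet it was 0.24001, which argues against a change that does not depend on the preparation, while nuclease and MgCl2 were not separated. In fraction 5/6 of the low nuclease preparation Ankrd6 changed by -2.22 and Adam12 by -0.00094. Fragments that only this preparation leaves on these mRNAs stay open and were not tested, and no biological explanation was tested.

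Fraction 5/6 has deposited peaks that the paper does not compare between the genotypes. By the rule used for the pellet, 187 peaks were in all 6 samples, 122 in the WT samples only and 163 in the FMR1 KO samples only. The number in 1 genotype only, 285, was reached by 7 of the 10 splits of the 6 samples, from 221 to 534. Within a genotype, 17.2% ± 3.81 of the peaks lay within 6 nt of each other (SD, 6 pairs) and 17.6% ± 3.28 between the genotypes (SD, 9 pairs; exact permutation test, one-sided p = 0.7). The WT samples include the library labelled WT fraction 5/6 replicate 3, and without it 1015 peaks were in WT only and 267 in FMR1 KO only, where fewer samples have to share a peak. No technical or biological explanation was tested.

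Whole-brain RNA-seq of the standard preparation held no counts of the Y-linked Eif2s3y in FMR1 KO, at least 2113-fold lower than in WT. As many genes as in the comparison of the genotypes, 12, came from 1 of the 10 splits of the 6 libraries, the real one. The X-linked partners of these genes, Kdm6a, Kdm5c and Ddx3x, were higher in FMR1 KO by 0.44548 on average (log2), with each FMR1 KO library above each WT library, and this mean lay above 99.43% of random sets of 3 X-linked genes. Their adjusted p was 0.0147, 0.0147 and 0.0053 over the 3 genes and 0.9994 over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A difference in the sex of the animals may therefore lie behind the Y-linked genes. A wrong genotype label would raise Fmr1, which was lower by a log2 fold change of -1.896. The pellet libraries of FMR1 KO and the low nuclease RNA libraries did hold Y-linked mRNAs, so the absence was in the 3 standard FMR1 KO RNA-seq libraries alone among the FMR1 KO libraries. If the sex of the animals differed, it is confounded with genotype in these 3 libraries, and whether it moved other genes was not tested. The Y-linked mRNAs in the FMR1 KO pellets argue against the same pools of animals behind those pellets and this RNA-seq. Occupancy in FMR1 KO would then set pellets against RNA of other animals.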

How the results depend on the processing

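Among the tests below, those that leave out a single library, fit the list shifts with all groups, or fit the list shifts with the replicate block within each genotype were chosen after seeing the data, and the other alternatives were set beforehand. Across the alternatives that keep every library, 79 results of comparisons have 556 values, of which 389 kept their direction and their side of the threshold, or moved by less than the spread. The remaining ones were 53 that no longer passed, 4 that newly passed, 77 that moved and 33 that changed direction. For the 44 named genes, 353 of 412 values held, 37 no longer passed, 7 newly passed and 15 changed direction. All results kept their direction and side of the threshold with DESeq2's size factors in edgeR, all genes in place of protein-coding ones or the other distances. The same held for the 200 or 1000 highest mRNAs, 1 transcript per gene and a background of all coding sequences. The distance of 1 minus Spearman's correlation still moved the ratio of distances between pellet and RNA-seq from 2.38 to 6.92. Unless a sentence says otherwise, the cause was not tested.

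DESeq2 in place of edgeR raised the counts of genes with an adjusted p under 0.05, to 24 for RNA-seq (12 higher, 12 lower), 66 for abundance (46 higher, 20 lower), 63 for occupancy (36 higher, 27 lower), 41 for enrichment (38 higher, 3 lower), 80 for fraction 5/6 (3 higher, 77 lower), 89 for low nuclease pellet (57 higher, 32 lower) and 90 for enrichment within WT (10 higher, 80 lower). With library size only in place of TMM, the counts were 287 for abundance (169 higher, 118 lower), 11 for enrichment (9 higher, 2 lower), 201 for fraction 5/6 (58 higher, 143 lower), 170 for enrichment within WT (41 higher, 129 lower) and 235 for enrichment within FMR1 KO (135 higher, 100 lower). The median log2 fold change of all genes then moved to -0.30 for abundance, -0.27 for occupancy, -0.71 for enrichment and 0.43 for fraction 5/6. In occupancy within WT and within FMR1 KO, library size only gave 421 higher and 14180 lower genes and 433 higher and 13850 lower genes, against 5033 and 5542 and 5144 and 5679 with TMM. The abundance shifts under library size only were -0.065 for run-off-resistant mRNAs, -0.12 for Maurin targets and -0.13 for Darnell targets, and the occupancy shifts -0.11 for run-off-resistant mRNAs, -0.15 for run-off-resistant FMRP targets, -0.14 for Maurin targets resistant to run-off and -0.15 for Darnell targets resistant to run-off, none of which passed. The enrichment shifts that newly passed were 0.19 for run-off-resistant mRNAs and 0.20 for Maurin targets. Single genes that changed direction under library size only were Tubb2b in abundance (-0.25), in occupancy within WT (-1.21) and within FMR1 KO (-1.48), and both gene identifiers of Nnt in occupancy (-0.21 for Nnt (ENSMUSG00000025453) and -0.21 for Nnt (ENSMUSG00000116207)).

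With at least 10 counts in every sample, the counts were 7 for RNA-seq (5 higher, 2 lower), 5 for occupancy (3 higher, 2 lower) and 1 for enrichment within WT (1 higher, 0 lower), where fewer genes are tested by construction. In that setting, the RNA-seq shift of the run-off-resistant mRNAs was -0.0025, and the enrichment shifts that newly passed were 0.21 for Maurin targets and 0.11 for Darnell targets. Without a filter, the enrichment shifts were -0.014 for Darnell targets and 0.19 for Maurin targets resistant to run-off, the share of FMRP targets was 4.60%, and the levels of abundance in ln RPKM were 2.71 for run-off-resistant mRNAs, 2.16 for Maurin targets and 1.92 for Darnell targets in WT and 2.63 for run-off-resistant mRNAs, 2.06 for Maurin targets and 1.82 for Darnell targets in FMR1 KO. Fitting all groups together gave 3 for abundance (0 higher, 3 lower), without Fmr1 or Wdfy1, and 5 for occupancy (5 higher, 0 lower). The replicate block, which treats libraries of the same number as paired, gave 0 for abundance, 7 for occupancy (6 higher, 1 lower), 1 for enrichment (1 higher, 0 lower), 0 for low nuclease pellet, 0 for enrichment within WT and 662 for enrichment within FMR1 KO (646 higher, 16 lower). At an unadjusted p under 0.05 there were 577 genes for abundance, 577 for the low nuclease pellet and 1775 for enrichment within WT. With the replicate block within genotype, the count was 2 for enrichment (2 higher, 0 lower). The enrichment shift of the Maurin targets resistant to run-off no longer passed with DESeq2 (0.23), the replicate block (0.17) and the replicate block within genotype (0.095).

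With the low nuclease RNA libraries in place of the standard ones, the counts were 0 for RNA-seq and 1 for occupancy (1 higher, 0 lower), with 344 RNA-seq genes at an unadjusted p under 0.05. In 3 of these 6 libraries, 10 genes took 82.4%, 85.0% and 82.8% of the counts, which may lie behind these changes but was not tested. The RNA-seq shifts became -0.19 for run-off-resistant mRNAs, -0.064 for Maurin targets and -0.19 for Darnell targets, and the occupancy shifts 0.032 for run-off-resistant mRNAs, -0.12 for Maurin targets, -0.0092 for Darnell targets, 0.013 for run-off-resistant FMRP targets, 0.067 for run-off-resistant mRNAs that are not FMRP targets, -0.019 for Maurin targets resistant to run-off, -0.16 for Maurin targets not resistant to run-off, 0.021 for Darnell targets resistant to run-off and -0.015 for Darnell targets not resistant to run-off. Y-linked genes changed direction in RNA-seq (0.19 for Ddx3y, 0.59 for Eif2s3y, 0.25 for Kdm5d and 0.35 for Uty) and in occupancy (-0.23 for Ddx3y, -0.55 for Eif2s3y, -0.56 for Kdm5d and -0.64 for Uty). With both RNA sets together, the count for RNA-seq was 8 (7 higher, 1 lower), with 3 of the 12 genes kept, and the RNA-seq shifts were -0.094 for run-off-resistant mRNAs, -0.0089 for Maurin targets and -0.072 for Darnell targets. In the low nuclease pellet, Ddx3y and Eif2s3y changed direction in abundance (0.017 for Ddx3y and 0.21 for Eif2s3y), and the abundance shifts were -0.047 for Maurin targets and -0.045 for Darnell targets. That of the run-off-resistant mRNAs still passed, at -0.20.

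Under fry and under camera with an estimated correlation, the shifts that no longer passed were those for abundance (-0.16 for Darnell targets, -0.16 for Maurin targets and -0.12 for run-off-resistant mRNAs), occupancy (-0.25 for Darnell targets, -0.21 for Darnell targets resistant to run-off, -0.25 for Darnell targets not resistant to run-off, -0.26 for Maurin targets, -0.19 for Maurin targets resistant to run-off, -0.28 for Maurin targets not resistant to run-off, -0.17 for run-off-resistant mRNAs and -0.21 for run-off-resistant FMRP targets) and enrichment (0.24 for Maurin targets resistant to run-off). These settings change the test and not the shift. Against expression-matched random lists, the shifts were -0.057 for run-off-resistant mRNAs, -0.018 for Maurin targets and -0.028 for Darnell targets in RNA-seq, -0.23 for run-off-resistant mRNAs in abundance, -0.15 for run-off-resistant mRNAs, -0.21 for run-off-resistant FMRP targets, -0.20 for Maurin targets resistant to run-off and -0.21 for Darnell targets resistant to run-off in occupancy, and -0.20 for run-off-resistant mRNAs, -0.14 for Maurin targets, -0.16 for Darnell targets and -0.16 for Maurin targets resistant to run-off in enrichment. Against expression- and length-matched random lists, they were -0.068 for run-off-resistant mRNAs, -0.047 for Maurin targets and -0.052 for Darnell targets in RNA-seq, -0.17 for run-off-resistant mRNAs in abundance, -0.076 for run-off-resistant mRNAs, -0.12 for run-off-resistant FMRP targets, 0.0093 for run-off-resistant mRNAs that are not FMRP targets, -0.091 for Maurin targets resistant to run-off and -0.12 for Darnell targets resistant to run-off in occupancy, and -0.12 for run-off-resistant mRNAs, -0.15 for Maurin targets, -0.18 for Darnell targets and -0.082 for Maurin targets resistant to run-off in enrichment. By the median of the list, the RNA-seq shift of the run-off-resistant mRNAs was -0.021, and the occupancy level in FMR1 KO of the Maurin targets not resistant to run-off was -0.023.

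Matched on whole-brain RNA level, the levels of abundance were 1.02 for run-off-resistant mRNAs, 0.44 for Maurin targets and 0.28 for Darnell targets in WT and 1.00 for run-off-resistant mRNAs, 0.39 for Maurin targets and 0.23 for Darnell targets in FMR1 KO. The occupancy levels in FMR1 KO were 1.53 for run-off-resistant mRNAs, 0.66 for Maurin targets, 0.43 for Darnell targets, 1.48 for run-off-resistant FMRP targets, 1.55 for run-off-resistant mRNAs that are not FMRP targets, 1.50 for Maurin targets resistant to run-off, 0.34 for Maurin targets not resistant to run-off, 1.49 for Darnell targets resistant to run-off and 0.21 for Darnell targets not resistant to run-off, and the enrichment levels in FMR1 KO 0.84 for Maurin targets and 0.61 for Darnell targets. In log2 CPM without gene length, which is another unit, the abundance levels were 3.71 for run-off-resistant mRNAs, 3.57 for Maurin targets and 2.87 for Darnell targets in WT and 3.62 for run-off-resistant mRNAs, 3.45 for Maurin targets and 2.74 for Darnell targets in FMR1 KO.

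For peaks, absence from at least 2 of 3 samples gave 497 for peaks in FMR1 KO only and 683 for peaks in WT only, the stricter height 80 for peaks in FMR1 KO only and 128 for peaks in WT only, zeniths within 6 nt of the first replicate 294 for peaks in FMR1 KO only and 395 for peaks in WT only, a window of 12 nt 782 for peaks in all samples, a window of 3 nt 164 for peaks in WT only and 159 for peaks in all samples and identical positions 16 for peaks in FMR1 KO only, 40 for peaks in WT only and 15 for peaks in all samples. The motif share in percent was 44.8 for peaks in FMR1 KO only, 41.8 for peaks in WT only and 48.1 for peaks in all samples with 10 nt each side, 70.9 for peaks in FMR1 KO only, 77.7 for peaks in WT only and 80.7 for peaks in all samples with 25 nt each side, and 48.5 for peaks in FMR1 KO only, 49.8 for peaks in WT only and 54.0 for peaks in all samples without WGGA. Against shuffled sequences in place of random windows, the excess in percentage points was 4.64 for peaks in FMR1 KO only, 15.5 for peaks in WT only and 17.3 for peaks in all samples. With peaks matched within 3 nt, the ratio of aspartate was 1.18 for peaks in all samples with an interval that includes 1, and that of glutamate 1.04 for peaks in WT only and 1.08 for peaks in all samples. A minimum of 8 times the transcript's mean at the zenith was not run, since the deposited peaks hold no coverage.

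Leaving out replicates or single libraries, 221 of 367 values of the comparisons held, 28 no longer passed, 35 newly passed, 56 moved and 27 changed direction. The counts of genes ranged over 1 to 8 for abundance, 16 to 27 for occupancy, 0 to 9 for enrichment, 0 to 11 for fraction 5/6, 0 to 6 for low nuclease pellet, 0 to 1273 for enrichment within WT and 7 to 1602 for enrichment within FMR1 KO. Without the library labelled WT fraction 5/6 replicate 3, enrichment within WT reached 1273 genes, and without replicate 3 of both library types enrichment within FMR1 KO gave 7. The RNA-seq shifts ranged over -0.063 to 0.056 for run-off-resistant mRNAs, -0.029 to 0.10 for Maurin targets and -0.065 to 0.12 for Darnell targets. Abundance shifts were -0.26 to 0.096 for run-off-resistant mRNAs, -0.26 to -0.055 for Maurin targets and -0.23 to -0.085 for Darnell targets, with the highest for the run-off-resistant mRNAs without WT pellet replicate 3. Occupancy shifts were -0.32 to 0.012 for run-off-resistant mRNAs, -0.38 to -0.10 for Maurin targets, -0.34 to -0.099 for Darnell targets, -0.34 to -0.0090 for run-off-resistant FMRP targets, -0.31 to 0.18 for run-off-resistant mRNAs that are not FMRP targets, -0.33 to -0.0034 for Maurin targets resistant to run-off, -0.40 to -0.14 for Maurin targets not resistant to run-off and -0.35 to -0.013 for Darnell targets resistant to run-off. Enrichment shifts were -0.33 to 0.31 for run-off-resistant mRNAs, -0.25 to 0.30 for Maurin targets, -0.21 to 0.17 for Darnell targets and -0.32 to 0.46 for Maurin targets resistant to run-off, the lowest of each without the library labelled WT fraction 5/6 replicate 3.

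Levels in FMR1 KO with a replicate left out ranged over 1.41 to 1.55 for Maurin targets and 1.17 to 1.30 for Darnell targets in abundance and 0.36 to 0.47 for Maurin targets, 0.14 to 0.25 for Darnell targets, 0.11 to 0.21 for Maurin targets not resistant to run-off and -0.034 to 0.074 for Darnell targets not resistant to run-off in occupancy. The overlap of the 500 most occupied mRNAs was 57.0 to 71.6%. Single genes that changed direction with a replicate or library left out were, in abundance, -0.15 to 0.042 for Eif2s3y and -0.065 to 0.12 for Tubb2b, in occupancy -0.93 to 0.25 for Gabra2, -0.22 to 0.12 for Tubb2b, -0.11 to 0.19 for Nnt (ENSMUSG00000025453) and -0.11 to 0.19 for Nnt (ENSMUSG00000116207), and in enrichment -1.14 to 0.26 for Fmr1. With a replicate left out of each group, the pellet gave 510 to 763 for peaks in all samples, 1877 to 2757 for peaks in WT only and 1267 to 2219 for peaks in FMR1 KO only. In fraction 5/6 without the library labelled WT fraction 5/6 replicate 3, there were 1015 for fraction 5/6 peaks in WT only and 267 for fraction 5/6 peaks in FMR1 KO only. Fewer samples have to share a peak, or to lack it, in these settings. The ratio of aspartate was 1.12 to 1.17 for peaks in all samples, 1.07 to 1.20 for peaks in WT only and 1.11 to 1.22 for peaks in FMR1 KO only, and that of glutamate 1.00 to 1.02 for peaks in all samples, 0.868 to 0.997 for peaks in WT only and 1.05 to 1.16 for peaks in FMR1 KO only. The interval excluded 1 for aspartate in both classes of 1 genotype only in all 3 fits, and for glutamate, lower at peaks in WT only and higher at peaks in FMR1 KO only, without replicate 1 and without replicate 3. The difference of glutamate from the peaks in all samples, computed after the ratios were seen, excluded 0 only without replicate 3. It was -0.137 in WT only and 0.152 in FMR1 KO only. The difference of FMR1 KO only minus WT only excluded 0 for glutamate without replicate 1 (0.1915) and without replicate 3 (0.2884). For aspartate it excluded 0 only without replicate 3 (0.1462). In libraries simulated at the depth and spread of these data, genes above a minimum mean count were changed. Their 4-fold changes were recovered in 98.9% of genes for RNA-seq, 73.5% for abundance, 49.5% for occupancy and 16.2% for enrichment. This limits the counts of single genes most for enrichment.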

Differences from the paper's values

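The tests that leave out a single library and those with the replicate block within genotype were chosen after seeing the values, and the other alternatives were set before the data were examined. All paper's values below were read from its supplementary tables except the number of shared peaks. For lists, they are the mean of the list minus the mean of all genes. The copy of the tables of levels and of changes is cut off, with for instance 1998 of 13079 rows held for the change of abundance, so these means are the averages that the tables themselves print and were not recomputed. Occupancy between the genotypes (log2) was -0.25 for the Maurin targets against the paper's -0.0320, and -0.24 for the Darnell targets against the paper's -0.0315. These gaps are only slightly larger than the spread between the libraries, 0.22 and 0.197, so an alternative that hardly moved the value can fall within it. For the Maurin targets, 9 of 16 alternatives set before the data were examined came within the spread: DESeq2's size factors in edgeR (-0.25), library size only (-0.22), DESeq2 (-0.25), at least 10 counts in every sample (-0.16), the replicate block (-0.23), without replicate 3 (-0.18), the low nuclease RNA libraries (-0.12), the median of the list (-0.14), and expression- and length-matched random lists (-0.17). Chosen after seeing the values, the replicate block within genotype (-0.20) and leaving out WT pellet replicate 3 (-0.19), FMR1 KO pellet replicate 2 (-0.10) or FMR1 KO pellet replicate 3 (-0.24) also did. For the Darnell targets, 9 of 16 did: library size only (-0.20), at least 10 counts in every sample (-0.14), the replicate block (-0.22), without replicate 1 (-0.20) and replicate 3 (-0.21), the low nuclease RNA libraries (-0.0088), the median of the list (-0.13), expression-matched (-0.21) and expression- and length-matched random lists (-0.17). Chosen after seeing the values, the replicate block within genotype (-0.20) and leaving out WT pellet replicate 3 (-0.20), FMR1 KO pellet replicate 1 (-0.22) or FMR1 KO pellet replicate 2 (-0.095) also did. The remaining alternatives did not. Of those set before the data were examined, the low nuclease RNA libraries, the median of the list and at least 10 counts in every sample came nearest to the paper's values. The measures also differ. For occupancy and enrichment between the genotypes, the paper divides counts before its test, while here an interaction was fitted to the counts. None of the alternatives repeats that division, so its part in the gaps is not known.

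Abundance in ln RPKM minus all genes was 1.24 for the Darnell targets in WT against the paper's 1.40, and of 8 alternatives set before the data were examined only without replicate 2 (1.31) closed the gap. In FMR1 KO it was 2.05 for the mRNAs resistant to run-off against the paper's 2.19, where only without replicate 2 (2.14) closed it. For the Maurin targets in FMR1 KO it was 1.45 against the paper's 1.60, and for the Darnell targets 1.16 against the paper's 1.35, and none of the 8 alternatives set before the data were examined closed these gaps.

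The log2 fold change of Wdfy1 in abundance was -3.51 against the paper's -4.03. Of 12 alternatives set before the data were examined, library size only (-3.88) and without replicate 2 (-3.70) closed the gap, as did leaving out FMR1 KO pellet replicate 2 (-3.75), chosen after seeing the values. In occupancy, Fmr1 changed by -1.85 against the paper's -0.57, Ddx3y by 8.41 against the paper's 7.52 and Uty by 8.39 against the paper's 6.88. None of the alternatives set before the data were examined closed these gaps, 13 for Fmr1 and 12 for each of the others. None of them repeats the paper's division of pellet counts by RNA-seq counts.

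Peaks in all 6 pellet samples numbered 287 against the paper's 615. Of 11 alternatives set before the data were examined, a window of 12 nt (782) and leaving out replicate 1 (510), 2 (763) or 3 (699) came within 1.5 times the paper's number, and the other 7 did not. The paper's table of peaks in WT only lists 181, of which 1 lay within 6 nt of a peak of that class here and 92 within 6 nt of a peak of an FMR1 KO sample, so for this class the motifs and residues below come from different peaks. The tables of the other classes hold 603 and 122 peaks, fewer than the paper gives, so their overlap is not given here. The ratio of aspartate at peaks to its background was 1.18 against the paper's 2.13 for peaks in all samples, 1.10 against the paper's 2.06 in WT only and 1.17 against the paper's 2.43 in FMR1 KO only. For glutamate it was 0.997 against the paper's 1.70, 0.946 against the paper's 1.70 and 1.07 against the paper's 2.07. The background itself was 5.58% for aspartate against the paper's 3.01%, and 7.71% for glutamate against the paper's 4.58%. None of the 6 alternatives set before the data were examined closed these gaps. The paper's ratios follow the headings of its table, in which glutamate makes up 7.8%, given to 1 decimal, both in all samples and in WT only, hence the equal ratios. Its Fig. 8B places the ratios under other classes, so the class of each is uncertain, while every ratio of the paper lies above every ratio here.

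The paper states that the enrichment of FMRP targets decreased in FMR1 KO, and the shifts were 0.14 for the Maurin and 0.041 for the Darnell targets. They were negative against expression-matched lists (-0.14 and -0.16) and expression- and length-matched lists (-0.15 and -0.18), for the Darnell targets without a filter (-0.014), and, chosen after seeing the values, without the library labelled WT fraction 5/6 replicate 3 (-0.25 and -0.21). In the paper's table the enrichment averages have the opposite sign to those of abundance, and taken as WT over FMR1 KO like abundance they give 0.15 for the Maurin and 0.11 for the Darnell targets as FMR1 KO over WT, higher and not lower. Over the list members, in a comparison also chosen after seeing the values, the table's enrichment values had a Spearman correlation of -0.645 (264 mRNAs) and -0.664 (757 mRNAs) with the FMR1 KO over WT values here, and its abundance values one of -0.73 and -0.744, so both run in the same direction. Of the 9 such correlations computed, all had an adjusted p under 0.001 (Benjamini-Hochberg). The paper states that the occupancy of mRNAs resistant to run-off did not change, and the shift was -0.17 (adjusted p = 0.0058 from camera). It did not pass with library size only (-0.11), against expression-matched (-0.15) or expression- and length-matched lists (-0.076), with the low nuclease RNA libraries (0.032), under fry or with an estimated correlation. The paper states that FMRP targets not resistant to run-off had no increased occupancy, and in WT their level exceeded that of the other mRNAs by 0.36 for the Maurin and 0.21 for the Darnell targets, while in FMR1 KO it was 0.096 and -0.025.

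The paper states that peaks with and without a genotype preference did not differ in their share of motifs. Here the share was 58.2% at peaks in FMR1 KO only and 69.5% at peaks in all samples (Fisher's exact test, two-sided p = 0.018). This p was not adjusted for the 3 tests made, and the test takes peaks on the same mRNA as independent. The 95% intervals over mRNAs overlap, 50.9% to 65.7% and 63.5% to 74.8%. With 10 nt each side (44.8% against 48.1%), without WGGA (48.5% against 54.0%) and with peaks within 3 nt (63.7% against 74.1%) the difference did not pass. The paper states that most peaks were shared between the genotypes and that far fewer were in 1 genotype only. Of the peaks in the 3 classes, 40.7% were in all samples, and 419 were in 1 genotype only against 287 in all samples. With a window of 12 nt, 782 were in all samples, while the numbers in 1 genotype only were not among the results that moved. Which of these numbers is larger may therefore depend on the window.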

Other observations

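In this part, the tests of FMR1 KO material, of pellet material by gene counts, of reads shared with another preparation, of a swap and of too few counts in the library labelled WT fraction 5/6 replicate 3 were chosen after the result was seen. So were the tests of abundant Cdk8 mRNA, of the direction of the strain genes, of 1 library, of expression level, of the pellet score as the whole cause, of the splits of the libraries beside it, and of footprints under an RNA label. The library labelled WT fraction 5/6 replicate 3 held 39 counts of Fmr1, while 887.66 were expected at its depth from the other WT libraries of the fraction, so too few counts do not account for it. All 4 autosomal genes called in RNA-seq (Kcnh6, Hist1h4m, Wdfy1 and Gm15446) were nearer to FMR1 KO in this library, 4 of 4. Its mean Spearman correlation with the 6 pellet libraries was 0.94175, against 0.882 and 0.881 for the other WT libraries of fraction 5/6, and it was 0.875 with those. The median chi-square per gene against FMR1 KO pellet replicate 3 was 0.99414, while the lowest of the other 65 pairs was 2.03 and sampling noise alone gives 0.455. The library may thus hold FMR1 KO pellet material, possibly from the preparation labelled FMR1 KO pellet replicate 3. By peak positions, 19.394% of its peaks lay within 6 nt of a WT pellet peak, but WT fraction 5/6 replicate 1 gave 18.9%, so this cannot be told apart from fraction 5/6. A swap with an FMR1 KO library would leave Fmr1 high in one of those, and the highest value there was 3.3266 CPM, against at least 31.85 in the other WT libraries, with pellet and fraction 5/6 normalized together and without the gene filter used elsewhere. No biological explanation was tested.

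Cdk8 took 36.7% to 63.4% of the counts of the standard nuclease RPF libraries. Its rank in the RNA-seq libraries was 2143, which argues against an abundant mRNA. Of the 32 genes over 0.5% of the counts, 12.5% (4 of 32) had a stretch matching a sequence annotated as ribosomal RNA, against 13.5% (27 of 200) of random genes. Most matches in both sets were short stretches of 4.5S RNA, and none lay on Cdk8. Most of the 28S sequence was not held. The comparison therefore cannot decide whether ribosomal RNA reads were the source. No biological explanation was tested.

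Wdfy1, Gabra2 and Nnt were lower and Ide higher in FMR1 KO in each of 6 library sets, in 24 of 24 cases, with Wdfy1 from -3.51 in the standard pellet to -1.46 in the low nuclease RNA-seq. Of the 100 autosomal genes with the smallest p in RNA-seq, 19 pairs lay within 1 Mb without overlap, against 8.87 for random genes (permutation test, one-sided p = 0.013 from 2000 draws). Without gene families there were 14 pairs against 8.69 (permutation test, one-sided p = 0.0875 from 2000 draws). Stretches of another strain's genome around these genes remain a possible explanation, which cannot be told apart from an effect of FMRP and was not tested further. The sample labels name Charles River as the source of the mice and the paper names Jackson Laboratories stocks for both genotypes, so the substrain of the sequenced WT mice is uncertain.

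The lower abundance of the Darnell targets in the FMR1 KO pellet was tested against technical explanations. Without WT pellet replicate 3 the shift was -0.085112, against -0.16 with all libraries, and the call was lost. Against random lists matched on expression it was -0.24156, which argues against the expression level of the members. The list means went with a score that is higher the less a pellet library resembles fraction 5/6, and 3 correlations were computed over the 6 pellet libraries. Pearson's r was 0.948, 0.874 and 0.79552 for the run-off-resistant mRNAs, the Maurin and the Darnell targets (exact permutation test, two-sided p = 0.0056, 0.0278 and 0.0653, Benjamini-Hochberg adjusted 0.0167, 0.0417 and 0.0653). Without the 2 farthest libraries it was 0.995, 0.648 and 0.641, so the relation of the FMRP targets over all libraries rests partly on those. Within WT it was 1 for the Maurin and 0.991 for the Darnell targets. Within FMR1 KO it was 0.979 and 0.969, each time over 3 libraries only. Spearman's correlation was 0.886, 0.714 and 0.771 (exact permutation test, two-sided p = 0.0333, 0.136 and 0.103; Benjamini-Hochberg adjusted 0.1, 0.136 and 0.136). In a model with the score, the FMR1 KO minus WT difference of the Darnell list was -0.13798 (residual SD 0.0265) against -0.126 without it, and that of the Maurin list was -0.136 (residual SD 0.0174) against -0.121, which argues against the score as the whole cause. Without WT pellet replicate 3 these differences were -0.133 and -0.145, so whether 1 library carries the lower abundance stays open. In this model 1 of 10 splits of the libraries, the real one, gave as large a difference for the Darnell list, and 10 splits allow no share under 0.1, so chance cannot be told apart from the genotype. Across the splits of the 6 libraries, as large an abundance shift was given by 8 of 10 for the run-off-resistant mRNAs, 4 for the Maurin and 3 for the Darnell targets.

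Splits of the libraries were counted for the other results. As many genes were called by 4 of 10 splits for abundance, 10 of 10 for fraction 5/6, 1 of 10 for occupancy within WT and within FMR1 KO, 3 of 10 for enrichment within WT and 1 of 10 for enrichment within FMR1 KO, where no share under 0.1 is possible. For occupancy, 2 of 100 splits drawn called as many genes, and for enrichment 100 of 100. For enrichment and for fraction 5/6 the real split called 0, so every split gave as many by construction. As large a list shift came from 10, 5 and 8 of 10 splits in RNA-seq, from 10, 9 and 8 of 10 in fraction 5/6, from 55, 14 and 17 of 100 in occupancy, and from 88, 94 and 97 of 100 in enrichment, for the run-off-resistant mRNAs, the Maurin and the Darnell targets. For peaks in 1 genotype only, 7 of 10 splits gave as many in the pellet.

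In 3 whole-brain RNA libraries of the low nuclease preparation, WT replicate 2 and FMR1 KO replicates 2 and 3, the 10 largest genes took 82.4%, 85.0% and 82.8% of the counts, against 3.66% to 4.10% in the others. Their lowest mean Spearman correlation with the other RNA libraries was 0.87107, while the correlation with the low nuclease pellet was 0.805 to 0.819. This argues against libraries made up of footprints alone under the label of whole-brain RNA. However, Cdk8 took 4.77% to 9.22% of their counts and Cmss1 23.5% to 27.8%, against at most 0.024% and 0.0075% in the others. In the low nuclease pellet Cdk8 took 3.55% to 5.31%, so whether these RNA libraries hold some footprints stays open. No biological explanation was tested.

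The ratio of aspartate codons at peaks depends on the background. In the reading frame, aspartate made up 5.54% and glutamate 7.58% of the codons of the mRNAs with peaks. In all 3 reading frames of the coding sequences, aspartate made up 3.3163%, glutamate 5.10% and stop codons 3.41%, while the paper's background holds 3.01%, 4.58% and 4.41%. A background counted without the reading frame is a candidate explanation of the higher ratios in the paper. A biological explanation does not apply to the counting of the background.

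Within a genotype, occupancy of the pellet against RNA-seq was higher for 5033 and lower for 5542 genes in WT, and higher for 5144 and lower for 5679 in FMR1 KO. Enrichment of the pellet over fraction 5/6 was higher for 1204 and lower for 311 genes in FMR1 KO, where 7 genes passed without replicate 3 and 662 (646 higher, 16 lower) with the replicate number as a block. In WT it was higher for Zc3h3 and Sall4 and lower for Hmx2, 3 genes in all, and without the library labelled WT fraction 5/6 replicate 3 there were 1273. Whether the genotypes differ is given by the interaction, which called 0 genes (769 at an unadjusted p under 0.05). In fraction 5/6 itself, 0 genes passed between the genotypes (590 at an unadjusted p under 0.05), and the shifts were -0.24 for the run-off-resistant mRNAs, -0.31 for the Maurin and -0.22 for the Darnell targets (adjusted p = 9.6e-06, 3.1e-07 and 6.8e-09 from camera), with the library labelled WT fraction 5/6 replicate 3 included. Without it they changed sign, to 0.19, 0.072 and 0.033 (adjusted p = 8.4e-04, 0.264 and 0.653 from camera). Taking each library as 1 value, with it included, the exact two-sided permutation p was 1, 0.8 and 0.8 for these lists.

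The replicate numbers were not taken as pairs. Correlations between the deviations of same-numbered libraries from their group means were -0.121 to 0.134 for libraries of different genotypes and for pellet with whole-brain RNA. For pellet with fraction 5/6 all 6 were above 0, from 0.00436 to 0.263 in WT, where 1 of them involves the library labelled WT fraction 5/6 replicate 3, and from 0.0318 to 0.241 in FMR1 KO, while other-numbered libraries averaged -0.060 and -0.073. A weak pairing of pellet and fraction 5/6 is thus not excluded. In the count table, 311 pairs of neighbouring genes had near-equal counts, and 299 of them overlap on the genome.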
